# Structural basis of the interaction between SETD2 methyltransferase and hnRNP L paralogs for governing co-transcriptional splicing

**DOI:** 10.1038/s41467-021-26799-3

**Published:** 2021-11-08

**Authors:** Saikat Bhattacharya, Suman Wang, Divya Reddy, Siyuan Shen, Ying Zhang, Ning Zhang, Hua Li, Michael P. Washburn, Laurence Florens, Yunyu Shi, Jerry L. Workman, Fudong Li

**Keywords:** Biochemistry, Structural biology

## Abstract

The RNA recognition motif (RRM) binds to nucleic acids as well as proteins. More than one such domain is found in the pre-mRNA processing hnRNP proteins. While the mode of RNA recognition by RRMs is known, the molecular basis of their protein interaction remains obscure. Here we describe the mode of interaction between hnRNP L and LL with the methyltransferase SETD2. We demonstrate that for the interaction to occur, a leucine pair within a highly conserved stretch of SETD2 insert their side chains in hydrophobic pockets formed by hnRNP L RRM2. Notably, the structure also highlights that RRM2 can form a ternary complex with SETD2 and RNA. Remarkably, mutating the leucine pair in SETD2 also results in its reduced interaction with other hnRNPs. Importantly, the similarity that the mode of SETD2-hnRNP L interaction shares with other related protein-protein interactions reveals a conserved design by which splicing regulators interact with one another.

## Abstract (web summary)

Interaction between SETD2 and hnRNP L has previously been shown to be implicated in coupling gene transcription and mRNA processing. Here the authors elucidate the molecular basis of this functional interaction, showing that the RRM domain of hnRNP L possesses non-overlapping binding interfaces for engaging RNA and SETD2.

## Introduction

Alternate splicing (AS) is a deviation from the more prevalent process of splicing in which certain exons are skipped resulting in various forms of mature mRNA^1^. AS is a vital process that enables cells to synthesize multiple protein isoforms from the same gene. Totally, 95% of human genes are estimated to undergo AS and it gives rise to the protein diversity needed for the varied cell types and functions from a limited set of genes^2,3^. AS functions in critical biological processes including cell growth, cell death, cell differentiation pluripotency, and development^4,5^. Defects in AS cause neurodegenerative diseases and cancer^6–10^.

The exons that end up in the mature mRNA during the process of AS are defined by the interaction between *cis*-acting elements and *trans*-acting factors. *Cis*-acting elements include exonic- and intronic-splicing enhancers (ESEs/ISEs) that are bound by positive trans-acting factors, such as SR (serine/arginine-rich) proteins, and exonic- and intronic-splicing silencers (ESSs/ISSs) are bound by negative trans-acting factors, such as the heterogeneous nuclear ribonucleoproteins (hnRNPs)^1,11,12^. The collaboration between these elements results in the promotion or inhibition of spliceosome assembly on weak splice sites. hnRNPs are highly conserved from nematodes to mammals and have several critical roles in mRNA maturation^13,14^. Their function during AS is to bind to the ESS and can compete with the SR proteins for binding.

Studies over the years have largely focused on the nucleic acid binding aspect of hnRNPs to understand their function and the mechanism of AS. However, analysis of the RNA binding motif of hnRNPs has revealed that their binding regions are widespread in mRNAs. For example, studies aimed to find the RNA binding motif of hnRNP L revealed that it binds to CA-rich regions^15–19^. Such sequences, however, occur in the human genome at a frequency of 19.4 CA repeats per megabase^20^, representing the most common simple sequence repeat motif. Combined with the fact that hnRNPs are very abundant and ubiquitous proteins, this makes it unclear how the hnRNPs engage their target transcripts specifically^21^. Also, while a context-dependent regulation of splicing by hnRNP L has been noted, it is unknown what factors determine this process^22^.

One possibility may be that hnRNPs rely on their interacting protein partners to engage their specific target pre-mRNA in a context-dependent and cell line-specific manner. The evidence to back this possibility comes from the study of the interactome of hnRNP L. We and others have shown that it specifically interacts with the methyltransferase SETD2 and the mediator complex component Med23^23,24^. Both SETD2 and Med23 are functionally important proteins. SETD2 deposits the conserved H3K36me3 mark besides methylating substrates such as STAT1 and tubulin^25,26^. These activities make SETD2 a regulator of DNA repair, alternative splicing, and DNA methylation^27–31^. Med23 is part of the Tail module of the Mediator complex, a central integrator of transcription^32^. Med23 connects the complex to sequence-specific transcription factors^33^. Med23 brings hnRNP L to the promoter of target genes from where it might be handed over to SETD2 to coregulate a common subset of AS events. Notably, SETD2 binds to RNA Pol II during transcription elongation. Therefore, the hnRNPs interactome not only regulates its function but also couples transcription and alternative splicing, which permits the sequential recognition of emerging splicing signals by the splicing machinery.

The RNA recognition motifs (RRMs), specifically the RRM2 of hnRNP L, mediate its interaction with other proteins. We recently showed that the RRM2 of hnRNP L binds to a novel SETD2–hnRNP Interaction (SHI) domain in SETD2^23^. Consistent with the focus on the RNA binding aspect of hnRNPs, numerous crystal structures of RRM–RNA complexes are available^34–36^. However, the molecular basis for the specific binding of protein interactors by hnRNPs remains elusive. Furthermore, it is not clear why the RRM2 is specifically able to interact with SETD2 but the other RRMs of hnRNP L cannot.

Notably, hnRNP L has a paralog hnRNP LL that has a very similar amino acid sequence. Although they have similar specificity for RNA substrate recognition, their RNA-binding constraints are different and they have been shown to have non-redundant roles in regulating AS^37,38^. For example, hnRNP L and LL both bind to the same regulatory element in exon 4 of the CD45 gene, but hnRNP LL induces more repression than hnRNP L^39–42^. Also, tissue-specific differences in the expression of these paralogs correlate with their distinct functions. hnRNP LL expression is high in testes. It also increases significantly during B cell to plasma cell differentiation and T cell activation^13,43,44^. It remains to be tested whether SETD2 can directly bind hnRNP LL.

In this work, we report the crystal structure of the hnRNP L-RRM2 in complex with the SETD2-SHI domain at 1.80 Å resolution and show that a leucine pair in the disordered region of SETD2 forms hydrophobic interactions with RRM and is crucial for binding. Notably, the SETD2 binding region in RRM2 is distinct from its RNA-binding interface. Furthermore, we demonstrate that the hnRNP L paralog, hnRNP LL, also interacts with SETD2. SETD2 co-purifies numerous RNA binding proteins besides hnRNP L/LL. Strikingly, mutating the two conserved leucines in the SETD2 SHI domain results in loss of its interaction with most RNA-binding proteins. Moreover, our findings reveal that the mode of SETD2-hnRNP L interaction shares similarity with RAVER1-PTB interaction, pointing toward a possible common design behind protein binding by RRMs.

## Results

### A conserved region within the SETD2 SHI domain mediates hnRNP L binding

Previously, we performed a detailed characterization of SETD2-hnRNP L interaction and demonstrated that the two proteins co-regulate the AS of a subset of genes^23^. This characterization revealed a novel SHI domain in SETD2 that engages the hnRNPs. However, the underlying mechanism of the interaction between them has not yet been characterized. The SHI domain is located in a predicted disordered region in SETD2 and is expected to assume a random coil structure based on ab initio structure modeling^23^. We performed sequence analysis of the SHI domain to look for functional regions using ConSurf^45^. Multiple sequence alignment followed by HMMER homolog search algorithm^46^ revealed that the residues 2167–2192 within the 50 residue SHI domain are highly conserved across different organisms (Fig. 1a). Notably, all these species also code for hnRNP L. We wondered whether this conserved stretch is responsible for hnRNP L binding.

**Fig. 1:**
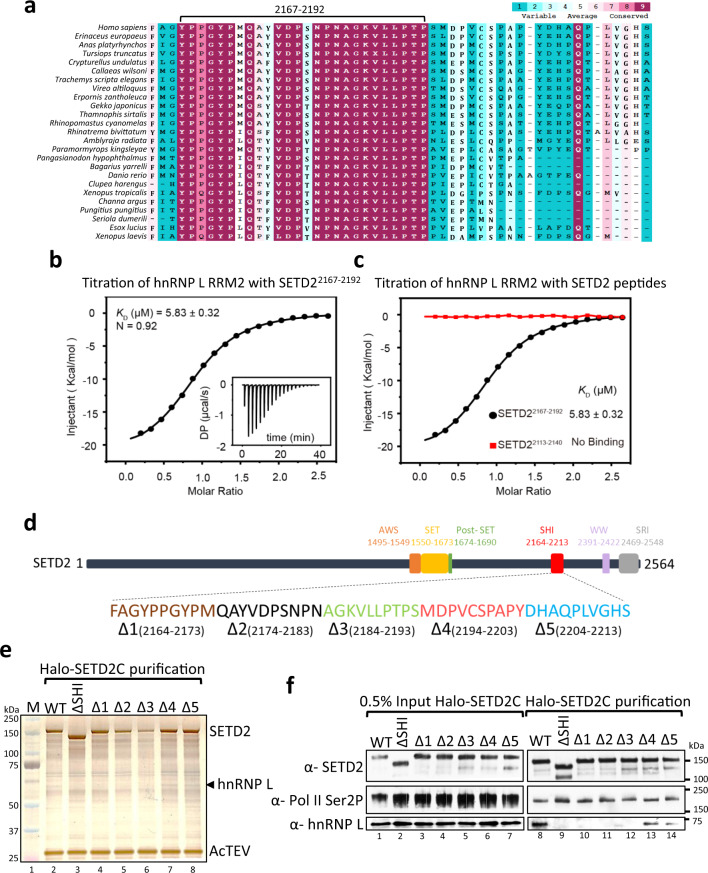
A conserved stretch in SETD2 is responsible for its interaction with hnRNP L. **a** Multiple sequence alignment of previously identified SHI domain in SETD2. **b** Exemplary ITC titration data of hnRNP L RRM2 with SETD2^2167–2192^ and its fitting curve are shown. *K*_D_ dissociation constant, DP differential power, N binding stoichiometry. For the arithmetic mean of *K*_D_ values of the three independent experiments and the thermodynamic parameters see Supplementary Table 1. All ITC binding curves are shown in Supplementary Table 2. **c** ITC fitting curves of hnRNP L RRM2 with SETD2^2167–2192^ (black) and SETD2^2113–2140^ (red) are shown. **d** Illustration showing the deletions in SETD2 SHI domain that were made to perform affinity purification. **e** Silver staining and **f** western blotting of affinity-purified complexes of SETD2C and its mutants. The experiment was repeated three times all yielding similar results. Source data are provided as a Source Data file.

To gain insights into this we assayed the binding affinities of SETD2 fragments to hnRNP L by performing isothermal titration calorimetry (ITC). The results showed that SETD2^2167–2192^ binds to hnRNP L RRM2 with a mean equilibrium dissociation constant (*K*_D_) of 5.86 ± 0.05 μM and an *N* value of 0.93 (Fig. 1b, Supplementary Tables 1 and 2). Also, we could not detect any interaction between an adjacent fragment SETD2^2113–2140^ and hnRNP L RRM2 as expected (Fig. 1c, Supplementary Tables 1 and 2).

Next, we created deletion mutants of SETD2C (1404–2564) in which 10 amino acid bins were deleted in the 50 amino acid SHI domain (Fig. 1d). Previously we have shown that full-length SETD2 protein is robustly degraded^47,48^ and hence, the C-terminal region was used for performing purifications. Subsequently, Halo-tagged WT SETD2C and its mutants were affinity-purified using Halo ligand-conjugated magnetic resin from 293 T extracts. The purified complexes were analyzed by silver staining and western blotting (Fig. 1e, f). Consistent with our previous report, hnRNP L was co-purified with SETD2C and the interaction was lost upon deletion of the SHI domain (SETD2CΔSHI) (Fig. 1e, f). Notably, the SETD2CΔSHI 4 and 5 did not affect co-purification of hnRNP L whereas any one of CΔSHI 1–3 (spanning 2164–2193) completely abolished interaction with hnRNP L demonstrating that the stretch 2167–2192 is indeed responsible for hnRNP L binding (Fig. 1e, f). RNA Pol II which binds to the distinct SRI (Set2–Rpb1 Interaction) domain of SETD2 was co-purified with both WT SETD2C and its SHI domain mutants as expected (Fig. 1f).

To conclude, we identified a conserved 30 amino acid long stretch (2167–2192) in SETD2 that mediates interaction with hnRNP L.

### The crystal structure reveals the details of the hnRNP L-SETD2 interaction

The conserved 30 amino acid sequence of the SHI domain did not reveal any clues as to how it might engage hnRNP L. Hence, to further explore the molecular basis of this interaction, we determined the crystal structure of hnRNP L RRM2 in complex with the SETD2^2167–2192^ peptide at 1.80 Å resolution. There are two complexes contained in a crystallographic asymmetric unit, with hnRNP L RRM2 chains A and C associating with SETD2^2167–2192^ chains B and D, respectively (Supplementary Fig. 1a, Supplementary Table 3). The two complex pairs are highly similar to each other, with root-mean-square deviation (RMSD) of 0.357 Å of overall 101 aligned Cα atoms. The hnRNP L RRM2 in the complex adopts a β1α1β2β3α2β4β5 conformation that forms a five-stranded β sheet packed against two α-helices. Further, three-dimensional structure superimposition of mouse apo hnRNP L RRM2 (PDB ID: 2MQM, sharing 100% sequence identity with human hnRNP L RRM2) and our structure (RMSD = 0.672 Å over 92 aligned Cα atoms) reveals no significant structural changes in RRM2 upon SETD2^2167–2192^ peptide binding (Supplementary Fig. 1b).

When bound to hnRNP L RRM2, SETD2^2167–2192^ adopts a U-shaped conformation contacting the RRM dorsal helical face (Fig. 2a). Although all residues of the SETD2^2167–2192^ peptide could be clearly traced, only a fraction at the C-terminus of this peptide (^2183^NAGKVLLPTP^2192^) was found to directly contact the RRM, burying ~477 Å of the solvent-exposed area of hnRNP L RRM2. In detail, the bulk side chain of SETD2^Leu2188^ is accommodated by a hydrophobic pocket which is lined by hnRNP L^Leu251^ from α2, hnRNP L^Ile214^ from α1, hnRNP L^Ile256^ from the α2-β4 loop, and hnRNP L^Leu263^ from β4 (Fig. 2b–d). In addition, the side chain of SETD2^Leu2189^ stretches into a neighboring shallow apolar depression lined by hnRNP L Ile214, Val210, Ile256, and Tyr257 (Fig. 2b–d). Furthermore, the residues downstream of the Leu pair, including 2190-Pro-Thr-Pro-2192, together with SETD2^Leu2189^, wrap around the hnRNP L^Tyr257^ and hnRNP L^Tyr204^, providing further binding affinity and specificity (Fig. 2e). Notably, hnRNP L^Tyr257^ makes van der Waals contacts with both SETD2^Leu2189^ and SETD2^Pro2192^, playing an important role in hnRNP L-SETD2 interaction. Besides apolar contacts, there are also substantial hydrogen bonding interactions between SETD2 peptide and hnRNP L RRM2. The amide nitrogen of SETD2^Leu2188^ and SETD2^Leu2189^ form hydrogen bonds with the carbonyl oxygen of hnRNP L^Asp255^ and hnRNP L^Ile256^, respectively (Fig. 2f). In addition, the carbonyl oxygen and N_ζ_ atom of SETD2^Lys2186^ make hydrogen bonding interactions with hnRNP L^Asp255^ and hnRNP L^Ser250^, respectively (Fig. 2f). Furthermore, the side chain of SETD2^Asn2183^ forms bifurcated hydrogen bonds with the main chain of hnRNP L^Ala249^ and hnRNP L^Asn252^ (Fig. 2f). Notably, the structure also revealed that hnRNP L RRM2 can form a ternary complex with SETD2 and RNA by binding them simultaneously as their binding sites are non-overlapping (Supplementary Fig. 1c).

**Fig. 2:**
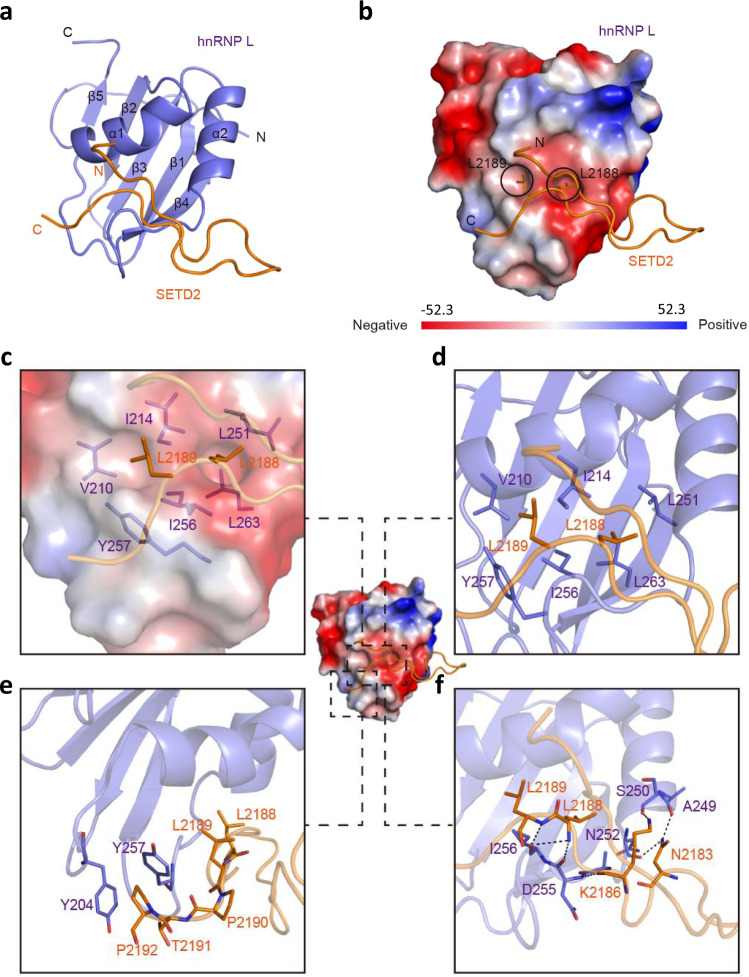
The crystal structure reveals the molecular basis of hnRNP L-SETD2 interaction. **a** Ribbon representations of hnRNP L RRM2 bound to the SETD2^2167–2192^ peptide. hnRNP L is colored in purple and the bound SETD2^2167–2192^ peptide is colored in orange. **b** The SETD2^2167–2192^ peptide is represented as ribbons on the molecular face of hnRNP L RRM2. The sidechains of SETD2^Leu2188^ and SETD2 ^Leu2189^ are shown as sticks. Red and blue colors denote negative and positive surface charges, respectively. The electrostatic potential surfaces were generated with PyMol at the contouring value of the potential from −52.3 to 52.3 kTe^−^^1^. **c**–**f** Closeup views of the interactions between hnRNP L and the SETD2^2167–2192^ peptide. (Left) The van der Waals surface views of hnRNP L-SETD2^2167–2192^. hnRNP L (purple) and SETD2^2167–2192^ (orange) are shown as ribbons with selected sidechains as sticks. The van der Waals surface of the hnRNP L is depicted as a semitransparent skin. The SETD2 peptide is represented as a stick diagram (orange). (Right) Hydrogen bonds are shown as black dashed lines.

### hnRNP LL and SETD2 interact in vivo

Previously, we showed that ingenuity pathway analysis (IPA) of proteins co-purified with SETD2 revealed enrichment of RNA processing proteins, including numerous hnRNPs^23^. HnRNP LL has a very similar amino acid sequence with 68% sequence identity and domain organization to its paralog hnRNP L (Fig. 3a). Despite being paralogous, hnRNP L and LL have different RNA-binding constraints and have been shown to have a non-redundant role in regulating AS^37,38^. Notably, unlike hnRNP L, hnRNP LL did not interact with Med23 in vitro and did not interact much in the coimmunoprecipitation experiment^24^. We wanted to test whether SETD2 and hnRNP LL also interact in vivo.

**Fig. 3:**
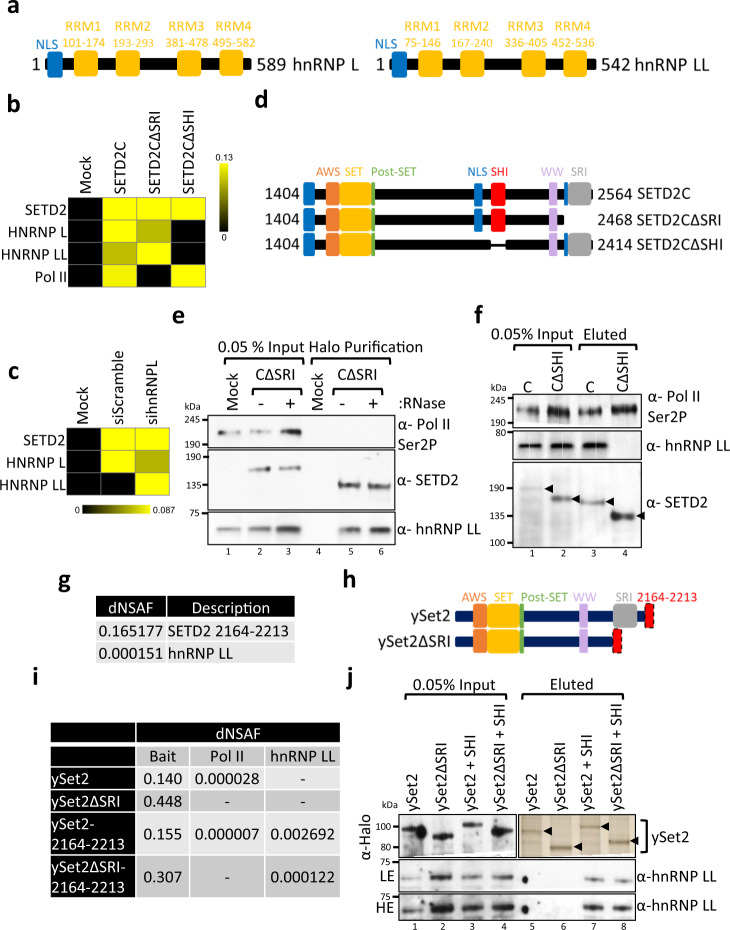
SETD2 binds to hnRNP LL through its SHI Domain. **a**, **d**, **h** Cartoon illustrating the domain organization of hnRNP L, hnRNP LL, SETD2, and ySet2. **b**, **c** Heat maps showing the enrichment of proteins normalized to the bait (SETD2C) in MudPIT analysis. **e**, **f**, **j** Western blotting and silver staining of affinity-purified complexes of Halo-SETD2C or Halo-ySet2 and its mutants from 293 T extracts. The experiment was repeated at least three times all yielding similar results. Source data are provided as a Source Data file. **g**, **i** Table showing the dNSAFs of the listed proteins post mass spectrometry analysis of purified complexes obtained by affinity purification of Halo-SETD2 or ySet2 from 239 T extracts. AWS associated with SET, SET-Su(var)3-9 enhancer-of-zeste and trithorax, SRI–Set2–Rpb1 interaction, SHI– SETD2–hnRNP interaction dNSAF distributed normalized spectral abundance factor, NLS nuclear localization signal.

Multi-dimensional protein identification technology (MudPIT) mass spectrometry analysis of purified complexes with SETD2C indeed revealed hnRNP LL as an interactor (Fig. 3b). Moreover, MudPIT analysis of purified SETD2C complexes from 293 T cell extracts depleted of hnRNP L revealed enrichment of hnRNP LL suggesting that it binds to SETD2 independent of hnRNP L (Fig. 3c). In line with our previous finding that SETD2–hnRNP L interaction occurs irrespective of SETD2–Pol II interaction, mass spectrometry analysis revealed that SETD2–hnRNP LL interaction persisted even upon the deletion of the SRI domain from SETD2C (Fig. 3b, d). To confirm the mass spectrometry results, western blotting with an antibody specific for hnRNP LL was performed with affinity-purified complexes using Halo-SETD2CΔSRI as bait from 293 T extracts with and without RNase treatment. In this technique, elution of the proteins purified involves cleaving off the Halo-tag with TEV protease, thus, resulting in a difference in molecular weight of bait between input and eluted samples. The results confirmed that SETD2 interaction with hnRNP LL persisted even without the Pol II interaction domain and upon RNase treatment (Fig. 3e). Furthermore, mass spectrometry analysis of SETD2CΔSHI mutant revealed loss of interaction with hnRNP LL strongly suggesting that it binds to the same region in SETD2 as hnRNP L (Fig. 3b, d). To validate the mass spectrometry results, SETD2 deletion mutant SETD2CΔSHI^2164–2213^, was affinity-purified from 293 T cells and analyzed by immunoblotting. As anticipated, immunoblotting for RNA Pol II and anti-hnRNP LL revealed that upon deletion of the stretch 2164–2213 from SETD2, the SETD2–hnRNP LL interaction was abolished without affecting the SETD2–Pol II interaction (Fig. 3f). Further, the mass spectrometry analysis of purification of SETD2 2164–2213 revealed hnRNP LL as an interactor demonstrating that hnRNP LL binds to the SETD2 SHI domain (Fig. 3g).

Mass spectrometry analysis of yeast SETD2 homolog, Set2 (ySet2) purified from 293 T cells revealed that it can interact with Pol II even in human cells and this interaction was lost upon the deletion of the SRI domain as expected (Fig. 3h, i). However, an interaction between ySet2 and hnRNP LL was not observed consistent with the fact that although ySet2 and SETD2 share the conserved AWS, SET, Post-SET, WW, and SRI domains, ySet2 lacks the SHI domain (Fig. 3h). Remarkably, the addition of the 2164–2213 stretch of SETD2 to ySet2 (ySet2 2164–2213), and ySet2ΔSRI resulted in a gain of interaction with hnRNP LL (Fig. 3i). These mass spectrometry findings were confirmed by immunoblotting the Set2 purified complexes with an anti-hnRNP LL antibody (Fig. 3j). To conclude, hnRNP LL binds to the SHI domain of SETD2 in vivo.

### hnRNP LL RRM2 domain directly interacts with SETD2

Based on sequence homology between hnRNP L and LL (71%), RRM2 of LL is expected to interact with SETD2 (Fig. 4a). To test this, Halo-SETD2C and mCherry-HA-hnRNP L/LL RRM2 constructs were co-expressed in 293 T cells and protein complexes were purified using Halo affinity-purification. Immunoblotting of the purified complexes with anti-SETD2 and anti-HA antibodies demonstrated that similar to hnRNP L, the RRM2 of hnRNP LL interacts with SETD2 (Fig. 4b). These findings were confirmed by reciprocal co-purification in which Halo-HA-hnRNP LL RRM2 successfully co-purified GFP-FLAG-SETD2C (Fig. 4c).

**Fig. 4:**
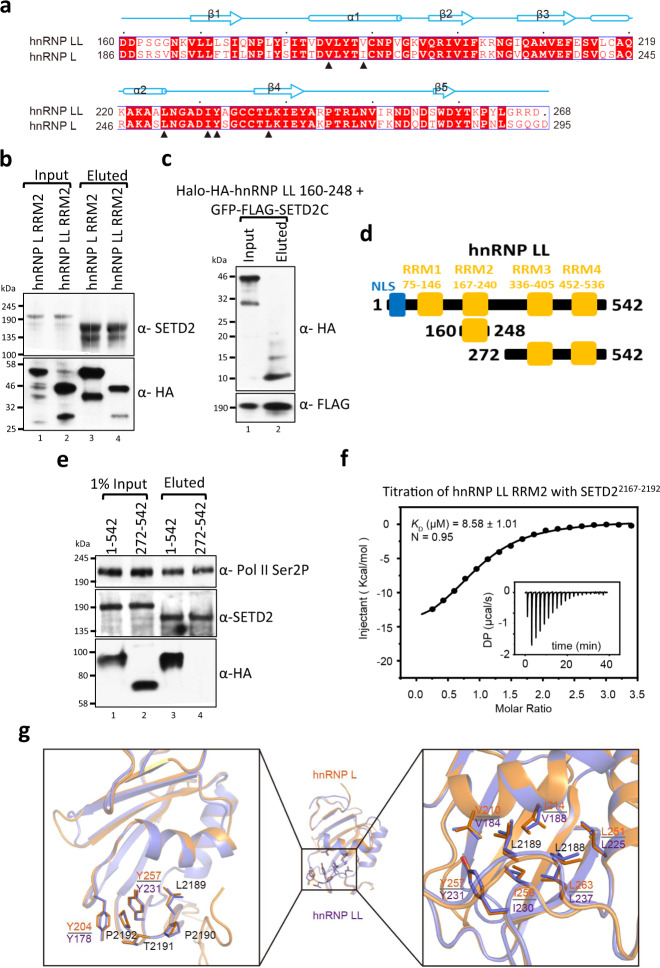
hnRNP LL RRM2–SETD2 interaction occurs in a similar fashion as hnRNP L–SETD2 binding. **a** Sequence alignment of hnRNP L RRM2 and hnRNP LL RRM2 proteins. The alignment was generated by ESPript3^79^ with ^CLUSTALW^^80^. The secondary structures of hnRNP L RRM2, as determined by DSSP, are shown above the sequences. Red squares denote identical residues whereas black triangles highlight the key residues involved in the interaction with SETD2. **b**, **e** Halo purification was performed from extracts of 293 T cells co-expressing Halo-tagged SETD2C and mCherry-HA-hnRNP L/LL constructs. Input and eluted samples were resolved on gel followed by western blotting. The experiment was repeated at least 2 times all yielding similar results. Source data are provided as a Source Data file. **c** Halo purification was performed from extracts of 293 T cells co-expressing Halo-HA-tagged hnRNP LL and GFP-FLAG-SETD2C constructs. Input and eluted samples were resolved on gel followed by western blotting. The experiment was repeated at least two times all yielding similar results. Source data are provided as a Source Data file. **d** Schematic representation of hnRNP LL segments used in purification experiments. **f** ITC titration data of hnRNP LL with SETD2^2167–2192^ and its fitting curve are shown. For the arithmetic mean of *K*_D_ values of the three independent experiments and the thermodynamic parameters see Supplementary Table 1. All ITC binding curves are shown in Supplementary Table 2. **g** (Left) Structure comparison of hnRNP L_RRM2–SETD2^2167–2192^ complex (orange) and hnRNP LL_RRM2–SETD2^2167–2192^ complex (purple). (Right) Two complexes are shown as ribbons with selected sidechains as sticks. *K*_D_ dissociation constant, DP differential power, N binding stoichiometry. RRM–RNA recognition motif, NLS nuclear localization signal.

To confirm the specificity of SETD2–hnRNP LL RRM2 interaction, hnRNP LL full-length (FL, 1–542) and 272–542 were tagged with mCherry-HA (Fig. 4d). Next, Halo-SETD2C and mCherry-HA-hnRNP LL constructs were co-expressed in 293 T cells and protein complexes were purified using Halo affinity-purification. Immunoblotting with anti-HA antibody demonstrated that hnRNP LL 1-542 interacts with SETD2 as expected, whereas hnRNP LL 272-542 does not (Fig. 4e). Immunoblotting with an anti-Pol II antibody confirmed that Pol II was co-purified (Fig. 4e). These results demonstrate that the RRM2 of hnRNP LL interacts with SETD2 in vivo.

Next, to confirm direct physical interaction, we performed ITC of hnRNP LL RRM2 with SETD2. The ITC result showed that hnRNP LL binds to SETD2^2167–2192^ with a mean *K*_D_ value of 8.27 ± 0.28 μM, which is slightly weaker than that of hnRNP L (higher *K*_D_ value suggests lower binding affinity) (Fig. 4f, Supplementary Table 1). In the sequence alignment of RRM2 of hnRNP L vs. LL, we noted that the residues belonging to the SETD2 binding surface are highly conserved, except that I214 of hnRNP L corresponds to a Val in hnRNP LL (Fig. 4a). Next, we generated a hnRNP LL^V188I^ mutant and performed ITC and found that it shows nearly the same binding affinity with SETD2^2167–2192^ as that of hnRNP L (Supplementary Fig. 2a, Supplementary Table 1).

We next tried to crystallize the hnRNP LL RRM2–SETD2^2167–2192^ complex but did not succeed. However, we got a high-resolution structure when a truncated peptide encompassing the core interacting motif of SETD2 ^2180^SNPNAGKVLLPTP^2192^ was used for crystallization. We determined the structure in the P1 space group at a 1.60 Å resolution, with two almost similar hnRNP LL RRM2-SETD2^2180–2192^ complexes in each crystallographic asymmetric unit. HnRNP LL-SETD2^2180–2192^ structure shows high similarity to the structure of hnRNP L- SETD2^2167-2192^complex (RMSD = 0.672 Å over 92 aligned Cα atoms) (Fig. 4g, Supplementary Table 3).

### Mutating key residues in hnRNP L and SETD2 abolishes their interaction

The crystal structures revealed the important residues in RRM2 that mediate interaction with SETD2. To confirm that those residues are indeed important for binding SETD2, ITC was performed using a series of hnRNP L mutants. Mutating the residues I256 and Y257 of hnRNP L had the biggest impact on reducing SETD2 binding (Fig. 5a, Supplementary Table 1). The I256A mutation resulted in a ninefold decrease in SETD2 binding whereas the Y257A mutation completely abolished SETD2 binding.

**Fig. 5:**
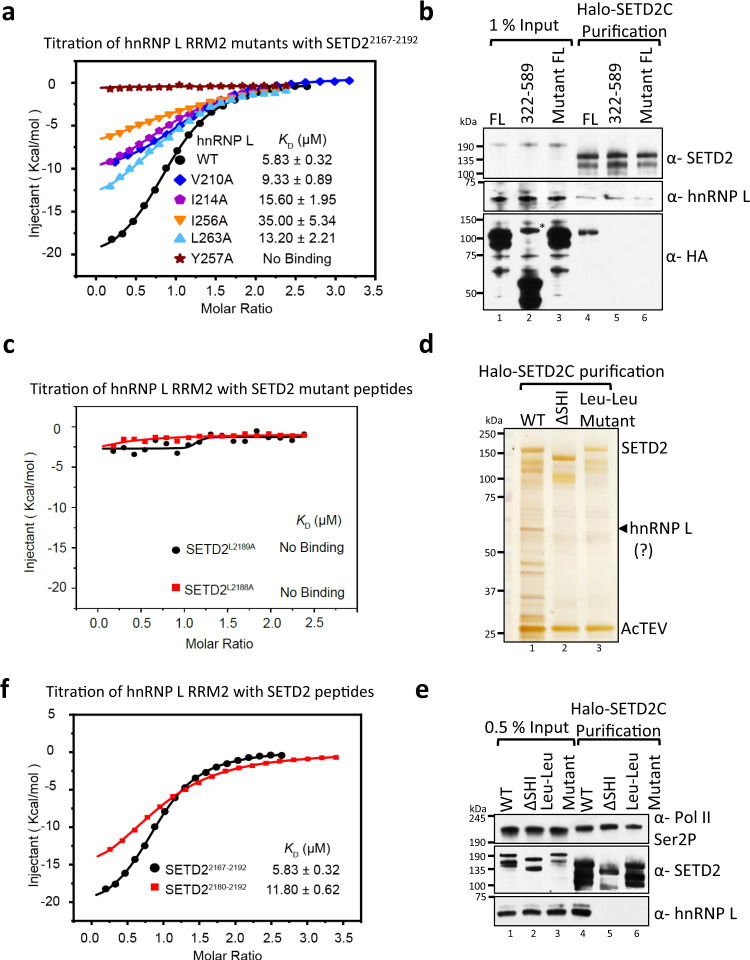
Mutating key residues in hnRNP L and SETD2 disrupts their in vitro and in vivo binding. **a** ITC fitting curves of hnRNP L RRM2 WT and mutants with SETD2^2167–2192^ peptide are shown. **b**, **d**, **e** Western blotting and silver staining of affinity-purified complexes of Halo-SETD2C WT and its mutants. In (**b**), mCherry-HA-hnRNP L proteins were used as prey. * denotes non-specific band. The experiment was repeated four times all yielding similar results. Source data are provided as a Source Data file. **c**, **f** ITC fitting curves of hnRNP L RRM2 with SETD2 peptides. For the arithmetic mean of *K*_D_ values of the three independent experiments and the thermodynamic parameters see Supplementary Table 1. All ITC binding curves are shown in Supplementary Table 2.

To test whether these mutations also resulted in the loss of hnRNP L-SETD2 binding in vivo, Halo-SETD2C and mCherry-HA-hnRNP L constructs were co-expressed in 293 T cells and protein complexes were purified using Halo affinity-purification. Immunoblotting with anti-SETD2 and anti-hnRNP L revealed successful purification of endogenous hnRNP L with SETD2 as expected (Fig. 5b). Also, immunoblotting with an anti-HA antibody confirmed the co-purification of ectopically expressed WT hnRNP L FL and the lack of SETD2 binding to hnRNP L 322–589 as we have previously shown^23^ (Fig. 5b). Importantly, the hnRNP L FL mutant in which both I256 and Y257 were mutated to alanine did not interact with SETD2, confirming our ITC data (Fig. 5b).

Only the RRM2 out of the four RRMs of hnRNP L binds SETD2. To understand this, we analyzed the sequences of hnRNP L RRMs. The residues V210, I214, L251, I256, Y257, L263 of hnRNP L RRM2 form two hydrophobic pockets (Fig. 2c). Sequence alignment shows that the other three RRMs do not contain these six conserved hydrophobic residues, therefore, SETD2 cannot recognize these three RRMs (Supplementary Fig. 2b).

The crystal structure suggests that the leucine pair in the SETD2 SHI domain is important for binding hnRNP L/LL. Our ITC confirmed this observation as the interaction of SETD2 L2188A and L2189A peptides with hnRNP L RRM2 was completely abolished (Fig. 5c). To test whether these mutations also result in loss of hnRNP L-SETD2 binding in vivo, Halo-SETD2C constructs were expressed in 293 T cells and protein complexes were purified using Halo affinity-purification followed by silver staining and western blotting (Fig. 5d, e). Immunoblotting with anti-SETD2 and anti-hnRNP L revealed that the endogenous hnRNP L co-purified with SETD2C but not with SETDCΔSHI as expected. Importantly, the SETD2 mutant in which both L2188 and L2189 were mutated to alanine lost interaction with hnRNPL, confirming our ITC data (Fig. 5d, e).

### Residues besides the Leu–Leu in SETD2 are critical for hnRNP L binding

The mode of interaction between hnRNP L RRM2 and SETD2^2167–2192^ peptide shares resemblance to the mechanism by which RRM2 of PTB, a splicing suppressor, binds to the PRI3 peptide of its co-repressor RAVER1^49^. The two peptides both contain a pair of Leu residues and bind to nearly the same position on the dorsal surface of the RRM (Supplementary Fig. 3a, b). We then asked whether the SETD2^2167–2192^ peptide could also interact with PTB RRM2. The ITC results showed that there is no detectable affinity between SETD2^2167–2192^ and PTB RRM2, suggesting that the amino acid sequence flanking the Leu–Leu is important for the recognition to occur (Supplementary Fig. 3c, Supplementary Tables 1 and 2). This is consistent with our data in which, besides SETD2CΔSHI 3 that has the Leu-Leu crucial for interaction with hnRNP L, SETD2CΔSHI 1 and 2 also lost interaction with hnRNP L (Fig. 1e, f).

To further ascertain these observations, we performed ITC of hnRNP L RRM2 with a truncated peptide, ^2180^SNPNAGKVLLPTP^2192^, belonging to the SETD2 SHI domain. ITC revealed a mean *K*_D_ value of 11.57 ± 0.21 μM, indicating a weaker binding as compared to SETD2^2167–2192^ and confirming that indeed the N-terminus region of SETD2^2167–2192^ (containing the Δ1 and Δ2 deletions) also plays important role in the binding (Fig. 5f, Supplementary Table 1). Similar results were observed when the binding of hnRNP LL RRM2 with SETD2^2180–2192^ was tested and found to be weaker as compared to binding with SETD2^2167–2192^ (Supplementary Table 1).

### The functions of hnRNP L and LL are partially redundant

Previously, we have shown that SETD2 and hnRNP L co-regulate the AS of an overlapping set of events^23^. 

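HEK293T cells, a human embryonic kidney cell line, were transfected with scramble siRNA or with siRNA against hnRNP LL, RNA was collected 72 h later, and 4 RNA-seq libraries were analysed here: scramble siRNA replicates 3 and 4 and hnRNP LL siRNA replicates 2 and 3. Libraries of SETD2-depleted and hnRNP L-depleted cells were not analysed here. The authors aligned the paired reads to the human genome (hg38) with STAR and used RSEM to estimate the TPM (transcripts per 1000000 transcripts) of each gene; the values below start from these TPM. TPM are corrected for transcript length and sum to 1000000 in every library, so they keep no sequencing depth, and the precision that depth gives each value is unknown. The table holds 60675 genes, of which 24673 and 24526 were above 0 in scramble siRNA replicates 3 and 4, and 25503 and 25359 in hnRNP LL siRNA replicates 2 and 3. Transcripts encoded by the mitochondrial genome took 23.6% of the TPM in scramble siRNA replicate 3 and 17.6% in replicate 4, against 16.5% and 16.7% in hnRNP LL siRNA replicates 2 and 3. Because every library sums to the same total, a smaller share of such abundant transcripts raises the TPM of all other genes. Values were compared as log2(TPM + 1) over the 13686 protein-coding and lncRNA genes with a mean of at least 1 TPM over the 4 libraries. The median absolute log2 difference of a gene was 0.15 between the scramble libraries and 0.08 between the hnRNP LL libraries, and lay between 0.26 and 0.32 for the 4 pairs of a scramble and an hnRNP LL library. The median log2 value over these genes was 3.74 and 3.65 in the scramble libraries and 4.06 and 4.01 in the hnRNP LL libraries, a difference of 0.34 between the group means, so changes are given both on the TPM scale as deposited and after each library was centred on its median. Differences were tested with limma, with Benjamini-Hochberg adjustment, and genes were called changed at an adjusted p-value under 0.05 and a fold change above 1.5. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot go below p = 0.333.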

To test whether SETD2 and hnRNP LL depletion result in overlapping transcriptome changes, RNA-seq has performed post-depleting SETD2 and hnRNP LL in 293 T cells. 

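The depleted gene was examined first. HNRNPLL, on chromosome 2 of hg38 from 38561969 to 38603586 on the minus strand, was at 10.2 ± 1.22 TPM (SD, n = 2) in scramble siRNA-treated cells and at 2.00 ± 0.0778 TPM (SD, n = 2) upon hnRNP LL depletion. Its log2 fold change on the log2(TPM + 1) scale, which understates the change of a gene this low, was -1.90 (standard error 0.13, adjusted p = 0.00200 from limma with Benjamini-Hochberg adjustment), and it was lower in both depleted libraries than in both scramble libraries. With each library left out in turn it stayed between -2.01 and -1.79. On the TPM scale as deposited, 1631 of the 13686 genes tested passed both thresholds, 1578 higher and 53 lower upon hnRNP LL depletion, and 5977 had an adjusted p-value under 0.05. The median log2 fold change of all tested genes was 0.26. After each library was centred on its median, 549 genes passed, 131 higher and 418 lower, and 183 of them were called in the same direction on both scales. The median log2 fold change of all tested genes was then -0.09 and not 0, so the centred scale still leans to lower calls. Quantile normalization gave 367 genes, 181 higher and 186 lower. Which genes are called, and so how many are higher or lower, therefore follows the scaling, which TPM alone cannot settle.

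**Figure D1:**
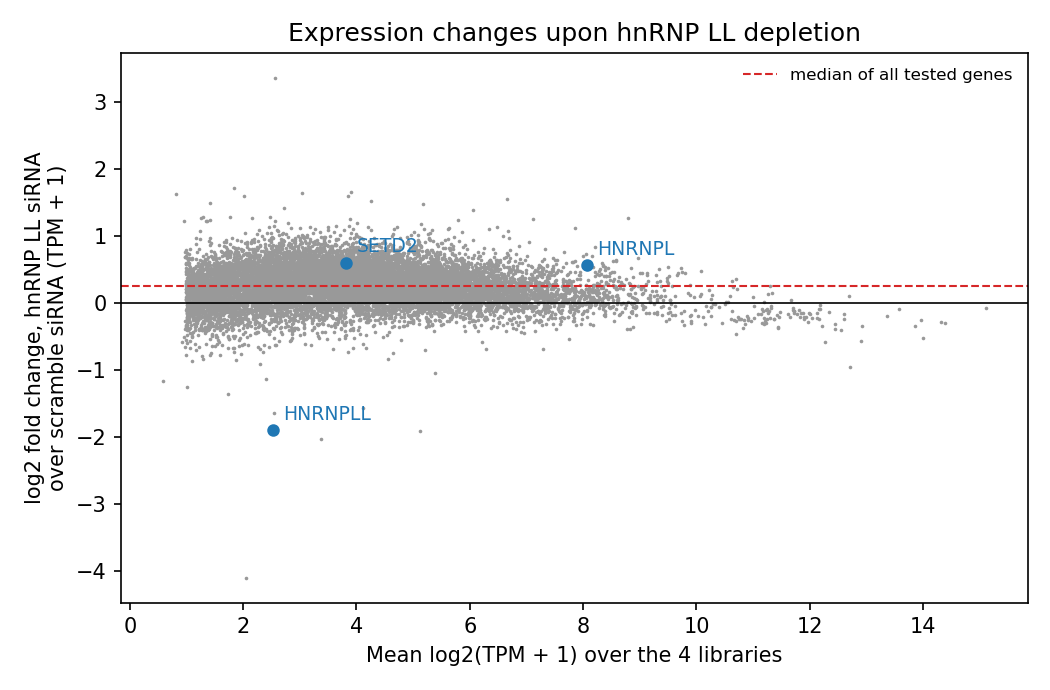
Each point is 1 of the 13686 tested genes, with its mean log2(TPM + 1) over the 4 libraries on the x axis and its log2 fold change upon hnRNP LL depletion on the y axis. The dashed line, the median of all tested genes, lies at 0.26, and HNRNPLL lies at -1.90.

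Among genes past both thresholds whose libraries did not overlap between the groups, TMEM145 (chromosome 19, 42313309 to 42325064) rose from 7.47 ± 0.431 TPM (SD, n = 2) to 25.8 ± 1.36 TPM (SD, n = 2), with a log2 fold change of 1.66 as deposited (standard error 0.10, adjusted p = 0.00167 from limma) and 1.32 after median-centring (adjusted p = 0.00760 from limma). G0S2 (chromosome 1, 209675412 to 209676390) fell from 67.5 ± 17.3 TPM (SD, n = 2) to 17.7 ± 6.67 TPM (SD, n = 2), with a log2 fold change of -1.90 as deposited (standard error 0.24, adjusted p = 0.00365 from limma) and -2.24 after median-centring (adjusted p = 0.0215 from limma). The other genes with the largest changes on the TPM scale are less certain. AC099811.2, COMMD3-BMI1, AC002996.1, AC004080.5, AC005832.4 and AC022506.1 each overlap at least 1 other annotated gene on the same strand, so that RSEM had to divide reads between them. AC099811.2 was listed at 2.38 and 0 TPM in the scramble libraries and at 18.3 and 17.6 TPM in the hnRNP LL libraries, COMMD3-BMI1 at 2.85 and 0 against 8.08 and 3.58 TPM, and AC002996.1 at 0 in both scramble libraries against 2.46 and 1.76 TPM. AC004080.5 was at 6.53 and 1.88 against 13.1 and 14.1 TPM, AC005832.4 at 16.7 and 23.9 against 1.71 and 8.80 TPM, and AC022506.1 at 17.2 and 15.0 TPM against a listed 0 in both hnRNP LL libraries. SNHG25, a short lncRNA, was at 20.3 and 4.01 TPM in the scramble libraries and at 2.23 and 2.40 TPM in the hnRNP LL libraries; without scramble siRNA replicate 3 its log2 fold change moved from -1.64 to -0.60. After median-centring COMMD3-BMI1, AC004080.5 and SNHG25 were no longer past the adjusted p-value threshold of limma (0.139, 0.0593 and 0.0579).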

Depletion of SETD2 and hnRNP LL resulted in significant differential gene expression (FDR < 0.05, fold change > 1.5); 203 differentially expressed genes (57 upregulated, 146 downregulated) were observed upon SETD2 depletion while the expression levels of 514 genes (219 upregulated and 295 downregulated) were altered upon hnRNP LL depletion (Supplementary Fig. 4a, Supplementary Data 1). Furthermore, the analysis of differential AS events revealed that SETD2 and hnRNP LL depletion results in significant changes in 1225 and 1379 AS events, respectively (Supplementary Fig. 4b, Supplementary Data 2). However, the overlap between SETD2 and hnRNP LL regulated gene expression and AS events was very small. For instance, out of the total of 2604 AS changes (FDR < 0.05) brought about by SETD2 and hnRNP LL depletion, only 70 were co-regulated by both (Supplementary Fig. 4b, Supplementary Data 2).

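The authors' lists of genes changed upon SETD2 depletion (Supplementary Data 1) were examined in the hnRNP LL comparison. Of the 57 genes that the paper lists as higher upon SETD2 depletion, 41 were among the genes tested. Their median log2 fold change upon hnRNP LL depletion lay 0.33 above that of all tested genes, and 32 of the 41 lay above it (limma camera with a preset inter-gene correlation of 0.01, adjusted p = 4.86e-04 over the 2 SETD2 lists). Of the 146 genes listed as lower, 125 were tested; their median lay at -0.11 relative to all tested genes (adjusted p = 4.86e-04 from limma camera). Neither list passed when camera estimated the inter-gene correlation (adjusted p = 0.108 and 0.368 with limma). The authors' hnRNP LL lists, called from these same libraries, gave adjusted p = 0.192 for higher and 0.00948 for lower genes in that limma camera test. A list that does not pass it may therefore still hold changed genes. With fry on the values as deposited, which tests against no change, the higher list passed (adjusted p = 9.76e-04 with limma) and the lower list did not (0.114); with fry on median-centred values, a test added after the data had been seen, both passed (0.0187 and 0.0127). Of the 41 higher genes, 17 are also on the authors' own hnRNP LL list. With no filter on low values the medians were 0.41 and 0.0570, and the lower list did not pass (adjusted p = 0.460 with limma camera). Both depletions are compared with scramble siRNA-treated cells. If the same scramble libraries served both, genes chosen for a rise in one comparison tend to rise in the other with no effect at all. In 100 simulations of unchanged groups that shared 2 scramble libraries, lists of 41 higher genes had relative medians from 0.11 to 0.25, and lists of 125 lower genes from -0.21 to -0.13. The observed 0.33 lies above the simulated range, and the observed -0.11 is closer to 0 than any simulated value. The simulated lists were picked by noise alone, while the authors' lists may hold genes that SETD2 depletion changed. Lying closer to 0 than the range therefore decides nothing. Of the 1578 genes called higher here, 21 were on the list of genes higher upon SETD2 depletion, against 4.73 by chance (Fisher's exact test, two-sided, p = 4.77e-10), and 1 of the 53 called lower was on the lower list, against 0.484 by chance (p = 0.386 from Fisher's exact test). After median-centring the shared genes numbered 12 among 131 higher calls, against 0.392 by chance, and 10 among 418 lower calls, against 3.82 by chance (Fisher's exact test, p = 2.21e-15 and 0.00496), so whether the lower overlap passes depends on the scaling. Chance here means genes drawn at random, which leaves out the effect of shared scramble libraries. Alternative splicing was not measured from these libraries, since the values are per gene. From the small share of genes and events common to both depletions (Supplementary Fig. 4), the paper concludes that SETD2 and hnRNP LL have little overlap in what they regulate.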

One possible reason behind this observation might be the redundancy between the paralogs hnRNP L and LL. To test the possibility of redundancy in the regulation of transcripts by hnRNP L and LL, RNA-seq was performed post specific depletion of hnRNP L and LL in 293 T cells. The depletion of the targets at the protein level was confirmed by western blotting with antibodies specific for hnRNP L and LL (Supplementary Fig. 5a). Also, hnRNP L depletion did not alter the transcript level of hnRNP LL and vice versa (Fig. 6a). 

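In the cells depleted of hnRNP LL, HNRNPL (chromosome 19 of hg38, 38836370 to 38852347, minus strand) was at 331 and 319 TPM, above the 204 and 235 TPM of the scramble libraries. The means were 325 ± 8.19 TPM (SD, n = 2) and 220 ± 21.9 TPM (SD, n = 2). As deposited, this is a log2 fold change of 0.57 on the log2(TPM + 1) scale (standard error 0.09, adjusted p = 0.00493 from limma with Benjamini-Hochberg adjustment), under the 1.5-fold threshold. With each library centred on its median, which takes 0.34 off every change, it was 0.22 (standard error 0.12, adjusted p = 0.226 from limma). After quantile normalization it was 0.41 (adjusted p = 0.0268 from limma), so whether HNRNPL differs depends on the scaling. HNRNPL also overlaps 2 other annotated genes on the same strand, so its TPM rests in part on how RSEM divided reads. GAPDH, which the paper uses with 18S rRNA to normalize its qPCR, had a log2 fold change of -0.10 as deposited and -0.44 after median-centring, and neither passed in limma (adjusted p = 0.666 and 0.214). HNRNPLL in hnRNP L-depleted cells was not analysed here. From its own fold changes (Fig. 6a), the paper concludes that depleting one paralog leaves the transcript of the other unaltered. Its qPCR (Fig. 6g) also found no significant change of one paralog when the other was depleted.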

The RNA-seq data revealed a global perturbation in terms of transcription and AS changes upon hnRNP L and LL depletion (Supplementary Data 1 and 2). 

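Genes that the paper lists as changed upon hnRNP L depletion (Supplementary Data 1) were followed in the hnRNP LL comparison. Of the 602 genes listed as higher upon hnRNP L depletion, 393 were tested, and their median log2 fold change upon hnRNP LL depletion lay at -0.13 relative to all tested genes (limma camera, adjusted p = 7.95e-05). Only 138 of the 393 lay above the median of all tested genes. Of the 934 genes listed as lower, 726 were tested, with a relative median of -0.09 (limma camera, adjusted p = 7.95e-05), and 269 of them lay above the median of all tested genes. Neither passed with an estimated inter-gene correlation (adjusted p = 0.334 and 0.508 with limma camera) or with fry on median-centred values (0.144 and 0.0818). With fry on the values as deposited, which tests against no change, the higher list passed as a rise (median 0.13, adjusted p = 0.0438 with limma) and the lower list did not pass (median 0.17, adjusted p = 0.186 with limma). With no filter on low values the relative medians were 0.0204 and 0.0479 and neither passed (adjusted p = 0.485 with limma camera), so the direction of both lists depends on the setting. The higher list moved to -0.0656 without scramble siRNA replicate 4, and the lower list to -0.0170 without scramble siRNA replicate 3. With shared scramble libraries and no effect, simulated lists of the same sizes had relative medians from 0.12 to 0.15 for higher genes and from -0.13 to -0.11 for lower genes. The observed lists lay at -0.13 and -0.0868 with the filter, both outside their range and the lower one closer to 0. The simulated lists were picked by noise alone, while the authors' lists may hold genes that hnRNP L depletion changed. Lying outside these ranges therefore does not by itself show an effect of hnRNP LL depletion. Of the genes called here, 41 of the 1578 higher ones were on the higher list, against 45.3 by chance (Fisher's exact test, two-sided, p = 0.574), and 8 of the 53 lower ones were on the lower list, against 2.81 by chance (p = 0.00643 from Fisher's exact test). After median-centring, 13 genes were shared among the higher calls, against 3.76 by chance, and 46 among the lower calls, against 22.2 by chance (Fisher's exact test, p = 1.00e-04 and 2.27e-06). In the opposite direction, a comparison added after the data had been seen, 30 genes of the higher list were among the lower calls, against 12.0 by chance, and 4 of the lower list among the higher calls, against 6.95 by chance (Fisher's exact test, p = 3.90e-06 and 0.327). As deposited these were 3 against 1.52 and 41 against 83.7 (Fisher's exact test, p = 0.195 and 4.41e-08). None of these tests accounts for shared scramble libraries.

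**Figure D2:**
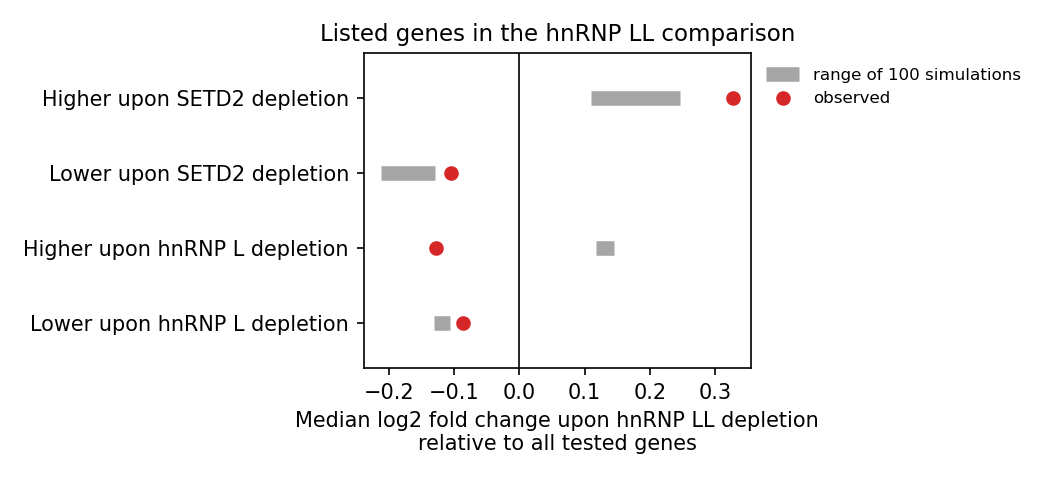
Median log2 fold change upon hnRNP LL depletion, relative to all tested genes, of the genes listed as changed upon SETD2 or hnRNP L depletion (points), and the range over 100 simulations of unchanged groups sharing the scramble libraries (bars). The genes listed as higher upon SETD2 depletion lie at 0.33 and those higher upon hnRNP L depletion at -0.13. Simulated lists were picked by noise alone, while the authors' lists may hold genes that the depletions changed.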

Strikingly, the overlap of gene expression and AS changes brought about by hnRNP L and LL depletion were very few (Fig. 6b, c, Supplementary Fig. 5b). Moreover, out of the 114 overlapping AS events, almost half of them (43.85%) showed an opposite trend of splicing (Fig. 6d).

**Fig. 6:**
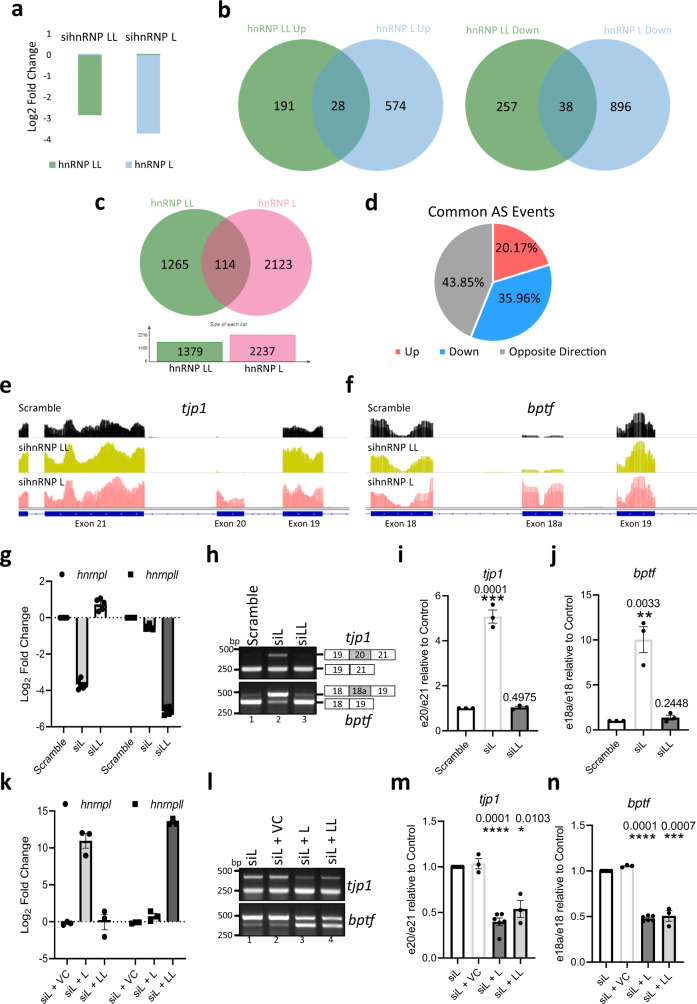
Transcriptome-wide and gene-specific analysis of the regulatory effect of hnRNP L paralogs. **a** Chart showing the decrease in expression of the genes depicted based on RNA-seq analysis post siRNA treatment. **b**, **c** Venn diagrams showing the overlap of differentially expressed genes and AS events upon *hnrnpl* and *hnrnpll* depletion as compared to scramble siRA treated cells. **d** Pie chart showing the fractions of differentially AS events that occur in both *hnrnpl* and *hnrnpll* depletion. **e**, **f** Genome browser view showing retention of introns in *tjp1* and *bptf* genes upon *hnrnpl* depletion. **g**–**j** RNA was isolated from 293 T cells 72 h post-transfection with scramble siRNA, or siRNA against *hnrnpl* or *hnrnpll*. Also, **k**–**n** RNA was isolated from sihnRNPL expressing 293 T cells rescued with vector control (VC), hnRNP L, or hnRNP LL constructs. Specific primers were designed to detect the indicated genes and exons and individual alternative splicing events were checked by RT-PCR (**h**, **l**) (source data are provided as a Source Data file, the experiment was repeated two times all yielding similar results), measured by quantitative PCR, and represented by the ratios of depicted exons (**i**, **j**, **m**, **n**). For each sample *n* = 3 independent biological samples were examined in the same sequencing run. Data are presented as mean values with a standard error of the mean. An unpaired *t* test (two-tailed) was performed. *p*-Value < 0.05 was considered significant. *p*-Values are depicted on the top of the respective graphs. GAPDH was used for normalization.

Although these results argue for a non-redundant function between hnRNP L and LL, the tenfold higher expression of hnRNP L as compared to hnRNP LL has to be taken into consideration while interpreting these results^13^. This was also reflected in the distributed normalized spectral abundance factor (dNSAF) of these proteins in the MudPIT analysis of SETD2C purification, where hnRNP LL (dNSAF 0.002072) was 28-fold less enriched than hnRNP L (dNSAF 0.058612) (Supplementary Data 3). Therefore, we decided to perform rescue experiments to test whether the differential AS events observed can be specifically rescued by one paralog but not the other. 

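In the RNA-seq libraries of this study, TPM correct for transcript length, so the 2 transcripts can be compared within a library. HNRNPL TPM was 21.9 times HNRNPLL TPM in scramble siRNA replicate 3 and 21.3 times in scramble siRNA replicate 4, a mean of 21.6 ± 0.438 (SD, n = 2). Upon hnRNP LL depletion the ratio was 161 in replicate 2 and 164 in replicate 3. These are ratios of transcripts and not of proteins, and the ratio rests on how RSEM assigned reads to each gene.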

In order to perform rescue experiments, we first looked for suitable candidate genes. The genes *tjp1* and *bptf* have been reported previously to exhibit differential splicing upon hnRNP L depletion but not hnRNP LL^13^. Our RNA-Seq data confirmed these results as clear retention of exon 20 in *tjp1*- and exon 18a in *bptf* could be seen in genome browser tracks upon hnRNP L depletion but not in control and hnRNP LL depleted cells (Fig. 6e, f). To validate these results, individual AS events were measured by quantitative PCR (qPCR) and represented by the ratios of different exons. Again, the depletion of one paralog did not significantly alter the expression of the other, consistent with our RNA-Seq results (Fig. 6g, Supplementary Fig. 6a). Indeed, hnRNP L depletion led to the increase in retention of exon 20 in *tjp1*, and exon 18a in *bptf* (Fig. 6h–j). Also, no significant change in the ratio of exons was observed upon hnRNP LL depletion consistent with our RNA-Seq data (Fig. 6h–j). Hence, *tjp1* and *bptf* were chosen as candidate genes to test rescue.

For rescue experiments, empty vector, hnRNP L, or hnRNP LL was introduced in 293 T cells depleted of hnRNP L. qPCR revealed specific upregulation of *hnrnpl* and *hnrnpll* as expected (Fig. 6k, Supplementary Fig. 6b). Analysis of AS of *tjp1* and *bptf* revealed that the introduction of mCherry-HA-hnRNP L in hnRNP L depleted cells indeed resulted in the decrease in the ratio of exons, indicating rescue. The expression of mCherry alone did not have that effect despite having a much higher expression (Fig. 6l–n, Supplementary Fig. 6c, d). Strikingly, rescue with mCherry-HA-hnRNP LL also resulted in the decrease in the ratio of exons, suggesting that it could rescue the AS changes brought about by hnRNP L depletion (Fig. 6l–n).

These results show that the functions of hnRNP L and hnRNP LL are at least partially redundant and the non-overlapping transcriptome changes observed upon their depletion might be due to differences in their expression level.

### Mutating Leu–Leu in SETD2 decreases its binding with splicing proteins

Previously, we have shown that the SHI domain mediates the interaction of SETD2 with numerous RNA processing proteins^23^. We wanted to test whether mutating the Leu–Leu within the SHI domain affects SETD2’s ability to bind with other proteins besides hnRNP L and LL. For this, affinity-purified complexes of SETD2C mutants were subjected to MudPIT. A GO-term analysis of the proteins co-purified with the SETD2C revealed enrichment in RNA processing pathways (Fig. 7a). Notably, such enrichment was not observed on the GO-term analysis of co-purified proteins with the SETD2C–Leu–Leu mutant (Fig. 7b).

**Fig. 7:**
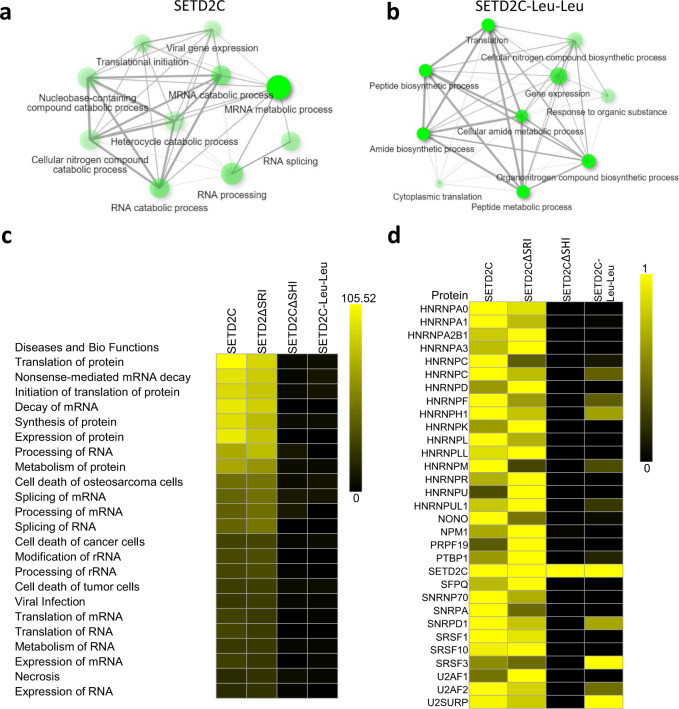
Mutating Leu–Leu in the SHI domain results in decreased interaction of SETD2 with RNA-binding proteins. **a**, **b** GO-term analysis of proteins using ShinyGO (http://bioinformatics.sdstate.edu/go/) identified by MudPIT in the affinity-purification of SETD2C and SETD2C-LL mutant. **c**, **d** Heat maps showing the enrichment of pathways in the IPA (Ingenuity Pathway Analysis) and proteins in MudPIT analysis. The enrichment of proteins is normalized to the bait (SETD2C).

Next, IPA of the proteins identified through MudPIT revealed that similar to deleting the SHI domain, mutating the Leu https://digiedit3.mpslimited.com/Digicore/DigiEditPage.aspx?FileName=421402215114994113043556.xmlLeu in the SHI domain led to a significant reduction in the enrichment of protein groups belonging to RNA processing (Fig. 7c). This was not observed upon the deletion of the SRI domain. A closer inspection of the specific proteins associated with such pathways revealed that mutating the Leu-Leu in the SHI domain not only led to the loss of hnRNP L and LL interactions but also resulted in the loss of interaction with other RNA binding proteins (Fig. 7d).

Collectively, the analysis suggests that the two consecutive leucines in the SHI domain are important for the interaction between SETD2 and proteins related to RNA processing.

## Discussion

It is now clear that AS is coupled to transcription which permits the sequential recognition of emerging splicing signals by the splicing machinery^50^. The finding that hnRNPs such as hnRNP L and LL can directly bind to transcription regulators such as Med23 and SETD2 not only shows that they play an important role in such coupling but also signifies the importance of the protein-binding ability of RRMs. Importantly, the non-overlapping binding interfaces for engaging RNA and proteins in hnRNP L RRM2 as revealed by our crystal structure shows that hnRNP L/LL can form a ternary complex and strongly supports the possibility that the hnRNPs interacting partners aid in their specific recruitment to the target pre-mRNA that we have proposed before^23^.

The canonical RRMs are characterized by a β1–α1–β2–β3–α2–β4 structure and the presence of two highly degenerate RNP consensus sequences, RNP-1 and RNP-2^51,52^. The RRM contacts RNA using the RNP-1 and RNP-2 consensus sequences, which are present on the β3 and β1 strands, respectively. This involves primarily hydrophobic interactions between four conserved aromatic protein side chains and two bases, resulting in the binding of RNA to the β-sheet surface. Our crystal structure revealed that the binding of SETD2 occurs in a very different fashion where its Leu–Leu inserts its side chains into the two hydrophobic cavities formed by the RRM2 in the opposite face of its RNA binding surface. This mode of interaction is very similar to the way RAVER1 binds PTB. This also shares a resemblance with the way the peptide motif from SF1 binds to U2AF65 RRM3^53^. In this case, the binding of SF1 occurs through the insertion of a tryptophan side chain into a hydrophobic groove on the dorsal face of the RRM. The similarities in the mode of SETD2-hnRNP L, RAVER1-PTB, and SF1-U2AF65 interaction suggest the possibility of a conserved design by which splicing regulators interact with one another.

Besides the Leu–Leu, the N-terminus residues of SETD2 are also important for the binding to occur. Although the N-terminus of the SETD2^2167–2192^ does not interact with the RRM2 directly, we found that the residues from substantial van der Waals and hydrogen contact with the C-terminus of the SETD2 peptide, possibly helping to fix the conformation of the peptide and thus, enhance the binding. Interestingly, a similar phenomenon was found in PTB–RAVER1 interactions, in which a long peptide bound more strongly as compared to the core interacting motif^49^. Also, the flanking region of the core interacting motif belongs to a predicted disordered region in both SETD2 and RAVER1 as per IUPRED2^54^ (Supplementary Fig. 3d). This might provide the required flexibility needed to position the core interacting motif for engaging RRM.

Our crystal structure revealed the residues that are important in mediating the interaction between SETD2 and hnRNP L. Notably, some of them are mutated in cancer including the critical residue Y257 of hnRNP L, mutating which led to the abolishment of SETD2–hnRNP L interaction, and P2192 which is part of the LLPTP motif which hnRNP L seems to prefer (Supplementary Fig. 7). We already tested that one such mutation in cancer I214V, a substitution also found in hnRNP LL, results in weaker binding of SETD2. Changes in the expression of both SETD2 and hnRNP L are known to be associated with cancer progression^55–57^. It remains to be seen whether SETD2–hnRNP L interaction or the lack of thereof also affects transformation.

The paralogs hnRNP L and LL have a high sequence identity and RNA-binding specificity. Here we demonstrated that they both engage SETD2. Both are believed to exert their downstream effects in AS by recruiting hnRNPA1^37^. Hence, it is not surprising that they are functionally at least partly redundant. The high expression level of hnRNP L could explain the existence of events that were exclusive to hnRNP L such as *tjp1* and *bptf*, which we confirmed could be rescued by ectopically expressing hnRNP LL also. Moreover, the GO-term analysis of genes showing decreased splicing upon hnRNP L depletion showed enrichment in RNA splicing and mRNA processing pathways (Supplementary Fig. 8a). This was not the case with hnRNP LL (Supplementary Fig. 8b). Moreover, the GO-term analysis of genes showing decreased splicing uniquely upon hnRNP L depletion again showed enrichment in mRNA processing pathways. This makes the comparison between hnRNP L and LL regulated AS events more complicated.

It also must be considered that non-redundancy between these paralogs might exist, especially considering that differences in RNA binding constraints of these proteins have been noted^37^. Moreover, hnRNP LL shows a tissue-specific expression, for instance, high levels in testes, which might suggest a possible tissue-specific role^13^. Regulation of hnRNPs by modulating the expression of their tissue-specific paralogs is known. For instance, the replacement of PTB (hnRNP I) by its paralog, nPTB, which is less repressive for SRC N1 exon splicing than PTB, promotes assembly of an enhancer complex downstream of the exon^58^. Besides, the expression of hnRNP LL increases significantly during B cell to plasma cells differentiation and T cell activation pointing to a context-dependent function^43,44^. It is possible that in such scenarios where hnRNP LL is more abundant, it might engage SETD2 more preferably than hnRNP L does. It will be interesting to examine in future studies what other proteins the hnRNPs interact with to govern co-transcriptional splicing and the context behind it.

## Methods

### Plasmids

hnRNP L, hnRNP LL, and SETD2 human ORF were procured from Promega. Deletion mutants of hnRNP L, LL, and SETD2 were constructed by PCR (Phusion polymerase, NEB) using a full-length version of the constructs, respectively as a template, and individual fragments were cloned. All constructs generated were confirmed by sequencing. pCDNA3-ySet2 were procured from Addgene. siRNA for *setd2, hnrnpll*, and *hnrnpl* as well as scramble siRNA sequences were procured from Dharmacon.

### Cell line maintenance and drug treatment

293 T cells were procured from ATCC and maintained in DMEM supplemented with 10% FBS and 2 mM l-glutamine at 37 °C with 5% CO_2_. Transfections of plasmids were performed using Fugene HD (Promega) and that of siRNAs was performed using Lipofectamine RNAi Max (Thermosfisher) at 40% cell confluency.

### Affinity purification

293 T cells expressing the protein of interest were harvested in 1× PBS and collected by centrifugation. The cells were lysed by resuspending in lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1% Triton-X 100, 0.1% Na-deoxycholate, and a protease inhibitor cocktail). The lysed cells were centrifuged at 16,000*g* for 20 min. The supernatant was collected and diluted 1:3 by adding dilution buffer (1× PBS, pH 7.5 with 1 mM DTT and 0.005% NP-40). The diluted lysate was added to pre-equilibrated Magne^®^ HaloTag^®^ Beads (Promega, G7282) and incubated overnight on a rotator at 4 °C. The beads were then washed with wash buffer (50 mM Tris-HCL, pH 7.5, 300 mM NaCl, 0.005% NP40, and 1 mM DTT. AcTEV (ThermoFisher, 12575015) protease was used for elution.

### Mass spectrometry analysis

TCA precipitated protein samples were analyzed independently by Multidimensional Protein Identification Technology (MudPIT)^59,60^. Briefly, precipitated protein samples were resuspended in 100 mM Tris pH 8.5, 8 M urea to denature the proteins. Proteins were reduced and alkylated prior to digestion with recombinant LysC (Promega) and trypsin (Promega). Reactions were quenched by the addition of formic acid to a final concentration of 5%. Peptide samples were pressure-loaded onto 100 µm fused silica microcapillary columns packed first with 9 cm of reverse phase material (Aqua; Phenomenex), followed by 3 cm of 5-μm Strong Cation Exchange material (Luna; Phenomenex), followed by 1 cm of 5-μm C18 RP. The loaded microcapillary columns were placed in-line with a 1260 Quartenary HPLC (Agilent). The application of a 2.5 kV distal voltage electrosprayed the eluting peptides directly into LTQ linear ion trap mass spectrometers (Thermo Scientific) equipped with a custom-made nano-LC electrospray ionization source. Full MS spectra were recorded on the eluting peptides over a 400–1600 m/z range, followed by fragmentation in the ion trap (at 35% collision energy) on the first to fifth most intense ions selected from the full MS spectrum. Dynamic exclusion was enabled for 120 sec^61^. Mass spectrometer scan functions and HPLC solvent gradients were controlled by the XCalibur data system (Thermo Scientific).

RAW files were extracted into.ms2 file format^62^ using RawDistiller v. 1.0, in-house developed software^63^. RawDistiller D(g, 6) settings were used to abstract MS1 scan profiles by Gaussian fitting and to implement dynamic offline lock mass using six background polydimethylcyclosiloxane ions as internal calibrants^63^. MS/MS spectra were first searched using ProLuCID^64^ with a 500 ppm mass tolerance for peptide and fragment ions. Trypsin specificity was imposed on both ends of candidate peptides during the search against a protein database combining 44,080 human proteins (NCBI 2019-11-03 release), as well as 426 common contaminants such as human keratins, IgGs, and proteolytic enzymes. To estimate false discovery rates (FDR), each protein sequence was randomized (keeping the same amino acid composition and length) and the resulting “shuffled” sequences were added to the database, for a total search space of 89,038 amino acid sequences. A mass of 57.0125 Da was added as a static modification to cysteine residues and 15.9949 Da was differentially added to methionine residues.

DTASelect v.1.9^65^ was used in combination with our in-house script, swallow v. 0.0.1 (https://github.com/tzwwen/kite) to control FDRs to less than 1%. Results from each sample were merged and compared using CONTRAST^65^. Combining all replicates, proteins had to be detected by at least two peptides and/or two spectral counts. Proteins that were subsets of others were removed using the parsimony option in DTASelect on the proteins detected after merging all runs. Proteins that were identified by the same set of peptides (including at least one peptide unique to such protein group to distinguish between isoforms) were grouped together, and one accession number was arbitrarily considered as representative of each protein group.

NSAF7^66^ was used to create the final reports on all detected peptides and non-redundant proteins identified across the different runs. Spectral and peptide level FDRs were, on average, 0.52 ± 0.41% and 0.39 ± 0.1%, respectively. QPROT^67^ was used to calculate a log fold change and *Z*-score for the samples compared to the mock control.

For instances where there was more than one replicate analyzed by MudPIT, proteins with log fold change > 1 and *Z*-score > 2 were further analyzed in IPA, Qiagen to determine pathways enriched by the bait proteins. For proteins with only one replicate, a ratio was calculated of dNSAF values between sample and mock. For those to be further analyzed in IPA, the dNSAF ratio had to be >2 compared to mock. Pathways were considered significantly enriched with *p*-value < 0.05 (−log10(*p*-value) > 1.3).

### Recombinant protein expression and purification

The hnRNP L_RRM2 fragment (residues189-286) was amplified from the human brain cDNA library and cloned into a modified pET28a (Novagen) vector without a thrombin protease cleavage site (termed p28a). All the mutants were generated using a MutantBEST kit (Takara) and verified via DNA sequencing. All the proteins were expressed in *Escherichia coli* BL21 (DE3) cells. The cells were cultured at 37 °C in LB medium, until the OD600 reached about 0.8. Then the proteins were induced with 0.2 mM isopropyl β-D-1-thiogalactopyranoside (IPTG). After induction at 16 °C for 24 h, the cells were harvested and lysed by sonication in buffer A (20 mM Tris-HCl, pH 7.8, 1 M NaCl). Proteins were first purified by Ni-NTA agarose beads and further purified by size-exclusion chromatography on a Hiload 16/60 Superdex 75 column (GE Healthcare) in buffer A. Purified proteins were dialyzed with Buffer B (20 mM Tris-HCl pH 7.8, 150 mM NaCl) and concentrated for subsequent analysis.

### Protein complex preparation

The synthetic SETD2 (residues 2167–2192 and 2180–2192) peptides were dissolved into buffer B, and the peptide was mixed with the purified protein at a 1.5:1 molar ratio and incubated at 16 °C overnight to form a complex. The complex was condensed to 1.0 mM in preparation for crystallization.

### Crystallography

The crystals were grown at 20 °C via the sitting-drop vapor diffusion method. The crystals of hnRNP L in complex with SETD2^2167–2192^ were grown by mixing 1 µL of the protein complex and 1 µL of reservoir buffer (0.8 M potassium/sodium phosphate, pH 7.5). The crystals of hnRNP LL in complex with SETD2^2180–2192^ were grown by mixing 1 µL of the protein complex and 1 µL of reservoir buffer (0.3 M Ammonium Sulfate, 20% PEG 4000). All the crystals were harvested in their corresponding reservoir buffers supplemented with 25% (v/v) glycerol and frozen in liquid nitrogen.

X-ray diffraction data sets of the crystals were collected at beamline 19U1 at the Shanghai Synchrotron Radiation Facility with a diffraction wavelength of 0.979 Å. The two data sets, including hnRNP L-SETD2^2167–2192^ and hnRNP LL-SETD2^2180–2192^, were indexed, integrated, and scaled by the HKL-2000 program suite^68^. The structure of the hnRNP L-SETD2^2167–2192^ complex was determined by molecular replacement with the MOLREP 13.07.2020 program using the structure of PTB1-PRI3 (PDB ID: 3ZZY) as the search model. The structure of the hnRNP LL-SETD2^2180–2192^ complex was determined by molecular replacement with the MOLREP 13.07.2020 program^69,70^ using the structure of hnRNP L-SETD2^2167–2192^ as the search model. The model was further built and refined using Coot 0.9.6^71^ and Phenix.refine 1.19_4092^72–74^, respectively. Crystal diffraction data and refinement statistics are shown in the Supplementary Data. All the structures in the figures were generated using PyMOL 0.99rc6 (DeLano Scientific LLC).

### Isothermal titration calorimetry

Isothermal titration calorimetry (ITC) assays were performed at 20 °C by using a Microcal PEAQ-ITC instrument (Malvern). We conducted the ITC experiments using SETD2 peptides for titration into hnRNP L and hnRNP LL proteins. SETD2 peptides are added to the syringe at a concentration of about 600 µM and proteins are added to the sample pool at a concentration of about 50 µM. A typical ITC experiment is consisted of 19 drops, with one injection of 1 µL followed by 18 injections of 2 µL of protein sample. The integrated heat data were analyzed using a one-site binding model by MicroCal PEAQ 1.0.0.1259-ITC Analysis Software provided by the manufacturer.

### Isolation of total RNA and PCR

Total RNA was extracted from cells as per the manufacturer’s (Qiagen) instructions. It was further treated with DNaseI (NEB) for 30 min at 72 °C to degrade any possible DNA contamination. RNA (2 μg) was subjected to reverse transcription using QScript cDNA synthesis mix according to the manufacturer’s instructions. cDNAs were then amplified with the corresponding gene-specific primer sets. For RTPCR, PCR was conducted for 24 cycles using the condition of 30 s at 94 °C, 30 s at 60 °C and 30 s at 72 °C. The PCR products were analyzed on 1% agarose gels containing 0.5 μg/ml ethidium bromide. The sequence of oligos is in Supplementary Table 4.

For qPCR experiments, RNA with RIN number >8 was used. GAPDH and 18S rRNA was used for normalization. A single reaction mix consisted of 0.5 µl cDNA, 0.5 µl primer mix, 2.5 µl SYBR green (applied biosystems, 4385612), and 1.5 µl water. Manufacturer of plates/tubes and catalog number: Thermo scientific—4309849. Thermocycling parameters: Hold Stage—95 °C for 3 min, PCR Stage—95 °C for 15 s; 60 °C for 30 s (45 cycles); Melt Curve Stage—95 °C for 15 s; 60 °C for 1 min; 95 °C for 15 s. Manufacturer of qPCR instrument: Applied Biosystems by Thermo Fisher Scientific. qPCR analysis program (source, version): QuantStudio Design & Analysis Software v1.5.1. The specificity of the target was confirmed by a single sharp melt curve and resolving products on an agarose gel. RNA was isolated using Qiagen Kit and subjected to DNaseI treatment for 30 min at 37 °C. RNA was quantified using Qubit. Primers were designed using Primer Blast^75^.

### Antibodies

hnRNP L (CST 37562, dilution 1:3000), hnRNP LL (CST 4783S, dilution 1:3000), FLAG (Sigma-Aldrich A8592, dilution 1:10,000), Pol II Ser2P (Abcam ab5095, dilution 1:5000), Halo (Promega G9211, dilution 1:10,000), SETD2 (Aviva OAEB00589, dilution 1:3000), HA (Sigma 04-902, dilution 1:10,000), β-actin (Abcam ab8224, dilution 1:2500).

### High throughput sequencing

Sequencing libraries were prepared using High Throughput Library Prep Kit (KAPA Biosystems) following the manufacturer’s instructions. The library was sequenced on an Illumina HiSeq platform with paired reads of 75 bp for RNA-seq.

### RNA-seq analysis

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38 and Ensembl 102 gene models) using STAR (version STAR_2.7.3a)^76^. TPM expression values were generated using RSEM (version v1.3.0). edgeR (version 3.24.3 with R 3.5.2) was applied to perform differential expression analysis, using only protein-coding and lncRNA genes^77^. To perform differential splicing analysis, we used rMATs (version 4.0.2) with default parameters starting from FASTQ files^78^. FDR cutoff of 0.05 was used to determine statistical significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-3

Reporting Summary

## Data Availability

All relevant data are available. The RNA-data sets are available in the Gene Expression Omnibus (GEO) database under the accession number GSE174426. The mass spectrometry proteomics data is available at the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD019376, PXD022946, and PXD025942. The hnRNP L-SETD2 and the hnRNP LL-SETD2 complexes have been deposited to PDB with entry ID: 7EVR and 7EVS, respectively. The structure of PTB1-PRI3 with PDB ID: 3ZZY was used as the search model for determining hnRNP L-SETD2 complex. Source data are provided with this paper. Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1662. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Structural basis of the interaction between SETD2 methyltransferase and hnRNP L paralogs for governing co-transcriptional splicing
**Source:** Nat Commun. 2021 Nov 8;12:6452. doi: 10.1038/s41467-021-26799-3
**Supplement:** Supplementary file 1 — Supplementary Information

Structural basis of the interaction between SETD2 methyltransferase  
and hnRNP L paralogs for governing co-transcriptional splicing

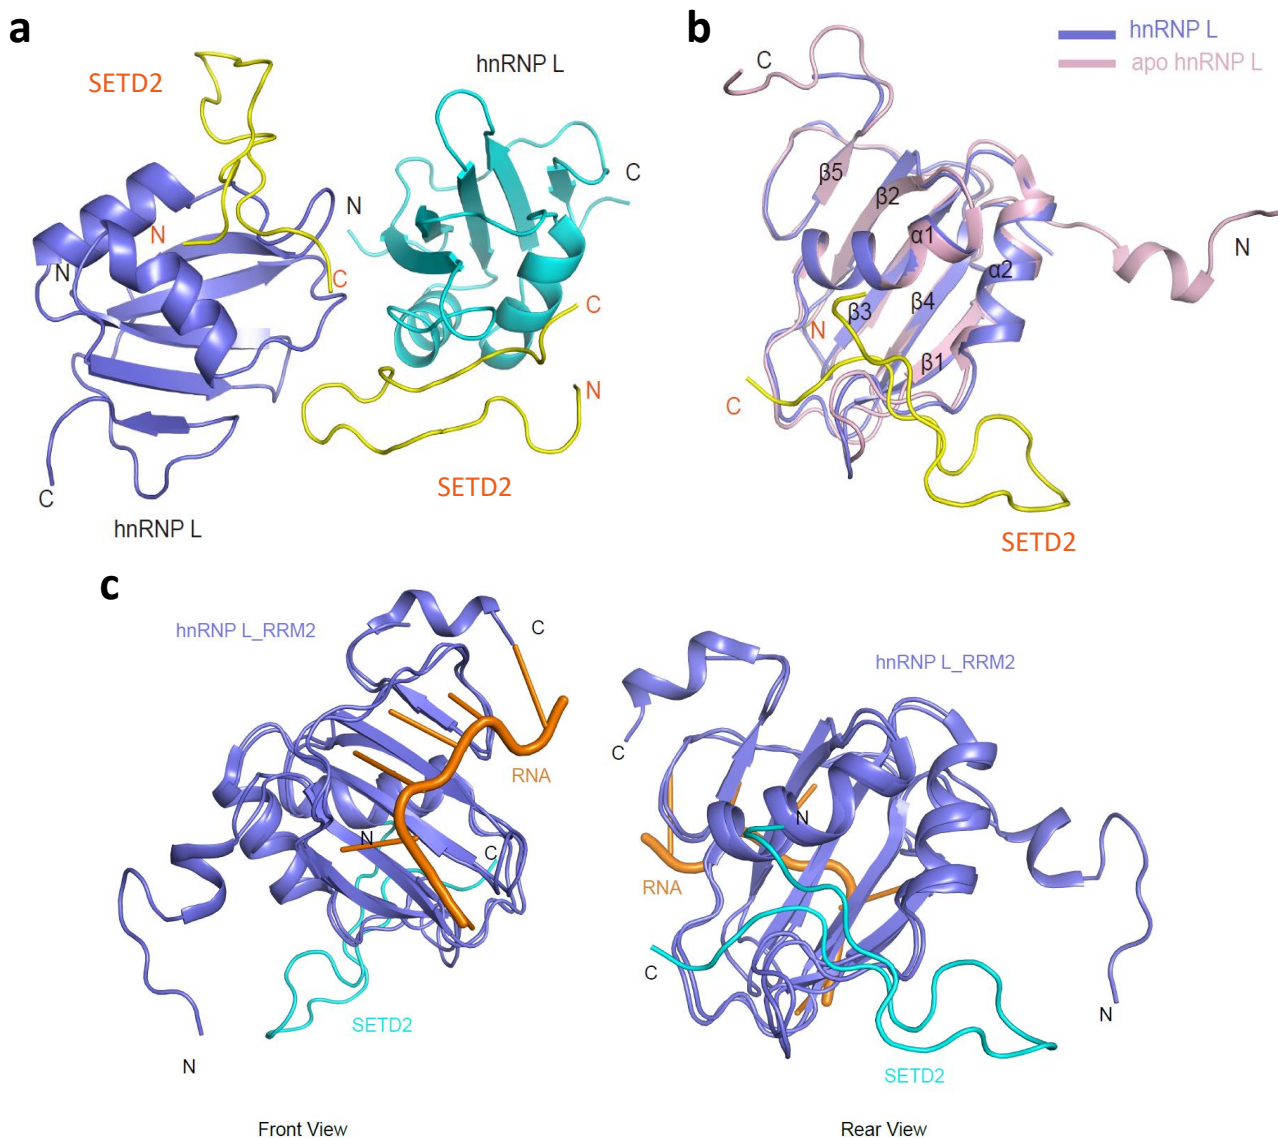

Supplementary Figure 1. **Structural studies reveal the mode of SETD2-hnRNP L interaction.** (a) Two highly similar hnRNP L RRM2 chains A (purple) and C (Cyan) in complex with SETD2<sup>2167-2192</sup> chains B and D (yellow), respectively. (b) Alignment of hnRNP L to apo hnRNP L reveals no significant structural changes upon SETD2<sup>2167-2192</sup> binding. (c) A superimposition of hnRNP L RRM1 in complex with RNA and RRM2 in complex with SETD2<sup>2167-2192</sup>. The RRM-RNA model is the structure of hnRNP L RRM1 in complex with a 5'-CACAC-3' RNA sequence (PDB ID: 2MQO). Most of the RRMs bind to RNA in the same beta-sheet face but not dorsal helix face. The superimposition of the two structure clearly show that the peptide binding and RNA binding interfaces are separated.

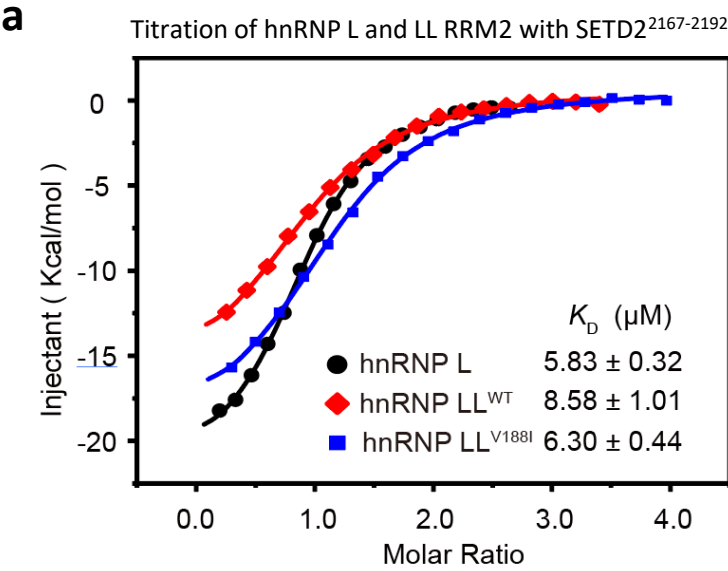

**b**

|      |                                                                                                                          |     |
|------|--------------------------------------------------------------------------------------------------------------------------|-----|
| RRM4 | -----RIQHPSNVLHFFN-APLEVTEENFFE <b>I</b> CDELGVKRPSSVK                                                                   | 39  |
| RRM2 | -----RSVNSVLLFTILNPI <b>Y</b> SITTD <b>V</b> LYT <b>I</b> CNPCGPVQR--IV                                                  | 37  |
| RRM1 | -----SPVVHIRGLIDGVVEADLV-EALQEFGPISY--VV                                                                                 | 32  |
| RRM3 | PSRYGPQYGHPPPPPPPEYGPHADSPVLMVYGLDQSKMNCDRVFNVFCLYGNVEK--VK                                                              | 58  |
|      | * :: : : . *                                                                                                             |     |
| RRM4 | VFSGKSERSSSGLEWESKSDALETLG <b>F</b> L <b>N</b> HYQMKNPN <b>G</b> P <b>Y</b> PYTL <b>K</b> L <b>C</b> F-----              | 88  |
| RRM2 | I FRKN---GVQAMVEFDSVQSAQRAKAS <b>L</b> <b>N</b> GA----- <b>D</b> <b>I</b> <b>Y</b> SGCCT <b>L</b> KIE---YAKPT <b>R</b> L | 85  |
| RRM1 | VMPKK---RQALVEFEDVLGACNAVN <b>Y</b> AADN-----Q <b>I</b> Y <b>I</b> A-----                                                | 65  |
| RRM3 | FMKSK---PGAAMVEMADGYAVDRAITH <b>L</b> NNN-----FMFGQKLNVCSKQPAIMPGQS                                                      | 109 |
|      | .: : .:.* . .:                                                                                                           |     |
| RRM4 | -----                                                                                                                    | 88  |
| RRM2 | NVEFK-NDQDTWDYTNP---                                                                                                     | 100 |
| RRM1 | -----GHPAFVNYSTSQKI                                                                                                      | 79  |
| RRM3 | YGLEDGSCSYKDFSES---                                                                                                      | 125 |

Supplementary Figure 2. **Residues in RRM2 govern interaction with SETD2.** (a) ITC fitting curves of hnRNP L<sup>WT</sup> (black), hnRNP LL<sup>WT</sup> (red), hnRNP LL<sup>V188I</sup> (blue), titrated with SETD2<sup>2167-2192</sup> peptide. (b) Sequence alignment of the RRM2 of hnRNP L. Residues contributing to hydrophobic interactions and hydrogen bonding with SETD2 are highlighted in red and green, respectively.

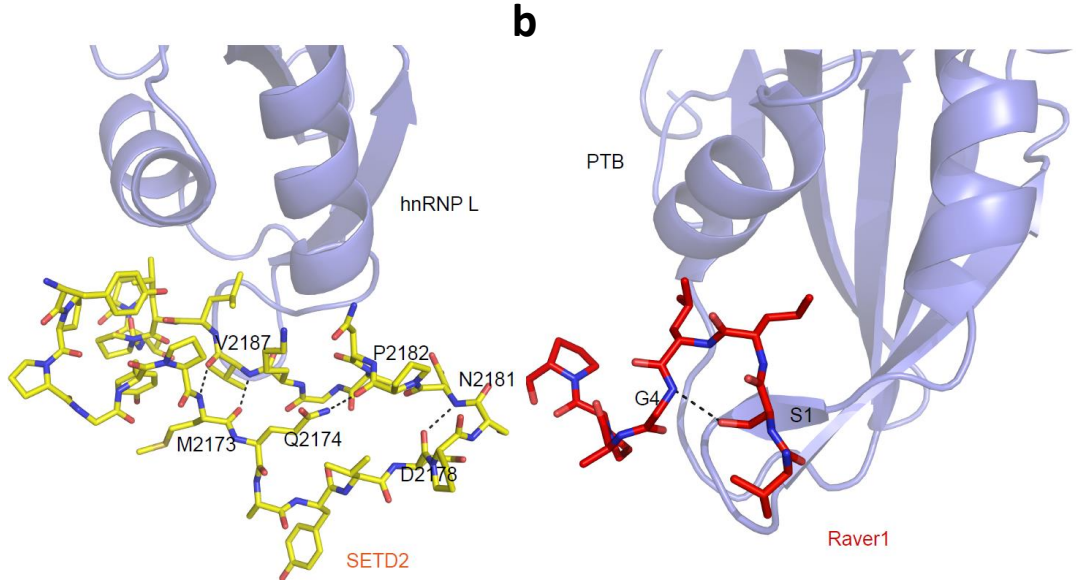

**c** Titration of hnRNP L and PTBP1 RRM2 with SETD2 peptides

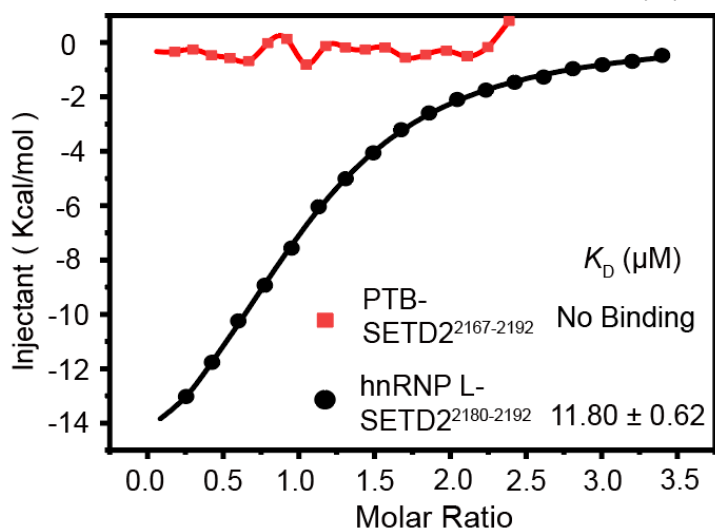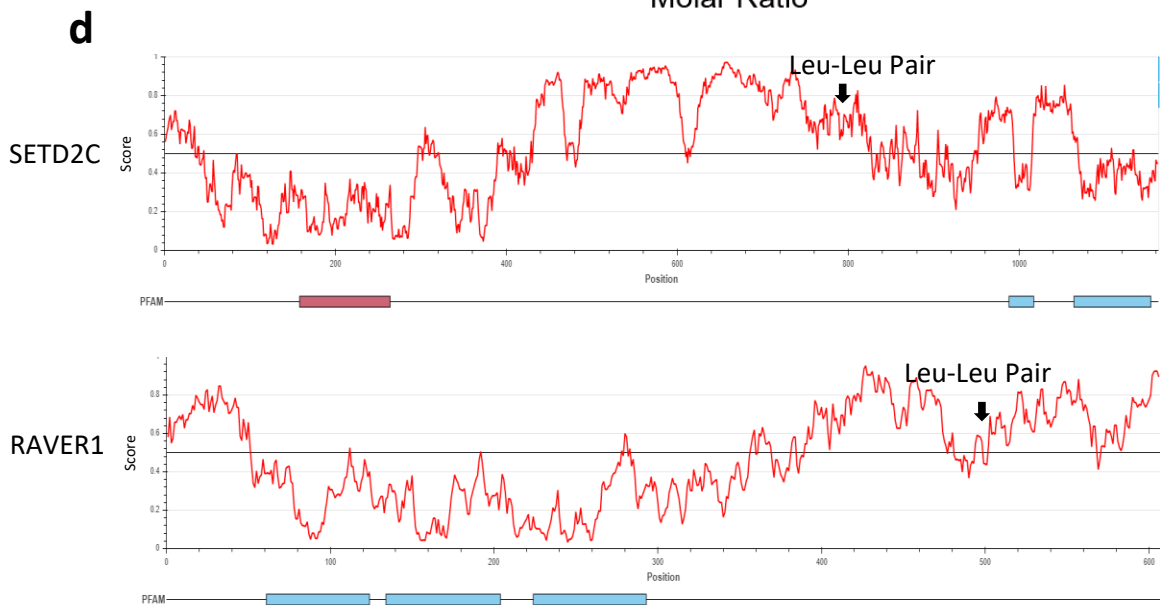

Supplementary Figure 3. **Raver1-PTBP1 and SETD2-hnRNP L interactions share similarities.** (a, b) Intramolecular interaction comparison of hnRNP L-SETD2<sup>2167-2192</sup> and PTB RRM2-PTB1. Hydrogen bonds are shown as black dashes. (c) ITC fitting curves of PTB RRM2 with SETD2<sup>2167-2192</sup> (red), hnRNP L with SETD2<sup>2180-2192</sup> (black). (d) IUPRED2 analysis showing disordered regions of SETD2C (1404-2564) and Raver1.

## a Differential Expression

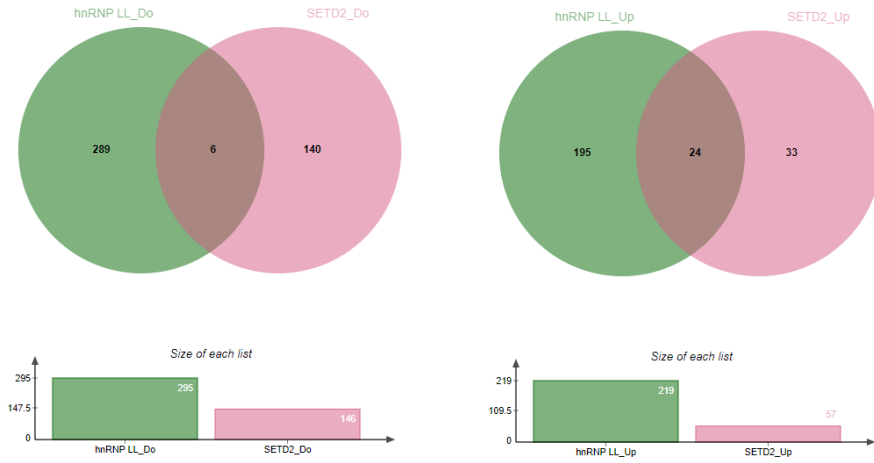

## b Differential AS

### A3SS

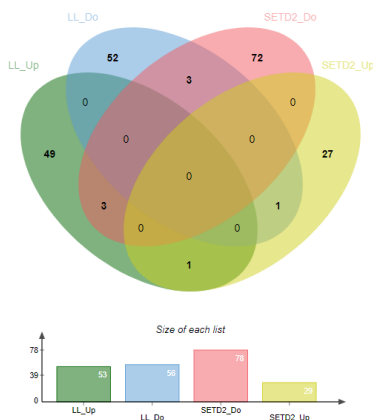

### A5SS

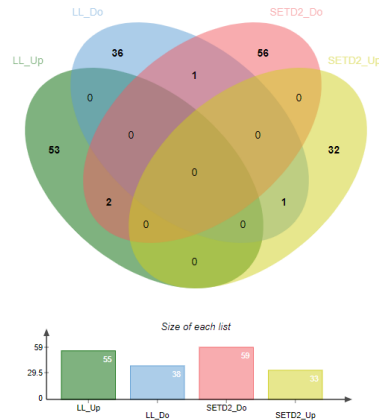

### MXE

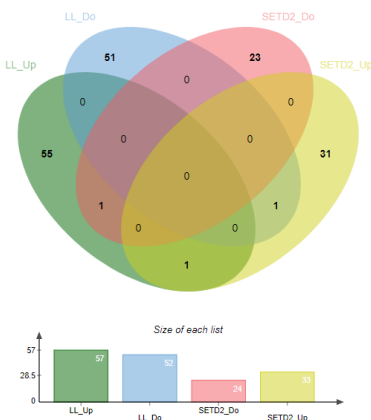

### RI

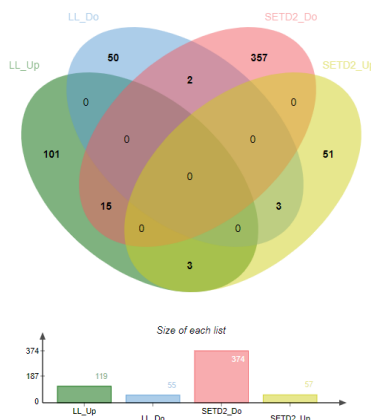

### SE

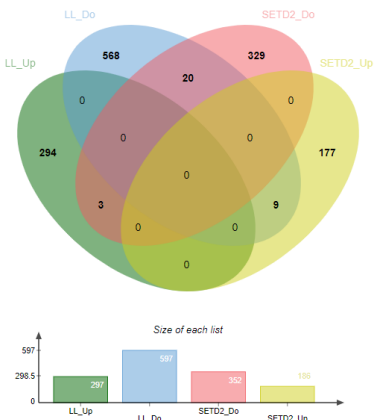

Supplementary Figure 4. **Overlap of transcriptome changes upon *setd2* and *hnrnp1* depletion is small in 293T cells.** (a) Venn diagram showing the overlap between differential gene expression and (b) AS events upon SETD2 and hnRNP LL depletion as compared to scramble siRNA treated cells. The overlap between different type of AS events are shown. A3SS-Alternate 3' Splice Site, A5SS-Alternate 5' Splice Site, MXE-Mutually Exclusive Exons, RI-Retained Intron, SE-Skipped Exon.

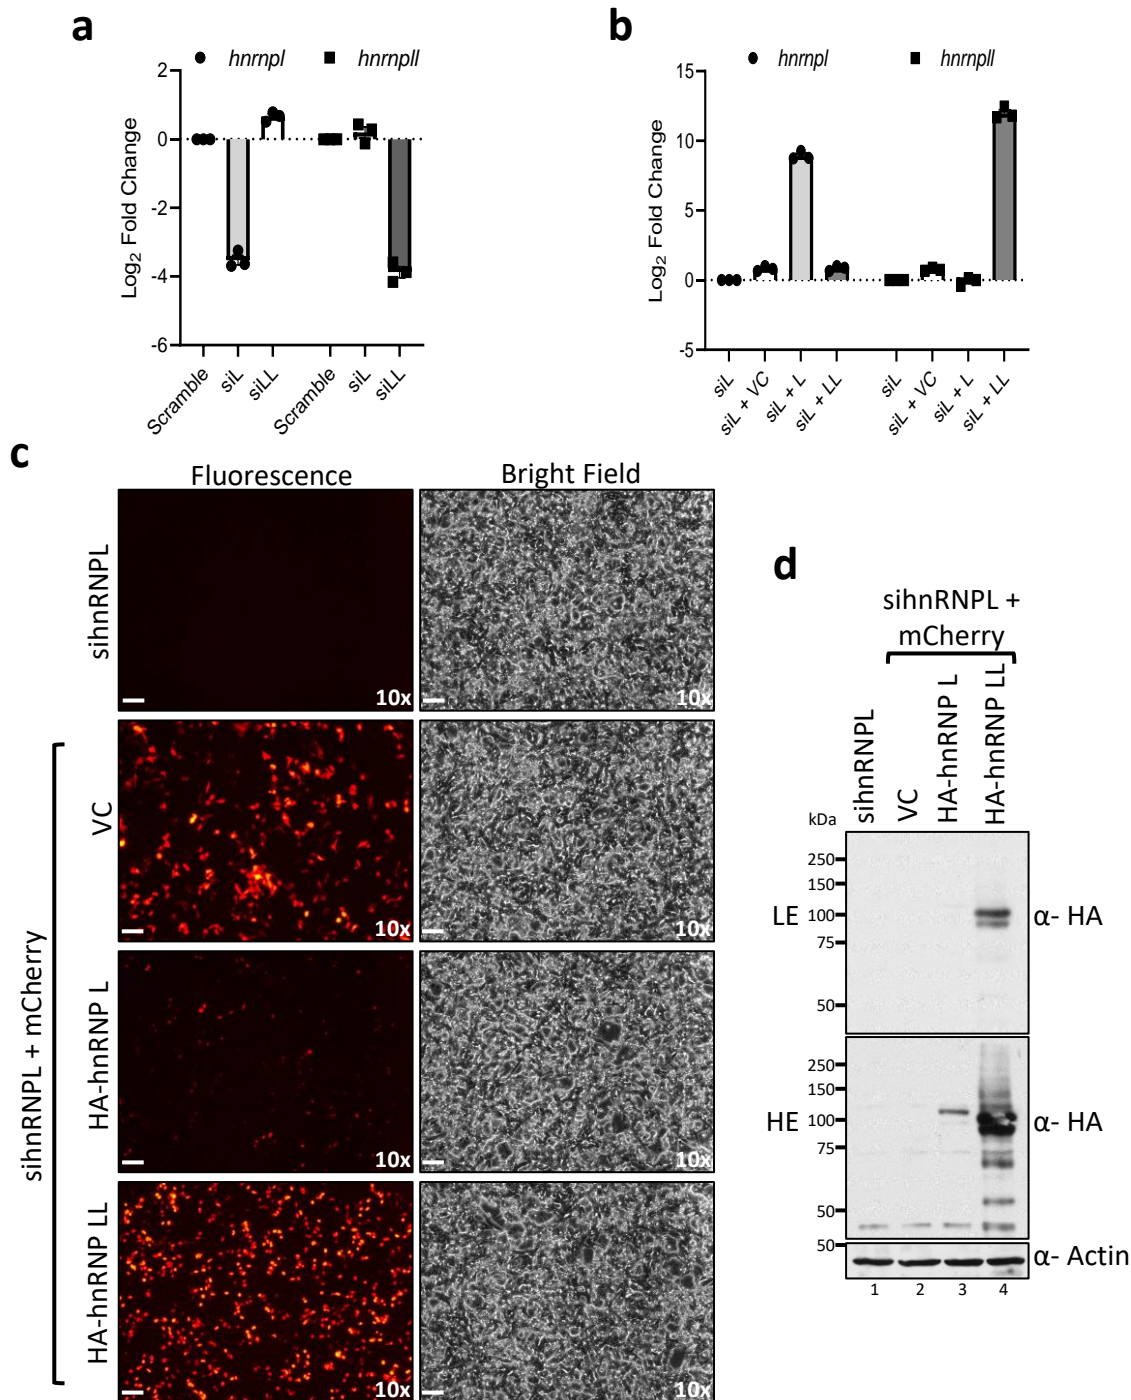

**Supplementary Figure 6. qPCR, microscopy and western blotting demonstrates expected changes in the levels of *hnrnpl* and *hnrnp1l*.** (a) RNA was isolated from 293T cells 72 hours post-transfection with scramble siRNA, or siRNA against *hnrnpl* or *hnrnp1l*. Also, (b) RNA was isolated from sihnRNPL expressing 293T cells rescued with vector control (VC), hnRNP L or hnRNP LL constructs. For each sample n = 3 independent biological samples were examined in the same sequencing run. Data are presented as mean values with Standard Error of Mean. Unpaired t test (two-tailed) was performed. p-value <0.05 was considered significant. p-values are depicted on the top of the respective graphs. RNA with RIN number >8 was used. 18S rRNA was used for normalization. Specificity of the target was confirmed by a single sharp melt curve and resolving products on agarose gel. RNA was isolated using Qiagen Kit and subjected to DNaseI treatment for 30 mins at 37° C. (c) Microscopy images and (d) western blot showing the expression of mCherry-HA-hnRNP L/LL in sihnRNPL expressing cells. The lower expression of ectopically expressed hnRNP L as compared to LL is because the exogenous hnRNP L is not resistant to sihnRNPL. The experiment was repeated twice, both yielding similar results. Source data are provided as a Source Data File. The scale bar is 1 mm. LE-Lower Exposure, HE- Higher Exposure.

| Protein | Cancer Type                           | Protein Change | Number of Samples |
|---------|---------------------------------------|----------------|-------------------|
| SETD2   | Uterine Endometrioid Carcinoma        | P2192H         | 1555              |
| hnRNP L | Oligoastrocytoma                      | Y257C          | 27                |
| hnRNP L | Head and Neck Squamous Cell Carcinoma | I214V          | 150               |

Supplementary Figure 7. **Residues important for SETD2-hnRNP L interaction are mutated in cancer.** Mutations in residues of SETD2 and hnRNP L found in cancer as per cBioPortal for Cancer Genomics ( <https://www.cbioportal.org/>) that are important for SETD2-hnRNP L interaction.

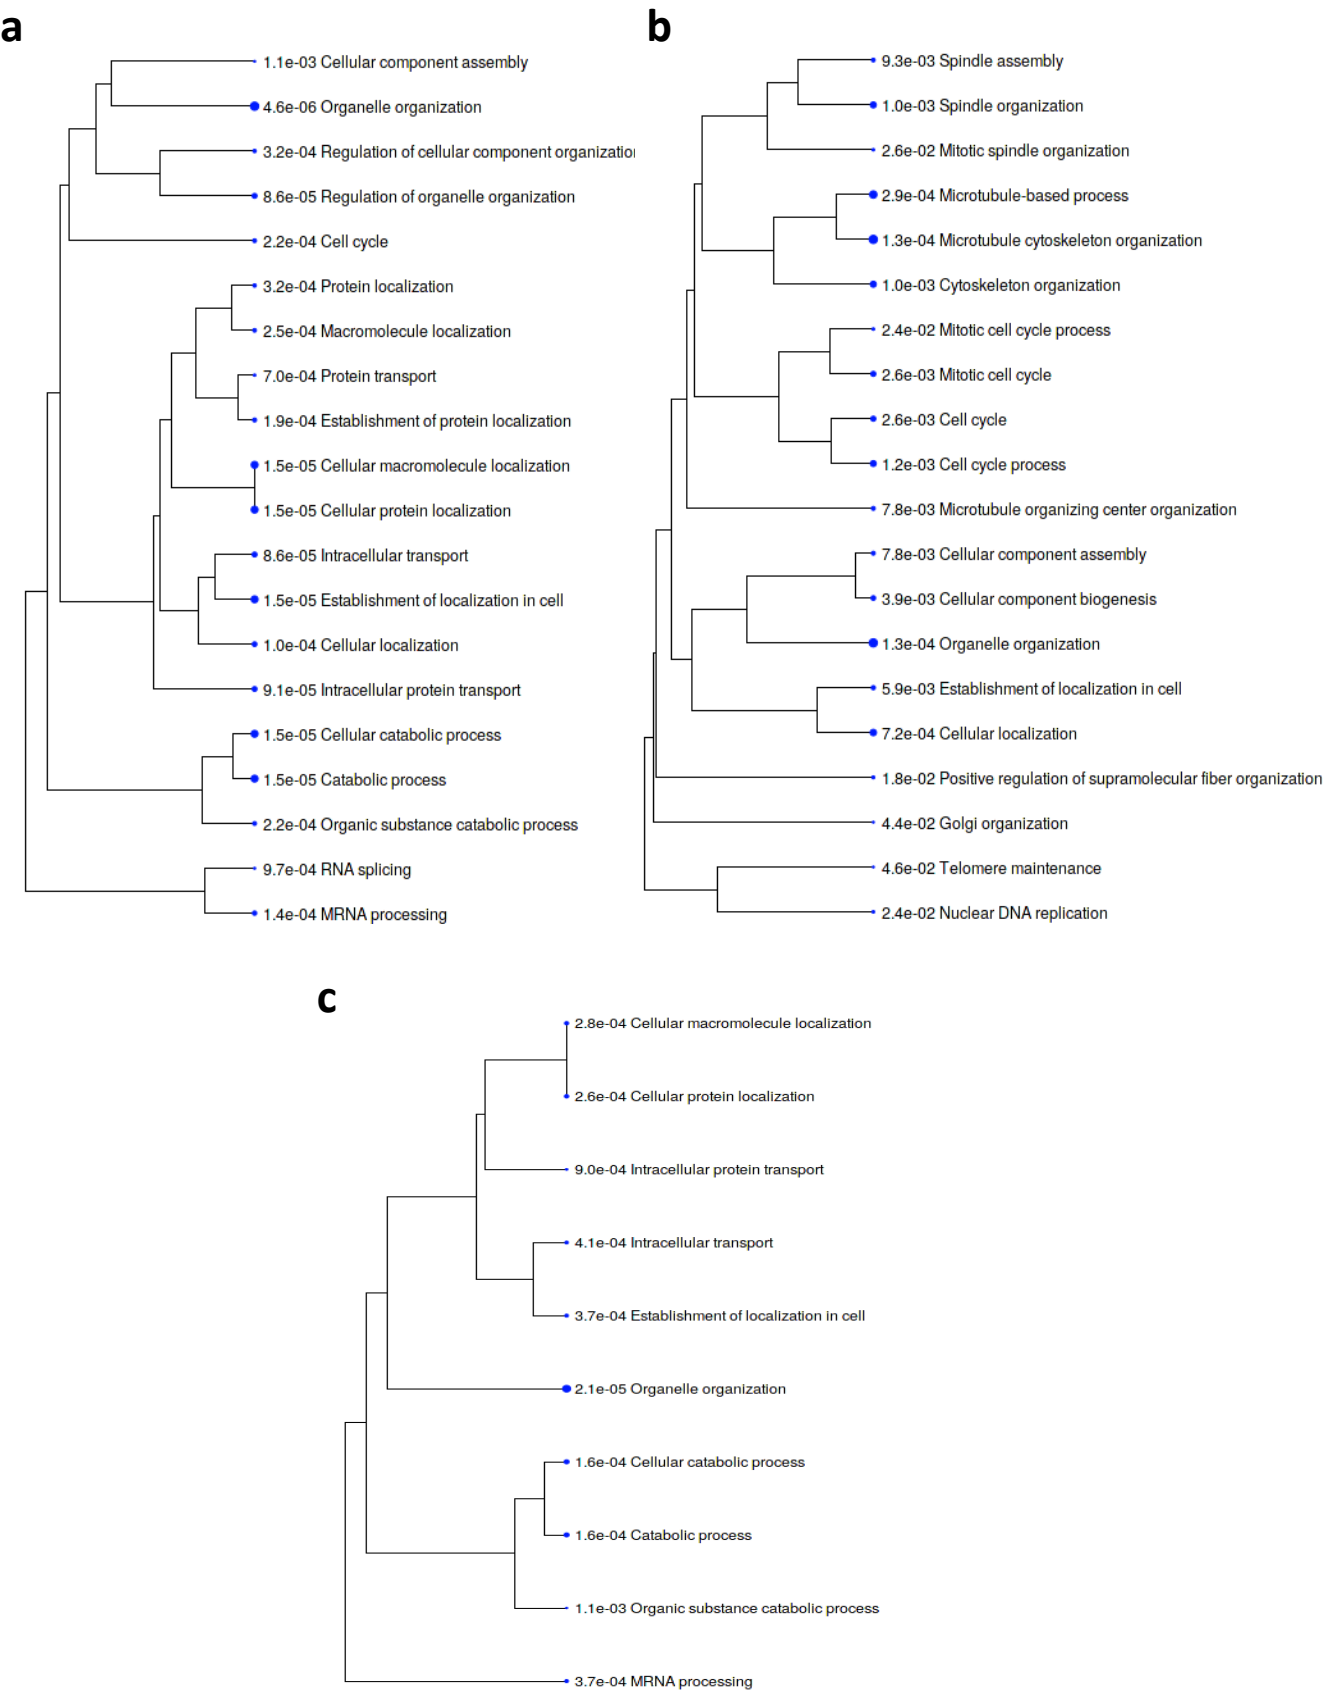

Supplementary Figure 8. **Different pathways are altered upon hnRNP L and LL depletion.** GO-term analysis using ShinyGo of differential AS events (a) upon hnRNP L depletion, (b) upon hnRNP LL depletion, and (c) unique to hnRNP L depletion as compared to hnRNP LL depletion.

**Supplementary Table 1. ITC results**

| Protein                   | Peptide                    | $\Delta H$      | $-T\Delta S$ | $\Delta G$ | $N^a$             | $K_D^b$          | $K_D^c$ (Mean)   | $K_{rel}^d$ |
|---------------------------|----------------------------|-----------------|--------------|------------|-------------------|------------------|------------------|-------------|
|                           |                            | [kcal/mol]      |              |            |                   | [ $\mu M$ ]      | [ $\mu M$ ]      |             |
| hnRNP L                   | SETD2 <sup>2167-2192</sup> | -20.1 $\pm$ 0.5 | 13.0         | -7.02      | 0.93              | 5.83 $\pm$ 0.54  | 5.86 $\pm$ 0.05  | 1.0         |
|                           |                            | -22.4 $\pm$ 0.4 | 15.4         | -7.02      | 0.92              | 5.83 $\pm$ 0.32  |                  |             |
|                           |                            | -20.9 $\pm$ 0.5 | 13.9         | -7.02      | 0.93              | 5.91 $\pm$ 0.53  |                  |             |
|                           | SETD2 <sup>2180-2192</sup> | -19.1 $\pm$ 1.4 | 12.5         | -6.63      | 1.01              | 11.40 $\pm$ 1.39 | 11.57 $\pm$ 0.21 | 2.0         |
|                           |                            | -19.2 $\pm$ 0.6 | 12.5         | -6.61      | 1.00              | 11.80 $\pm$ 0.62 |                  |             |
|                           |                            | -19.1 $\pm$ 0.8 | 12.5         | -6.63      | 0.96              | 11.50 $\pm$ 0.77 |                  |             |
| hnRNP LL                  | SETD2 <sup>2167-2192</sup> | -17.7 $\pm$ 0.8 | 10.9         | -6.30      | 0.95              | 8.58 $\pm$ 1.01  | 8.27 $\pm$ 0.28  | 1.4         |
|                           |                            | -17.2 $\pm$ 0.8 | 10.4         | -6.31      | 1.04              | 8.04 $\pm$ 0.98  |                  |             |
|                           |                            | -17.3 $\pm$ 0.3 | 10.5         | -6.30      | 1.04              | 8.19 $\pm$ 1.10  |                  |             |
|                           | SETD2 <sup>2180-2192</sup> | -15.2 $\pm$ 1.0 | 8.9          | -6.30      | 0.82              | 20.20 $\pm$ 1.96 | 20.05 $\pm$ 0.22 | 3.4         |
|                           |                            | -14.6 $\pm$ 1.5 | 8.3          | -6.31      | 0.83              | 19.80 $\pm$ 2.98 |                  |             |
|                           |                            | -14.6 $\pm$ 2.4 | 8.3          | -6.30      | 0.89              | 20.10 $\pm$ 5.10 |                  |             |
| hnRNP L <sup>V210A</sup>  | SETD2 <sup>2167-2192</sup> | -13.5 $\pm$ 0.4 | 6.7          | -6.76      | 0.93              | 9.10 $\pm$ 0.76  | 9.11 $\pm$ 0.22  | 1.6         |
|                           |                            | -13.1 $\pm$ 0.8 | 6.3          | -6.75      | 0.78              | 8.90 $\pm$ 1.39  |                  |             |
|                           |                            | -12.0 $\pm$ 0.4 | 5.3          | -6.78      | 1.13              | 9.33 $\pm$ 0.89  |                  |             |
| hnRNP L <sup>I214A</sup>  | SETD2 <sup>2167-2192</sup> | -13.5 $\pm$ 0.7 | 7.1          | -6.45      | 1.01              | 15.60 $\pm$ 1.95 | 16.03 $\pm$ 0.38 | 2.7         |
|                           |                            | -13.6 $\pm$ 1.2 | 7.2          | -6.42      | 1.05              | 16.30 $\pm$ 3.42 |                  |             |
|                           |                            | -13.9 $\pm$ 0.5 | 7.4          | -6.43      | 1.18              | 16.20 $\pm$ 1.41 |                  |             |
| hnRNP L <sup>I256A</sup>  | SETD2 <sup>2167-2192</sup> | -10.8 $\pm$ 1.9 | 4.8          | -5.98      | 1.30              | 34.80 $\pm$ 12.0 | 35.20 $\pm$ 0.53 | 6.0         |
|                           |                            | -11.7 $\pm$ 1.0 | 5.8          | -5.96      | 1.31              | 35.80 $\pm$ 5.71 |                  |             |
|                           |                            | -11.8 $\pm$ 1.0 | 5.8          | -5.98      | 1.18              | 35.00 $\pm$ 5.34 |                  |             |
| hnRNP L <sup>L263A</sup>  | SETD2 <sup>2167-2192</sup> | -15.8 $\pm$ 1.1 | 9.3          | -6.50      | 0.85              | 14.40 $\pm$ 2.29 | 13.73 $\pm$ 0.61 | 2.3         |
|                           |                            | -14.7 $\pm$ 1.2 | 8.2          | -6.55      | 0.98              | 13.60 $\pm$ 2.74 |                  |             |
|                           |                            | -16.4 $\pm$ 1.1 | 9.9          | -6.63      | 0.93              | 13.20 $\pm$ 2.21 |                  |             |
| hnRNP LL <sup>V188I</sup> | SETD2 <sup>2167-2192</sup> | -20.2 $\pm$ 0.7 | 13.2         | -6.99      | 1.10              | 6.16 $\pm$ 0.60  | 6.30 $\pm$ 0.14  | 1.1         |
|                           |                            | -22.0 $\pm$ 0.7 | 15.0         | -6.96      | 0.96              | 6.44 $\pm$ 0.56  |                  |             |
|                           |                            | -20.6 $\pm$ 0.5 | 13.6         | -6.98      | 1.12              | 6.30 $\pm$ 0.44  |                  |             |
| hnRNP L <sup>Y257A</sup>  | SETD2 <sup>2167-2192</sup> |                 |              |            | N.D. <sup>e</sup> |                  |                  |             |
| hnRNP L                   | SETD2 <sup>2113-2140</sup> |                 |              |            | N.D.              |                  |                  |             |
| hnRNP L                   | SETD2 <sup>L2188A</sup>    |                 |              |            | N.D.              |                  |                  |             |
| hnRNP L                   | SETD2 <sup>L2189A</sup>    |                 |              |            | N.D.              |                  |                  |             |
| PTB1                      | SETD2 <sup>2167-2192</sup> |                 |              |            | N.D.              |                  |                  |             |

<sup>a</sup>N refers to the stoichiometric ratio of SETD2 peptides to hnRNP L.

<sup>b</sup>The fitting binding disassociation parameter of each independent titration.

<sup>c</sup>Reported error is the standard deviation of three independent experiments.

<sup>d</sup>K<sub>rel</sub> refers to the  $K_D$  relative to the  $K_D$  of SETD2<sup>2167-2192</sup> binding with hnRNP L.

<sup>e</sup>N.D., No detectable interaction under the experiment conditions.

## Supplementary Table 2. ITC curves

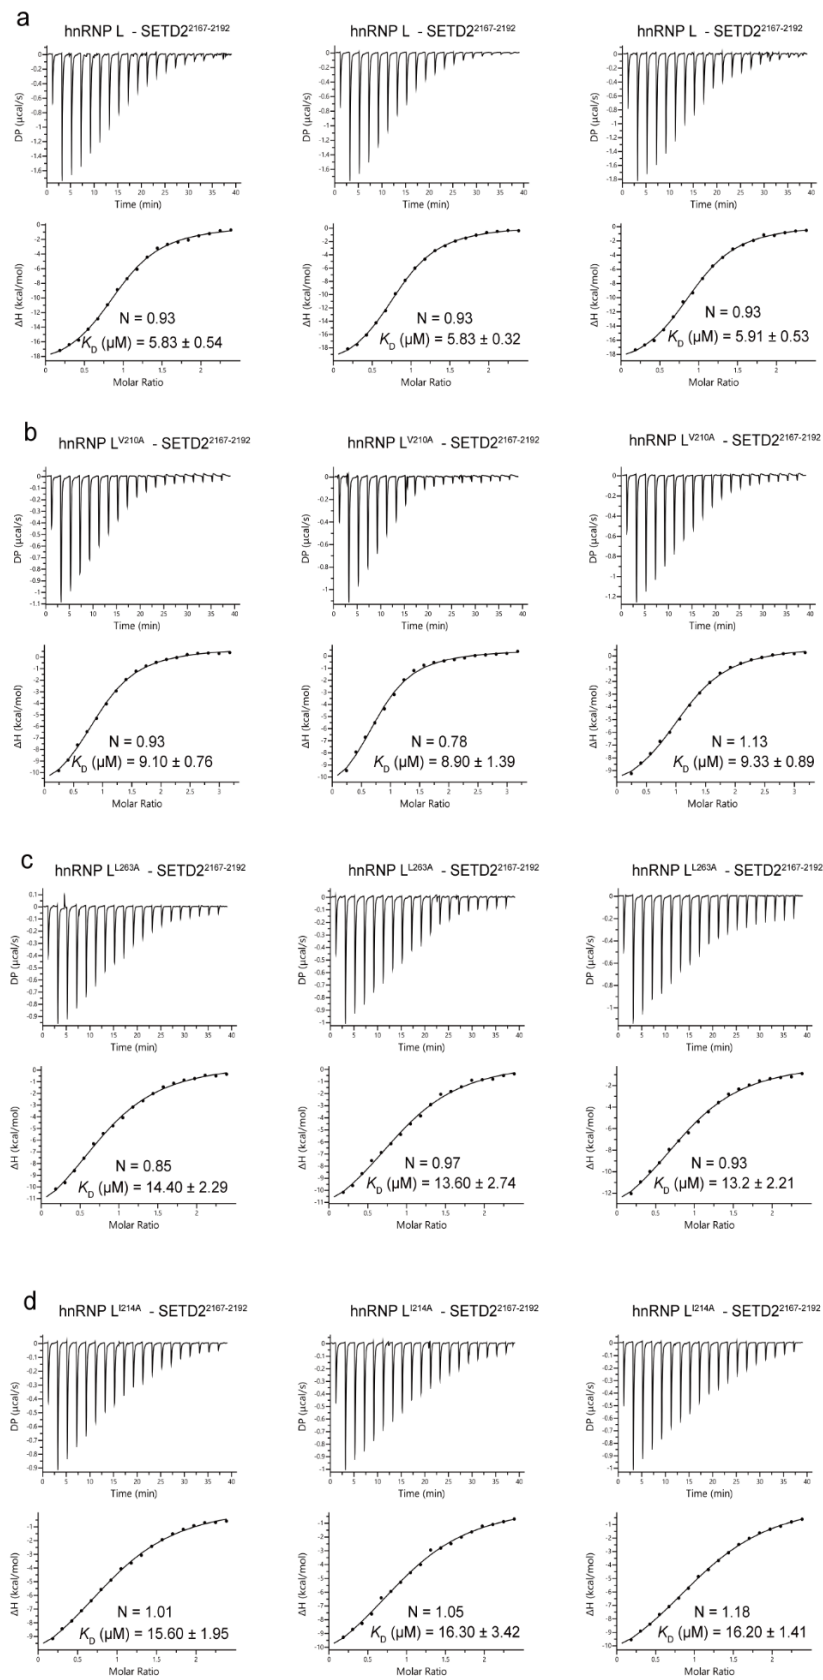

Three independently repeated ITC titration experiments of SETD2<sup>2167-2192</sup> peptide binding with hnRNP L (a) and hnRNP L mutants (b-d).

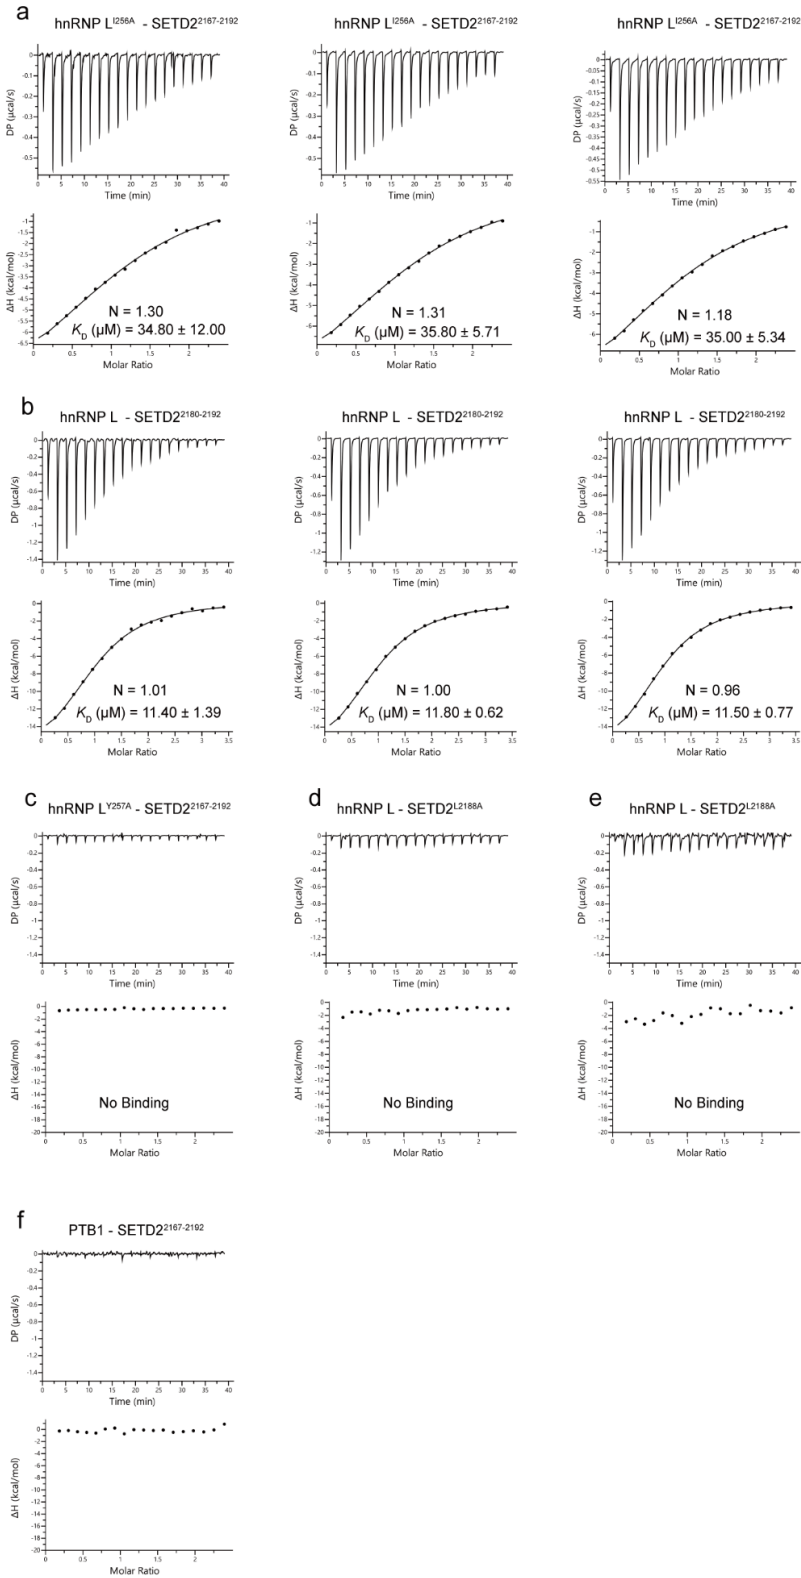

(a) ITC results of hnRNP L<sup>I256A</sup> with SETD2<sup>2167-2192</sup> peptide. (b) ITC results of hnRNP L with SETD2<sup>2180-2192</sup> peptide. (c) ITC results of hnRNP L<sup>Y257A</sup> with SETD2<sup>2167-2192</sup> peptide. (d, e) ITC results of hnRNP L with SETD2 mutants. (f) ITC results of PTB1 with SETD2<sup>2167-2192</sup> peptide.

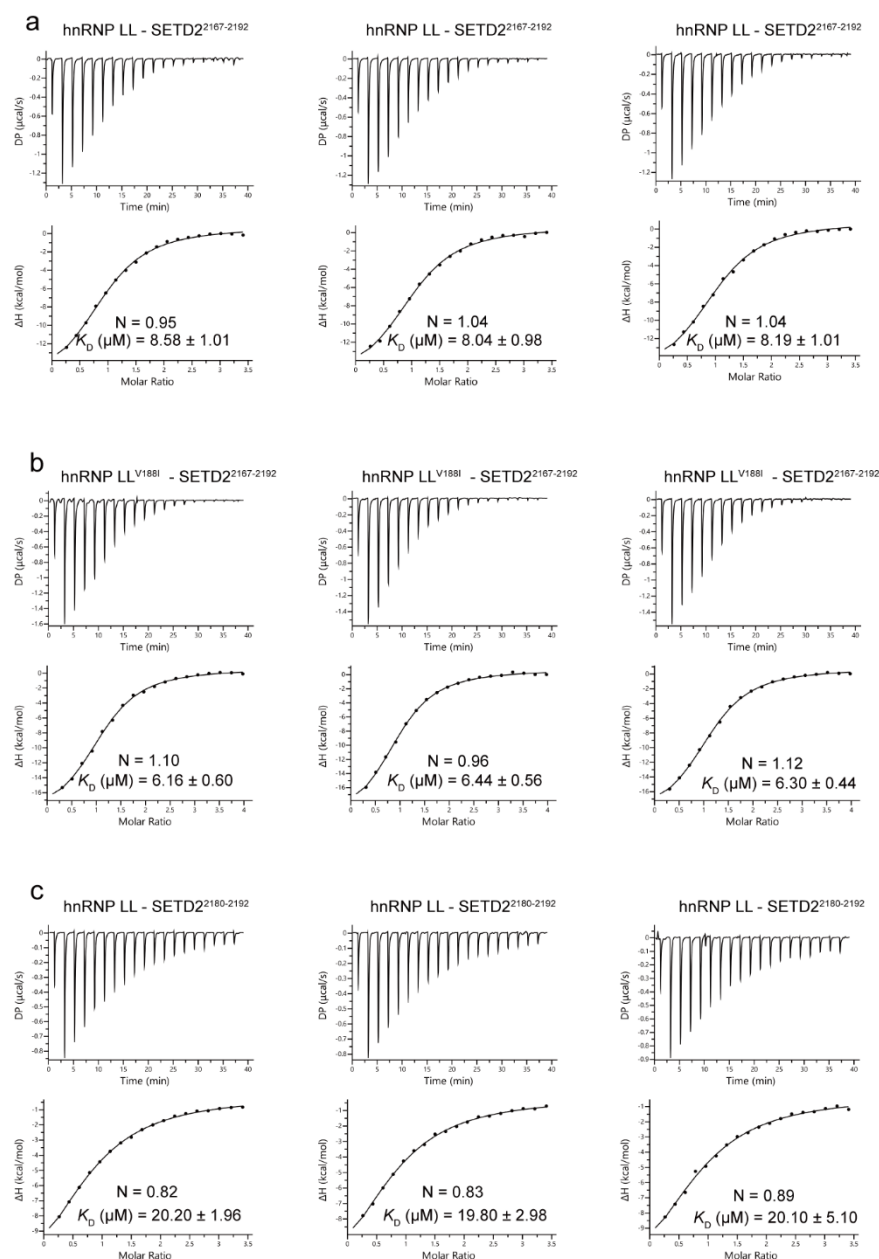

Three independently repeated ITC titration experiments of SETD2<sup>2167-2192</sup> peptide binding with hnRNP LL(a) and hnRNP LL<sup>V188I</sup>(b) and experiments of SETD2<sup>2180-2192</sup> peptide binding with hnRNP LL(c).

**Supplementary Table 3.** Data collection, and refinement statistics of crystal data

|                                                         | hnRNP L-<br>SETD2 <sup>2167-2192</sup> | hnRNP LL-<br>SETD2 <sup>2180-2192</sup> |
|---------------------------------------------------------|----------------------------------------|-----------------------------------------|
| Wavelength(Å)                                           | 0.979                                  | 0.979                                   |
| Space group                                             | <i>P</i> 2 <sub>1</sub>                | <i>P</i> 1                              |
| Cell parameters                                         |                                        |                                         |
| a, b, c (Å)                                             | 56.78, 38.79, 68.98                    | 41.68, 41.69, 42.64                     |
| α, β, γ (°)                                             | 90, 100.31, 90                         | 85.02, 89.57, 71.12                     |
| Resolution(Å)                                           | 40.00-1.80(1.83-1.80) <sup>a</sup>     | 40.00-1.60(1.63-1.60) <sup>a</sup>      |
| <i>R</i> <sub>merge</sub> (%)                           | 12.7(46.6)                             | 6.3(31.4)                               |
| <i>CC</i> <sub>1/2</sub> (%)                            | 98.7(91.5)                             | 99.1(90.8)                              |
| <i>I</i> / <i>σ</i> <i>I</i>                            | 14.2(2.5)                              | 16.8(3.5)                               |
| Completeness (%)                                        | 99.7(97.8)                             | 96.6(94.3)                              |
| Average redundancy                                      | 5.2(4.9)                               | 3.4(3.3)                                |
| <b>Refinement</b>                                       |                                        |                                         |
| No. reflections                                         | 27681                                  | 34230                                   |
| (overall)                                               |                                        |                                         |
| No. reflections (test set)                              | 1373                                   | 1732                                    |
| <i>R</i> <sub>work</sub> / <i>R</i> <sub>free</sub> (%) | 15.82/19.79                            | 17.75/20.35                             |
| Number of atoms                                         |                                        |                                         |
| Protein                                                 | 1553                                   | 1561                                    |
| Ligand                                                  | 394                                    | 177                                     |
| H <sub>2</sub> O                                        | 332                                    | 352                                     |
| <i>B</i> factors (Å <sup>2</sup> )                      |                                        |                                         |
| Protein                                                 | 17.89                                  | 16.25                                   |
| Ligand                                                  | 17.25                                  | 14.09                                   |
| H <sub>2</sub> O                                        | 30.49                                  | 28.10                                   |
| r.m.s. deviations                                       |                                        |                                         |
| Bond lengths (Å)                                        | 0.006                                  | 0.006                                   |
| Bond angles (°)                                         | 0.788                                  | 0.925                                   |
| Ramachandran plot % residues <sup>b</sup>               |                                        |                                         |
| Favored                                                 | 97.53                                  | 98.17                                   |
| Allowed                                                 | 2.47                                   | 1.83                                    |
| Outliers                                                | 0                                      | 0                                       |

<sup>a</sup> Values in parentheses are for highest-resolution shell.<sup>b</sup> Ramachandran plot analysis of model using RAMPAGE supported in Phenix suite.

| Oligo         | Sequence (5'-3')         |
|---------------|--------------------------|
| hnRNPL_F      | TTCTGCTTATATGGCAATGTGG   |
| hnRNPL_R      | GACTGACCAGGCATGATGG      |
| GAPDH_F       | TTCGACAGTCAGCCGCATCTTCTT |
| GAPDH_R       | CAGGCGCCCAATACGACCAAATC  |
| hnRNPLL_F     | AAAAGGATCACTCGGCCAGG     |
| hnRNPLL_R     | TTGTCTCTGGCGACCCTTTC     |
| TJP1_e21_F    | TGAAGGTATCAGCGGAGGGA     |
| TJP1_e21_R    | TCACGCAGTTACGAGCAAGT     |
| TJP1_e20_F    | GAGCTGCCTCAGTACTTGGT     |
| TJP1_e20_R    | TCCAGTCCCCTTACCTTTCGC    |
| TJP1_e19-21_F | AGACTCCCCTGGATTTAAGC     |
| TJP1_e19-21_R | TCCGTATAGCTTGAGGACTCG    |
| BPTF_e18_F    | GCCGACAGTGATTGCAACTT     |
| BPTF_e18_R    | AACTGAGCCACTTATGGGGG     |
| BPTF_e18a_F   | AGGCAATCCAGTCACTATGGC    |
| BPTF_e18a_R   | CCTTGTGTTGCTGGCACATTT    |
| BPTF_e19_R    | TGAATTGCTTGTGGTTCCTCC    |

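The oligos used for RT-PCR were matched to the human genome (hg38, both strands, exact matches, without unplaced sequence), and their positions were set against the GENCODE 44 annotation. By their names, the oligos amplify exons 20 and 21 of TJP1 and exons 18 and 18a of BPTF, whose ratio the paper uses to follow splicing. TJP1 lies on the minus strand of chromosome 15. The pair e21_F (TGAAGGTATCAGCGGAGGGA, 29718455 to 29718474) and e21_R (TCACGCAGTTACGAGCAAGT, 29718537 to 29718556) lies in an exon of 873 nt from 29718266 to 29719138. The oligo e20_F (GAGCTGCCTCAGTACTTGGT, 29719833 to 29719852) lies in the alternative exon of 240 nt from 29719777 to 29720016, which 3 of the 12 annotated TJP1 transcripts contain. Its partner e20_R (TCCAGTCCCCTTACCTTTCGC) had no exact match as 1 uninterrupted stretch. For the products with and without exon 20, e19-21_F (AGACTCCCCTGGATTTAAGC, 29720372 to 29720391) lies in the exon of 351 nt from 29720358 to 29720708, and e19-21_R (TCCGTATAGCTTGAGGACTCG, 29718939 to 29718959) lies in the 873-nt exon. BPTF lies on the plus strand of chromosome 17. The oligos e18_F (GCCGACAGTGATTGCAACTT, 67928375 to 67928394) and e18_R (AACTGAGCCACTTATGGGGG, 67928458 to 67928477) lie in the exon of 247 nt from 67928355 to 67928601. The oligos e18a_F (AGGCAATCCAGTCACTATGGC, 67929023 to 67929043) and e18a_R (CCTTGTGTTGCTGGCACATTT, 67929098 to 67929118) lie in the exon of 162 nt from 67928959 to 67929120, which 1 of the 18 annotated BPTF transcripts contains. The oligo e19_R (TGAATTGCTTGTGGTTCCTCC, 67929464 to 67929484) lies in the exon of 152 nt from 67929336 to 67929487. All of the BPTF oligos except e18_F have a second exact match on the same chromosome, in the transcribed pseudogene ENSG00000263369, for example at 32106778 to 32106798 for e18a_F and 32106703 to 32106723 for e18a_R. For the gene-level assays, the HNRNPL oligos (TTCTGCTTATATGGCAATGTGG and GACTGACCAGGCATGATGG) match chromosome 19 at 38840101 to 38840122 and 38838563 to 38838581, in separate exons, and the HNRNPLL oligos (AAAAGGATCACTCGGCCAGG and TTGTCTCTGGCGACCCTTTC) match chromosome 2 at 38585720 to 38585739 and 38577507 to 38577526, also in separate exons. GAPDH_F (TTCGACAGTCAGCCGCATCTTCTT) matches chromosome 12 at 6534534 to 6534557. GAPDH_R (CAGGCGCCCAATACGACCAAATC) matches GAPDH at 6536493 to 6536515 and has exact matches in 2 processed pseudogenes, GAPDHP35 on chromosome 16 and GAPDHP72 on chromosome 6.

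**Figure D3:**
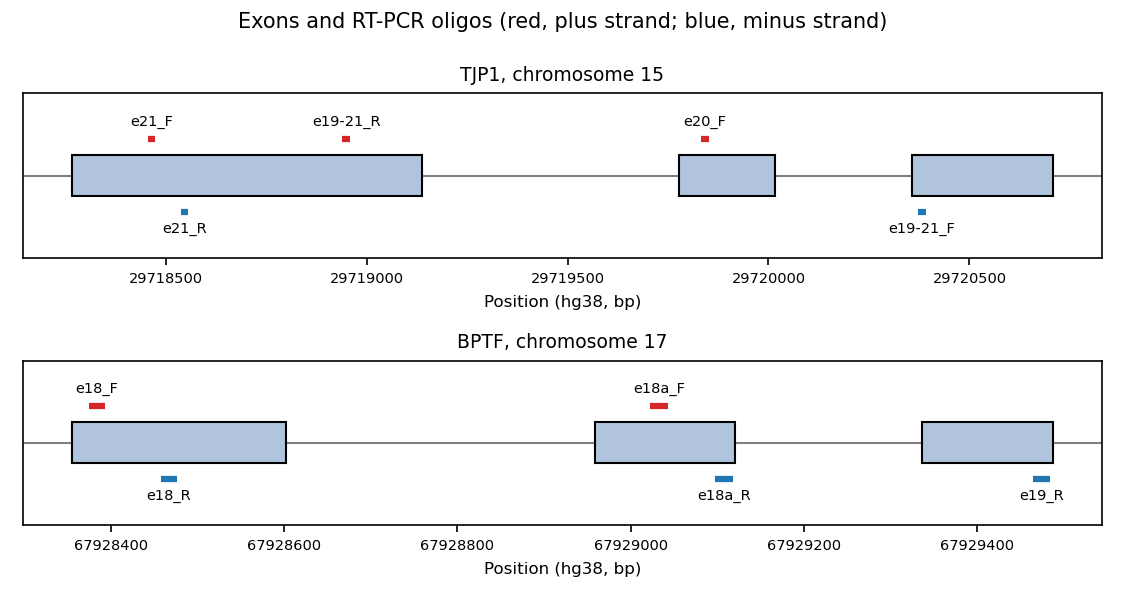
Positions on hg38 of the annotated exons (boxes) and of the RT-PCR oligos with an exact match in TJP1 (upper panel, chromosome 15, minus-strand gene) and BPTF (lower panel, chromosome 17, plus-strand gene); red oligos match the plus strand and blue oligos the minus strand. The middle box of each panel is the alternative exon, of 240 nt in TJP1 and 162 nt in BPTF.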

**Supplementary Table 4.** Sequence of oligos used to perform RT-PCR.

# Supplementary material for: Structural basis of the interaction between SETD2 methyltransferase and hnRNP L paralogs for governing co-transcriptional splicing
**Source:** Nat Commun. 2021 Nov 8;12:6452. doi: 10.1038/s41467-021-26799-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA-seq Differential Expression Analysis Report for hnRNP LL depleted cells vs WT

File Name: Supplementary Data 2

Description: SE changes in hnRNP L depleted cells vs WT

File Name: Supplementary Data 3

Description: Proteins identified by using SETD2C and its mutants as bait

# Supplementary material for: Structural basis of the interaction between SETD2 methyltransferase and hnRNP L paralogs for governing co-transcriptional splicing
**Source:** Nat Commun. 2021 Nov 8;12:6452. doi: 10.1038/s41467-021-26799-3
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Mass spectrometer scan functions and HPLC solvent gradients were controlled by the XCalibur 2.0.7 data system (Thermo Scientific). RNA-Seq samples (paired end reads 75 bp) were run on the Illumina NextSeq 500, using NextSeq Control Software 2.2.0.4, with NextSeq RTA 2.4.11. X-ray diffraction data sets of the crystals were collected at beamline 19U1 at the Shanghai Synchrotron Radiation Facility (SSRF) with a diffraction wavelength of 0.979 Å.

#### Data analysis

Mass spectrometry RAW files were extracted into .ms2 file format using RawDistiller v. 1.0. MS/MS spectra were first searched using ProLuCID. DTASelect v.1.9.44 was used to select and sort peptide/spectrum matches (PSMs) passing the following criteria set: PSMs were only retained if they had a DeltCn of at least 0.08; minimum XCorr values of 2.1 for singly-, 2.7 for doubly-, and 3.2 for triply-charged spectra; peptides had to be at least 7 amino acids long. Results from each sample were merged and compared using CONTRAST v.1.9. Combining all replicates, proteins had to be detected by at least 2 peptides and/or 2 spectral counts. Proteins that were subsets of others were removed using the parsimony option in DTASelect v.1.9.44 on the proteins detected after merging all runs. NSAF7 was used to create the final reports on all detected peptides and non-redundant proteins identified across the different runs. QPROT v. 1.2.2 was used to calculate a log fold change and Z-score for the samples compared to the mock control. proteins with log fold change >1 and Z-score > 2 were further analyzed in Ingenuity Pathway Analysis (IPA, Qiagen) to determine pathways enriched by the bait proteins.

The integrated heat data obtained by performing isothermal titration calorimetry were analyzed using a one-site binding model by MicroCal PEAQ 1.0.0.1259-ITC Analysis Software provided by the manufacturer.

The structure of hnRNP L/LL-SETD2 complex was determined by molecular replacement with the MOLREP 13.07.2020 program. The model was further built and refined using Coot 0.9.671 and Phenix.refine 1.19\_409272-74, respectively. All the structures in the figures were generated using PyMOL 0.99rc6.

For nucleic acid sequencing data, Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. RNA seq reads were aligned to the human genome (hg38 and Ensembl 96 gene models) using STAR (version STAR\_2.7.3a). TPM expression values were generated using RSEM (version v1.3.0). edgeR (version 3.24.3 with R 3.5.2) was applied to perform differential expression analysis, using only protein-coding and lncRNA genes. To perform differential splicing analysis, we used rMATs (version 4.0.2) with

default parameters starting from FASTQ files.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All relevant data are available. The RNA-data sets are available in the Gene Expression Omnibus (GEO) database under the accession number GSE174426 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174426>). The mass spectrometry proteomics data is available at the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD019376 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD019376>), PXD022946 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD022946>), and PXD025942 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD025942>). The hnRNP L-SETD2 and the hnRNP LL-SETD2 complexes have been deposited to PDB with entry ID: 7EVR (<https://www.rcsb.org/structure/7EVR>) and 7EVS (<https://www.rcsb.org/structure/7EVS>), respectively. The structure of PTB1-PRI3 with PDB ID: 3ZZY (<https://www.rcsb.org/structure/3ZZY>) was used as the search model for determining hnRNP L-SETD2 complex.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Our study did not involve any organisms or human samples or clinical research. Hence, no sample size calculation was performed. Two independent biological replicates were used in high throughput experiments. As the replicates were in very good agreement with one another, hence, the sample size was considered sufficient.                                                                                                                                    |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Experiments were replicated by using biologically independent replicates at least twice and by utilizing more than one technique to confirm the findings. For instance, crucial mass spectrometry findings were also confirmed by western blotting of the purified complexes. Depletion of the target protein was confirmed by western blotting, RT-PCR before proceeding for high through-put sequencing. All attempts at replication were successful.              |
| Randomization   | The interpretation of the experiments performed by us required comparison of data from experimental sets versus the control set. For instance, for mass spectrometry experiments, data from known samples of interest were compared against mock samples. For RNA-Seq experiments, known samples of interest were first compared against known scramble siRNA treated cells. Hence, randomization was not possible.                                                  |
| Blinding        | The interpretation of the experiments performed by us required comparison of data from experimental sets versus the control set. For instance, for mass spectrometry experiments, data from known samples of interest were compared against mock samples. For RNA-Seq experiments, known samples of interest were first compared against known scramble siRNA treated cells. Hence, the identity of the control and the experimental sets were required to be known. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

hnRNP L (CST 37562, dilution 1:3000), hnRNP LL (CST 47835, dilution 1:3000), FLAG (Sigma-Aldrich A8592, dilution 1:10000), Pol II Ser2P (Abcam ab5095, dilution 1:5000), Halo (Promega G9211, dilution 1:10000), SETD2 (Aviva OAE00589, dilution 1:3000), HA (Sigma 04-902, dilution 1:10000),  $\beta$ -actin (Abcam ab8224, dilution 1:2500).

## Validation

Commercially available antibodies were used in the study that are validated as per published reports and the manufacturer. Further validation was performed by us as follows:

- 1) hnRNP L and LL: Depletion of hnRNP L and LL resulted in the decreased intensity of their respective bands [Supplementary Figure 5a]. Product website for hnRNP L (<https://www.cellsignal.com/products/primary-antibodies/hnrnp-l-antibody/37562>) states "Specificity / Sensitivity: hnRNP L Antibody recognizes endogenous levels of total hnRNP L protein. Also product website for hnRNP LL (<https://www.cellsignal.com/products/primary-antibodies/hnrnp-ll-antibody/4783>) shows western blot analysis of extracts from Hep G2 and HeLa cells using hnRNP LL Antibody and states "Sensitivity" as Endogenous. Species Reactivity: Human, Mouse, Rat, Monkey."
- 2) FLAG, HA: Probing lysates of untransfected mammalian cells and untransformed bacterial cells do not show bands. The transfected/transformed cells show band of the expected size. FLAG: Product website (<https://www.sigmaaldrich.com/catalog/product/sigma/a8592?lang=en&region=US>) states that the Monoclonal ANTI-FLAG M2-Peroxidase is a mouse IgG antibody covalently conjugated to horseradish peroxidase (HRP). The antibody binds to FLAG fusion proteins and recognizes the FLAG epitope at N-terminal, Met-N-terminal, C-terminal, and internal FLAG peptides. HA: Product website (<https://www.sigmaaldrich.com/catalog/product/mm/04902?lang=en&region=US>) states that the antibody recognizes recombinant proteins containing the HA epitope tag.
- 4) Pol II Ser2P: This antibody has been successfully used by us to demonstrate that SETD2 lacking the SRI domain loses interaction with RNA Pol II. Mass spectrometry data of the purified complexes validate these findings (Figure 3). Product website (<https://www.abcam.com/rna-polymerase-ii-ctd-repeat-ysptps-phospho-s2-antibody-ab5095.html>) states "Specificity: This antibody recognises the phosphorylated serine found in the amino acid 2 position of the C-terminal domain repeat YSPTSPS. Species reactivity: Mouse, Rat, Human, Saccharomyces cerevisiae."
- 5) Halo: The product page (<https://www.promega.com/products/protein-detection/primary-and-secondary-antibodies/anti-halo-tag-monoclonal-antibody/?catNum=G9211>) states that the antibody has little to no cross-reactivity with other non-HaloTag® proteins. In our experiments, the antibody always gives intense band at the expected molecular weight. This antibody has been previously used by us in the paper "The disordered regions of the methyltransferase SETD2 govern its function by regulating its proteolysis and phase separation. J. Biol. Chem. 297, 101075 (2021)."
- 6) SETD2: As per the product page (<https://www.avivasysbio.com/goat-anti-hypb-setd2-internal-region-antibody-oaeb00589.html>), the antibody was developed using the peptide C-ERDPPDKQTQNK as immunogen which is specific to SETD2. This antibody has been previously used by us in the paper "The methyltransferase SETD2 couples transcription and splicing by engaging mRNA processing factors through its SHI domain. Nat Commun. 12, 1443 (2021) 33664260". Species Reactivity: Human, Mouse, Dog, Pig.
- 7) Actin: The product page (<https://www.abcam.com/beta-actin-antibody-mabcam-8224-loading-control-ab8224.html>) states that the antibody recognises a single band at 42kD representing beta Actin. The immunogen used for this product shares 77% homology with Gamma actin/actin cytoplasmic. It also describes species reactivity as Mouse, Rat, Human, Xenopus laevis, Drosophila melanogaster, Schizosaccharomyces pombe.

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

HEK293T from ATCC

## Authentication

STR analysis

## Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No such cell lines were used in the study.

# Supplementary material for: Structural basis of the interaction between SETD2 methyltransferase and hnRNP L paralogs for governing co-transcriptional splicing
**Source:** Nat Commun. 2021 Nov 8;12:6452. doi: 10.1038/s41467-021-26799-3

**Figure 1f**

**Figure 1e**

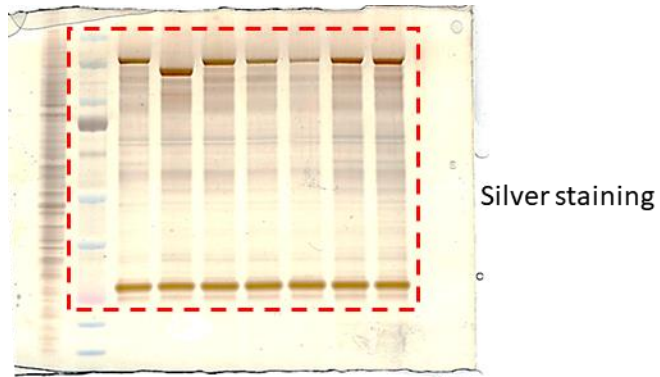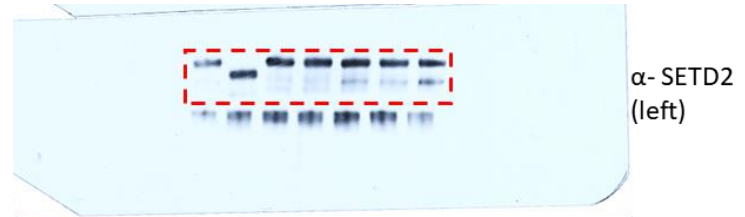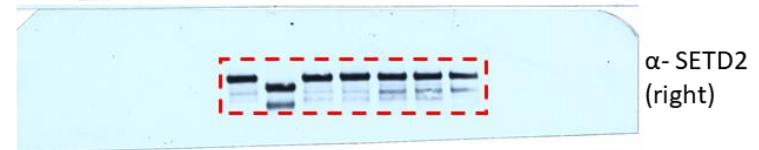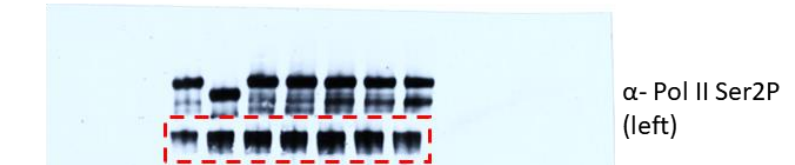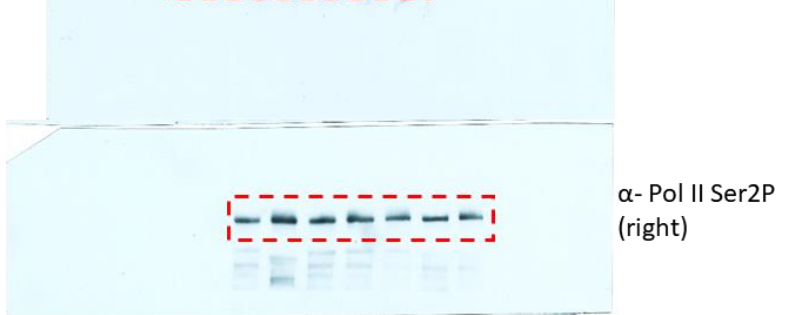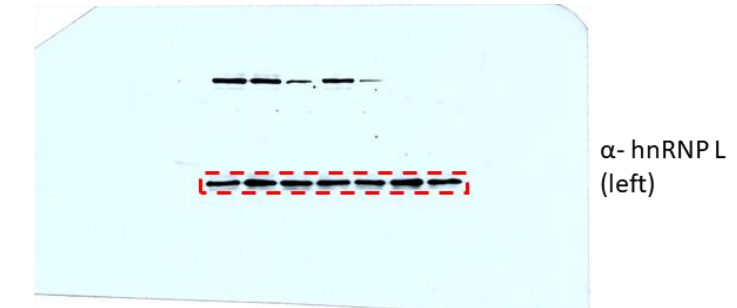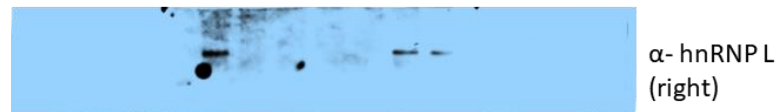

Figure 3e

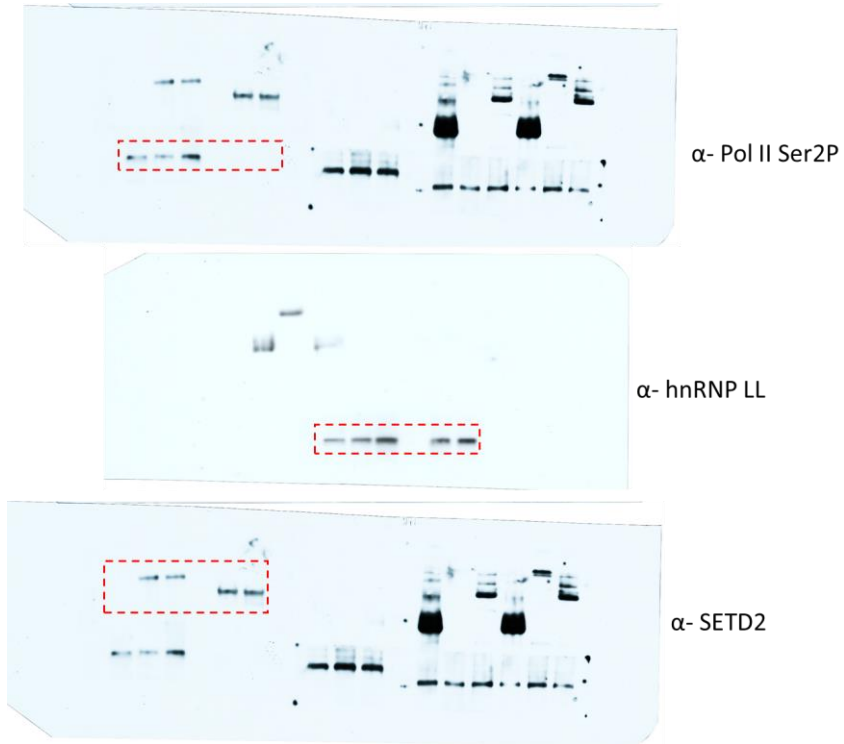

Figure 3f

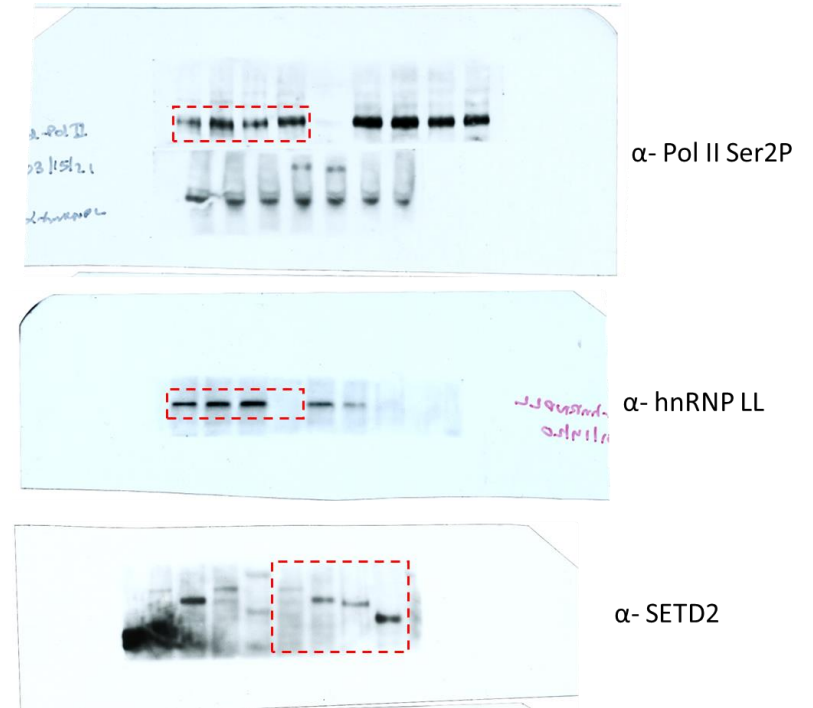

Figure 3j

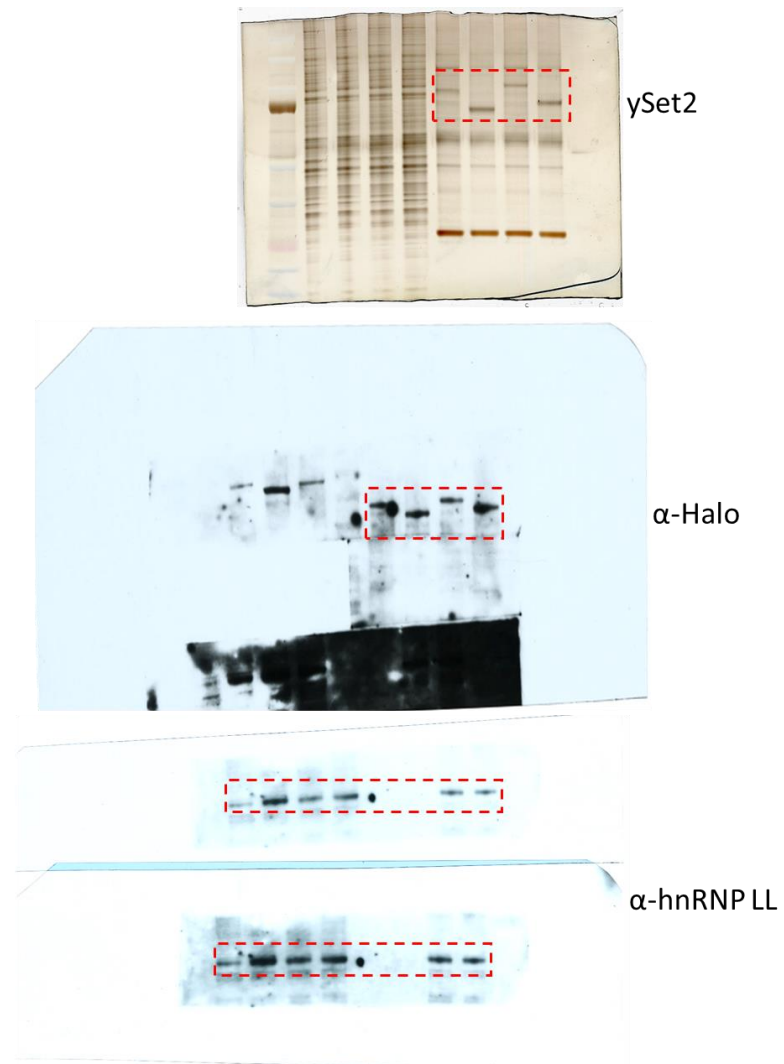

**Figure 4**

**Figure 4c**

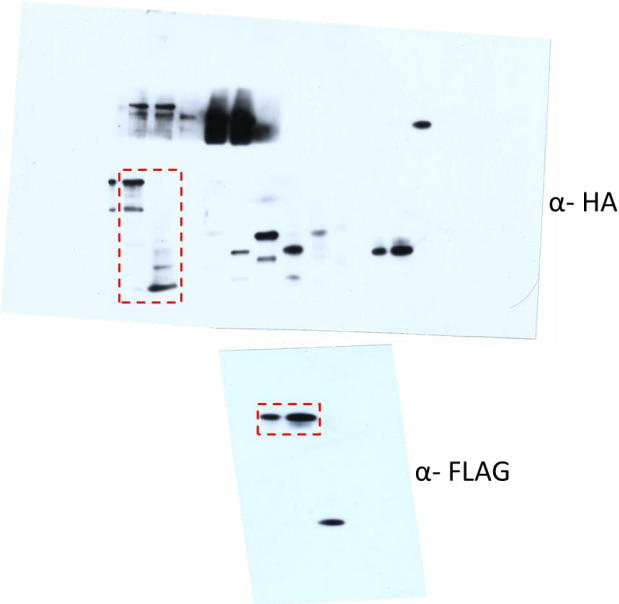

**Figure 4b**

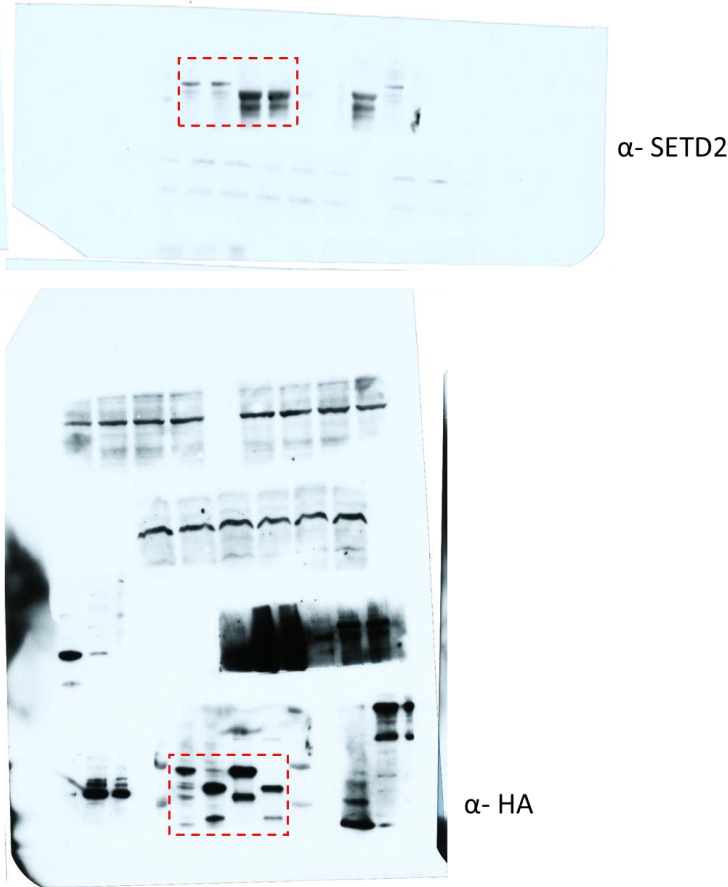

**Figure 4e**

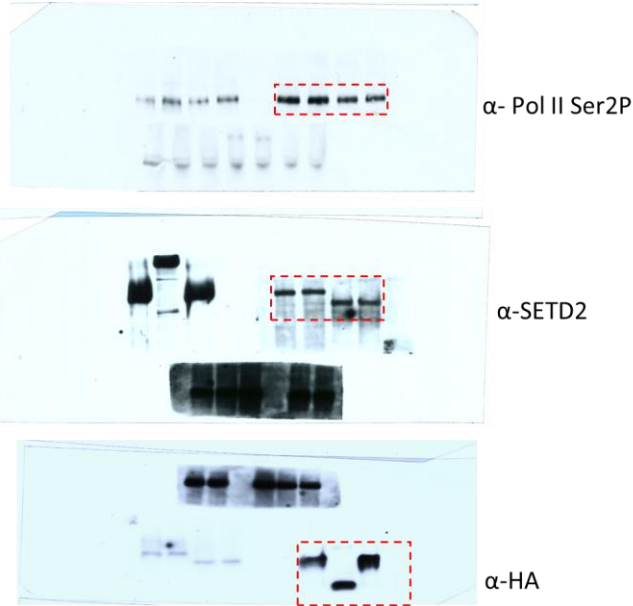

Figure 5b

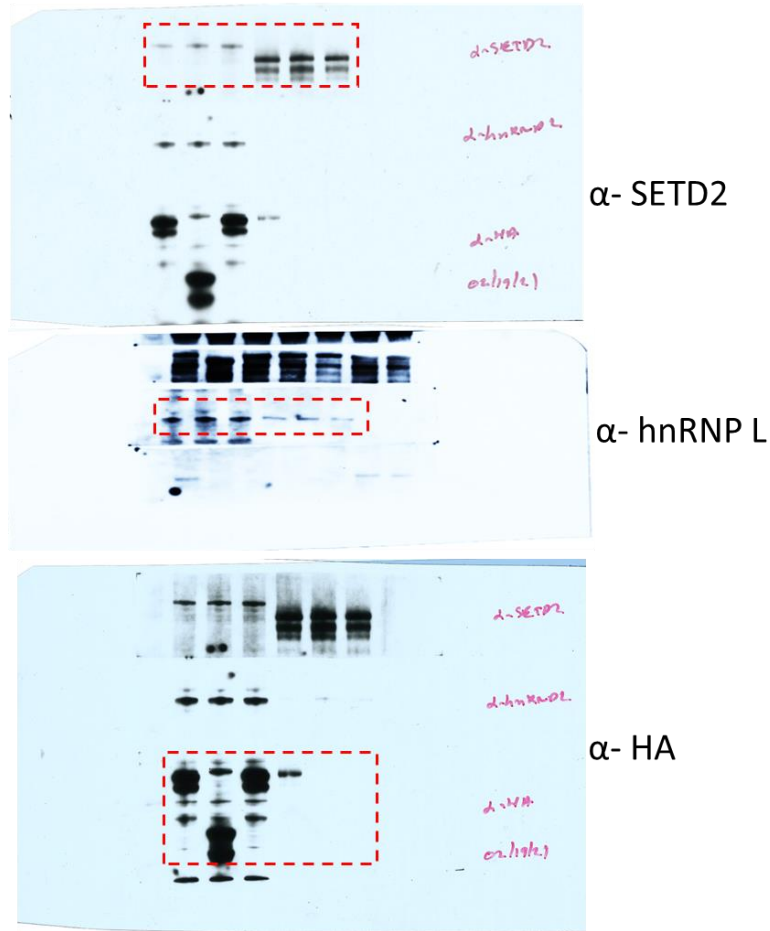

Figure 5d

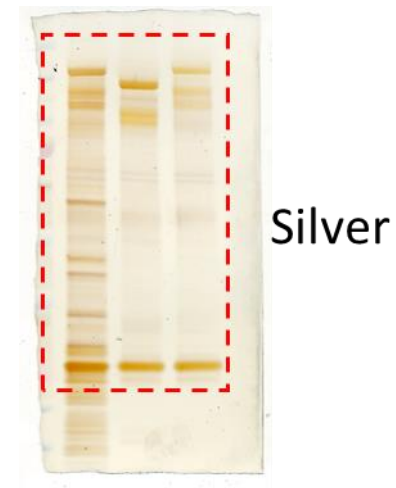

Figure 5e

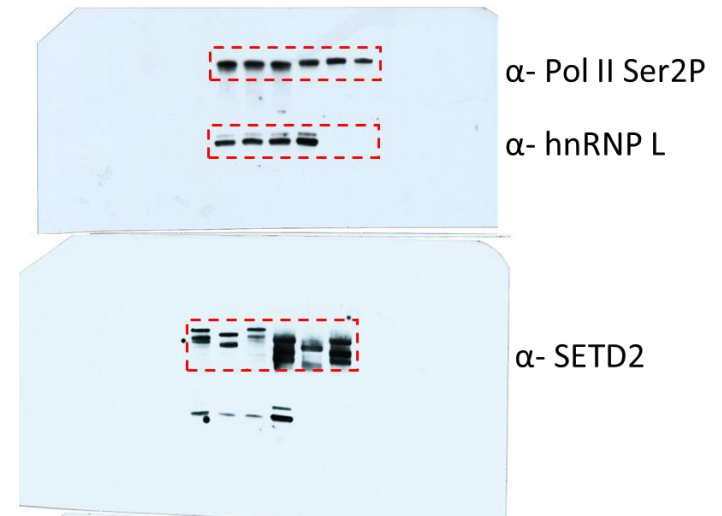

Figure 6h and I

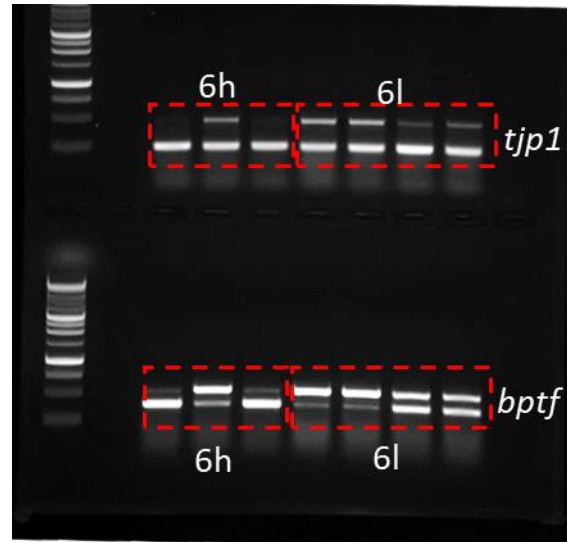

## Supplementary Figure 5a

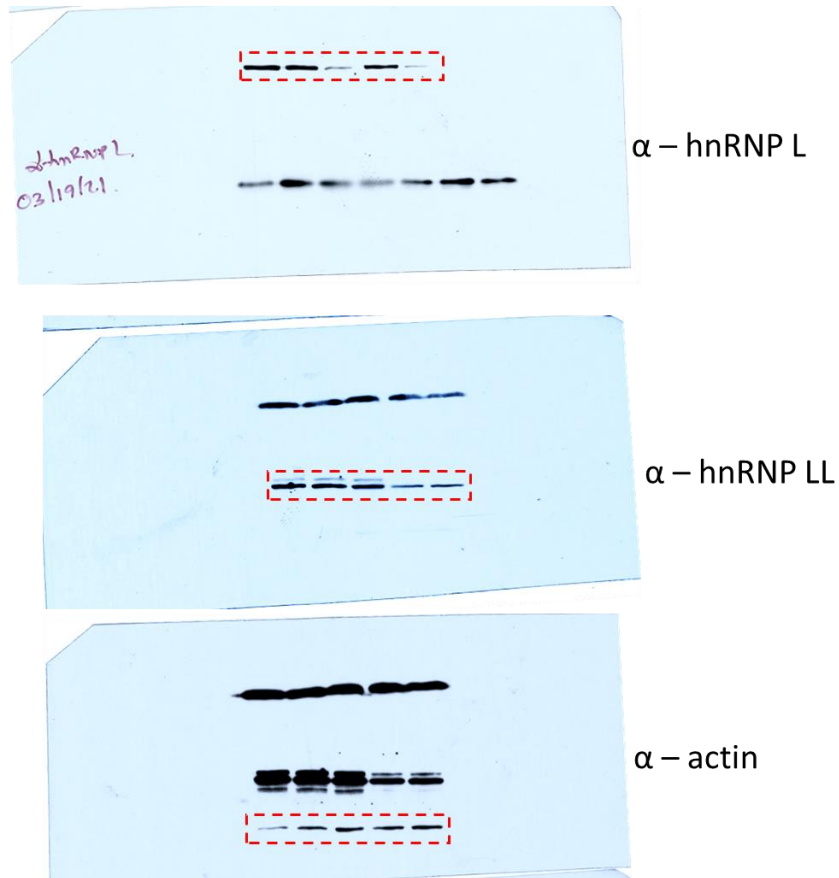

## Supplementary Figure 6d

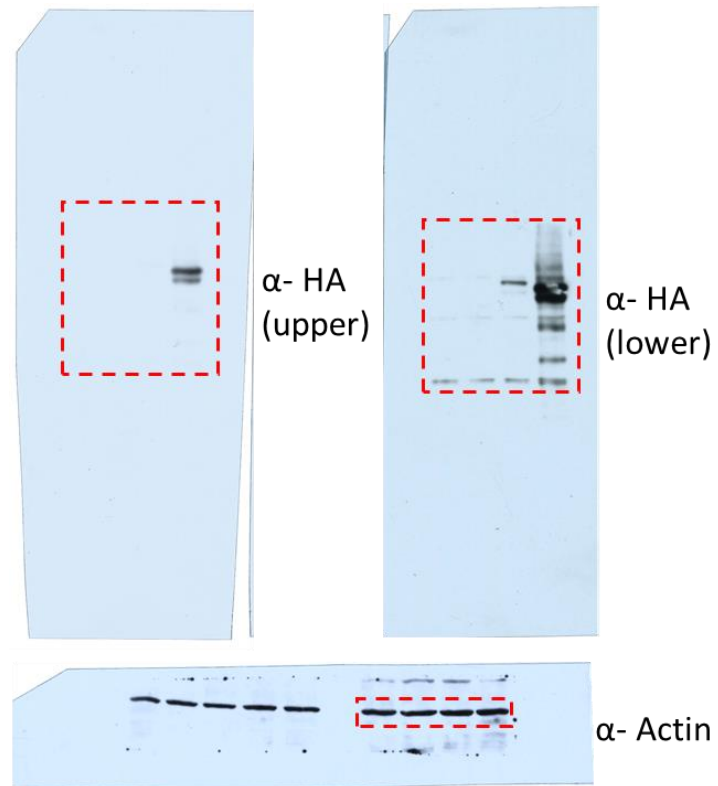

**Supplement:** Supplementary file 6 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

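RNA-seq libraries of HEK293T cells treated with scramble siRNA (replicates 3 and 4) or siRNA against hnRNP LL (replicates 2 and 3) for 72 h were analysed. Per the sample records, the RNA was treated with DNase, and ribosomal RNA depletion and polyA enrichment came before library preparation. The authors aligned reads to hg38 and Ensembl gene models with STAR and made the deposited TPM values with RSEM. The authors tested differential expression with edgeR on protein-coding and lncRNA genes. The methods and the reporting summary name different Ensembl releases and different Illumina instruments. TPM hold neither counts nor depth, so no count test was run, the depth per library is not known from these values, and no interval from counting error is given.

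Symbols and identifiers were used as the table gives them. Biotypes, positions, lengths and GC content were taken from GENCODE 44 on the same genome build, which may differ from the authors' annotation release; 60419 of the 60675 identifiers had a biotype there, and 42 of the 256 without one had a mean of at least 1 TPM. Length and GC content are the medians over a gene's annotated transcripts.

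Values were log2(TPM + 1). Protein-coding and lncRNA genes with a mean of at least 1 TPM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment), and calls needed an adjusted p-value under 0.05 and a fold change above 1.5, the paper's thresholds. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and with fry, adjusted within each family of lists, and overlaps of calls with Fisher's exact test against the tested genes. The lists were those of Supplementary Data 1 (SETD2, hnRNP L and hnRNP LL depletion) and 6 lists written from general knowledge before the expression table was seen but after the authors' gene list had been read, so the choice of lists is not independent of that list: mitochondrially encoded proteins, ATF4 response, unfolded protein response, interferon response, REST targets and replication-dependent histones.

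The genes named in the text were set by a rule: those the paper names in its RNA-seq results (HNRNPLL, HNRNPL, SETD2, TJP1 and BPTF), GAPDH, MED23, REST and ATF4; the 5 largest rises and 5 largest falls among genes past both thresholds with each hnRNP LL library on the same side of both scramble libraries; and at most 5 members, by mean TPM, of a response list past its threshold. DDIT3 was added after its values were seen. On simulated values for 13686 genes, of which 200 were changed, 95.5% of the changed genes were called in the right direction and 10 unchanged genes were called. With a uniform shift added, 327 unchanged genes were called as the values stood and 8 after median-centring, which removes such a shift by construction. The shift in the data was not uniform: its medians over deciles of abundance ran from 0.12 to 0.37. The 8 calls therefore do not carry over to the median-centred results.

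Alternatives covered the pseudocount (0.1), the filter (none, or a mean of at least 5 TPM), the scaling (median-centred, quantile, or mitochondrially encoded genes left out and TPM rescaled to 1000000), all gene classes, eBayes without trend or with robust estimation, the thresholds, the set test, lists without the authors' hnRNP LL genes, and each library left out in turn. Fits with 1 library in a group were not tested. Removal of the trends with length and GC content by loess, and fry on median-centred values, were added after the data had been seen. Alternative splicing was not measured from the libraries. Only the authors' listed events for SETD2 and hnRNP LL depletion were used. The libraries of SETD2-depleted and hnRNP L-depleted cells and the splicing list of hnRNP L depletion were not analysed here.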

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

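Removal of the trends with length and GC content was chosen after the data had been seen. Except for the unfolded protein response, its use on the lists below was set out before the results of that removal were seen. The tests on REST and ATF4 were set out after. The paper does not discuss these gene lists. Changes as deposited also followed abundance, and this trend was not removed. The decile of tested genes with the highest mean expression had a median log2 fold change of 0.12, against 0.26 for all tested genes. Medians of lists are given relative to the median of all tested genes. Changes of single genes are given after median-centring, where the median of all tested genes lies at -0.0862 and not at 0, so the scales differ by that much. Adjusted p-values are from limma camera over 6 lists. The lists for interferon response (12 genes tested, -0.04, adjusted p = 0.210) and replication-dependent histones (21 genes, 0.02, adjusted p = 0.691) did not pass. With fry on the values as deposited, which tests against no change, the interferon response passed as a rise (median 0.22, adjusted p = 0.0273 with limma) and the histones did not (0.0920); on median-centred values neither passed (0.0630 and 0.689).

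The list of REST targets was prompted by genes on the authors' own lists and includes some of them, so its rise is in part built in. REST targets, 11 of which were tested, had a median 0.64 above all tested genes (adjusted p = 1.09e-04), and all 11 lay above that median. The adjusted p-value of 11 of them was under 0.05 adjusted over the list alone and of 11 over all genes tested; after median-centring these counts were 7 and 6. SYP rose from 10.3 to 31.7 TPM, TUBB3 from 9.55 to 19.6, STMN3 from 19.9 to 32.0, INA from 5.03 to 10.2 and CPLX1 from 1.88 to 5.89 TPM. TUBB3 overlaps 1 other annotated gene on the same strand. The list also passed with fry as deposited and on median-centred values (adjusted p = 0.00308 and 0.0381 with limma), but not with an estimated inter-gene correlation (0.285). The list holds 31 genes, and with no filter on low values the median of the 30 in the table was 0.27 (adjusted p = 4.45e-04 with limma camera). The authors' own hnRNP LL list, made from the same libraries, holds 6 of the 11 genes. With the trend with length removed the median was 0.56, and with that with GC content removed 0.66, both past the threshold, which argues against either trend as the whole cause. REST itself rose by 0.0738 after median-centring, so less REST transcript was not seen. REST protein, a change in its splicing, and the unknown depth of the libraries stay open; a lower activity of REST upon hnRNP LL depletion is a hypothesis that was not tested.

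ATF4 response genes had a median of -0.35 relative to all tested genes (39 genes, adjusted p = 2.16e-15), and 5 of the 39 lay above that median. As deposited, 6 passed an adjusted p-value of 0.05 adjusted over the list alone and 10 over all genes tested; after median-centring 31 and 22 did. PHGDH, DDIT4, SHMT2 and SARS1 lay at -0.50, -0.52, -0.36 and -0.37 after median-centring, while ATF3 lay at 0.36. Removing the trend with length gave -0.37 and removing that with GC content -0.35, which argues against both as the whole cause. After quantile normalization the median was -0.31 (adjusted p = 2.09e-07 with limma camera), and the trend with abundance was not itself removed. With no filter on low values the median was -0.19. The list did not pass with an estimated correlation (adjusted p = 0.285 with limma) or with fry as deposited or on median-centred values (0.521 and 0.0630). ATF4 itself lay at -0.48 after median-centring (adjusted p = 0.0588 from limma), so less ATF4 transcript cannot be told apart from no change in it with 2 libraries per group. A difference in medium or cell density between the cultures may also lower this response and was not tested.

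Mitochondrially encoded proteins had a median of -0.55 relative to all tested genes (13 genes, adjusted p = 1.45e-10), and none lay above that median. As deposited, 2 of the genes passed adjusted over the list alone and 3 over all genes tested; after median-centring 3 and 3 did. Among the most abundant, MT-CO1, MT-CO2, MT-CO3, MT-ATP6 and MT-ATP8 lay between -0.86 and -0.41 after median-centring. Scramble siRNA replicate 3, with the largest mitochondrial share, weighs on this: without it the relative median was -0.34. With no filter on low values it was -0.38. Without the trend with length it was -0.53 and without that with GC content -0.57. After quantile normalization it was -4.1e-04 and did not pass (adjusted p = 0.396 with limma camera); quantile normalization hides a change of genes that keep their ranks, as MT-ATP8, MT-CO2 and MT-CO1 do at the top of every library. It did not pass with an estimated correlation (adjusted p = 0.285 with limma) or with fry as deposited or median-centred (0.315 and 0.0630). Neither the trend with length nor that with GC content accounts for the whole difference. The trend with abundance, a difference in mitochondrial RNA between the cultures and one in how the libraries captured it stay open.

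Unfolded protein response genes had a median of -0.17 relative to all tested genes (18 genes, adjusted p = 0.00519), with 3 above that median. As deposited, 0 passed adjusted over the list alone and 4 over all genes tested; after median-centring 9 and 5 did. HSP90B1 and CALR lay at -0.52 and -0.44 after median-centring, HSPA5 and PDIA3 at -0.23 and -0.27, and CANX at 0.05. The list passed with fry on median-centred values (adjusted p = 0.0359 with limma), but not with fry as deposited (0.315) or with an estimated correlation (0.285). With no filter on low values its median was 2.6e-03 (adjusted p = 0.260 with limma camera), so it depends on the setting. With the trend with length removed the median was -0.22, and with that with GC content removed -0.19, both past the threshold, which argues against either trend as the whole cause. After quantile normalization the median was -0.10 and the list still passed (adjusted p = 0.00738 with limma camera). The trend with abundance was not removed and is not excluded, so what lowers these genes stays open.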

How the results depend on the processing

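The split of the calls into higher and lower follows the scaling more than any other choice tried. The number of calls, 1631 in the main fit, moved both with the scaling (549 median-centred, 367 quantile normalized) and with the fold threshold (5977 without it). HNRNPLL stayed lower and past the adjusted p-value threshold of limma under every alternative fitted with 2 libraries per group. The changes named in this part are those that moved a count by over 1.5 times, moved a value beyond the limit set for it with a library left out, crossed a threshold or changed direction; log2 values are medians relative to all tested genes for gene lists and log2 fold changes for genes, and the cause of each was not tested unless the setting itself gives it (fewer or more genes tested, genes removed from a list, or a uniform shift removed).

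No paired analysis was possible because the groups share only replicate number 3.

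With a pseudocount of 0.1, the lower calls numbered 80 and genes over 1.5-fold lower numbered 123.

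With no filter on low values, the calls numbered 681, the higher calls numbered 666, the lower calls numbered 15 and 3 calls were also listed as lower upon hnRNP L depletion. HNRNPL lay at 0.57 and SETD2 lay at 0.60, none of which passed any longer. The genes listed as lower upon SETD2 depletion lay at 0.0570, the genes listed as higher upon hnRNP L depletion lay at 0.0204, the genes listed as lower upon hnRNP L depletion lay at 0.0479 and the unfolded protein response lay at 2.6e-03, all with a changed direction. 0 calls were also listed as lower upon SETD2 depletion and 29 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives. The overlap of 29 now passed (Fisher's exact test, p = 0.00279).

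With a mean of at least 5 TPM, the lower calls numbered 22, genes over 1.5-fold lower numbered 22 and 11 calls were also listed as higher upon SETD2 depletion. 2 calls were also listed as lower upon hnRNP L depletion, an overlap that no longer passed. The replication-dependent histones lay at -0.0110 and changed direction. 0 calls were also listed as lower upon SETD2 depletion and 26 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives.

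With each library median-centred, the calls numbered 549, the higher calls numbered 131, the lower calls numbered 418, genes over 1.5-fold higher numbered 151, genes over 1.5-fold lower numbered 521, 12 calls were also listed as higher upon SETD2 depletion and 46 calls were also listed as lower upon hnRNP L depletion. HNRNPL lay at 0.22 and SETD2 lay at 0.26, none of which passed any longer. 10 calls were also listed as lower upon SETD2 depletion, an overlap that now passed. BPTF lay at -0.22, HSPA5 lay at -0.23 and PDIA3 lay at -0.27, all with a changed direction. 13 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives, and this overlap now passed (Fisher's exact test, p = 1.00e-04).

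After quantile normalization, the calls numbered 367, the higher calls numbered 181, the lower calls numbered 186, genes over 1.5-fold higher numbered 228, genes over 1.5-fold lower numbered 243, 12 calls were also listed as higher upon SETD2 depletion and 27 calls were also listed as lower upon hnRNP L depletion. SETD2 lay at 0.27, the genes listed as higher upon hnRNP L depletion lay at -0.0691 and the mitochondrially encoded proteins lay at -4.1e-04, none of which passed any longer. 5 calls were also listed as lower upon SETD2 depletion, an overlap that now passed. BPTF lay at -0.16, GAPDH lay at 0.0344, MT-ATP6 lay at 0.16, HSPA5 lay at -5.2e-03 and PDIA3 lay at -0.0591, all with a changed direction. The log2 fold changes of MT-ATP8, MT-CO2 and MT-CO1, which had not passed as deposited either, became 0. 16 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives, and this overlap now passed (Fisher's exact test, p = 6.71e-05).

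With mitochondrially encoded genes left out, the calls numbered 1026, the higher calls numbered 960, genes over 1.5-fold lower numbered 92, 2 calls were also listed as lower upon SETD2 depletion and 13 calls were also listed as lower upon hnRNP L depletion. SETD2 lay at 0.54 and no longer passed. PDIA3 lay at -9.4e-04 and changed direction. 34 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives.

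With all gene classes, genes over 1.5-fold lower numbered 105.

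At an adjusted p-value under 0.05 with no fold threshold, the calls numbered 5977, the higher calls numbered 5751 and the lower calls numbered 226.

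With calls made without a test, 2 calls were also listed as lower upon SETD2 depletion.

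With fry, against no change and not relative to the median, the mitochondrially encoded proteins lay at -0.30 and the ATF4 response lay at -0.0884, none of which passed any longer. The genes listed as lower upon SETD2 depletion lay at 0.15, the genes listed as higher upon hnRNP L depletion lay at 0.13, the genes listed as lower upon hnRNP L depletion lay at 0.17, the unfolded protein response lay at 0.0881 and the interferon response lay at 0.22, all with a changed direction.

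With camera and an estimated correlation, the genes listed as higher upon SETD2 depletion lay at 0.33, the genes listed as lower upon SETD2 depletion lay at -0.11, the genes listed as higher upon hnRNP L depletion lay at -0.13, the genes listed as lower upon hnRNP L depletion lay at -0.0868, the higher genes of the authors' hnRNP LL list lay at 0.54, the mitochondrially encoded proteins lay at -0.55, the ATF4 response lay at -0.35, the unfolded protein response lay at -0.17 and the REST targets lay at 0.64, none of which passed any longer.

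Removing the genes on the authors' hnRNP LL list, which was called from the same libraries, takes out genes because they changed and so weakens a list by construction; with them removed, the genes listed as higher upon SETD2 depletion lay at 0.16, the unfolded protein response lay at -0.15 and the REST targets lay at 0.26, none of which passed any longer.

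The next settings were chosen after seeing the data. With the trend with length removed, the calls numbered 436, the higher calls numbered 229, the lower calls numbered 207, genes over 1.5-fold higher numbered 274, genes over 1.5-fold lower numbered 253 and 29 calls were also listed as lower upon hnRNP L depletion. HNRNPL lay at 0.32 and SETD2 lay at 0.20, none of which passed any longer. 6 calls were also listed as lower upon SETD2 depletion, an overlap that now passed. BPTF lay at -0.13, REST lay at -0.0198, HSPA5 lay at -0.26, PDIA3 lay at -0.19 and CANX lay at -4.6e-03, all with a changed direction. 15 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives, and this overlap now passed (Fisher's exact test, p = 0.00377). With the trend with GC content removed, the calls numbered 419, the higher calls numbered 194, the lower calls numbered 225, genes over 1.5-fold higher numbered 232, genes over 1.5-fold lower numbered 288, 5 calls were also listed as lower upon SETD2 depletion and 25 calls were also listed as lower upon hnRNP L depletion. HNRNPL lay at 0.33 and SETD2 lay at 0.30, none of which passed any longer. BPTF lay at -0.18, HSPA5 lay at -0.17 and PDIA3 lay at -0.21, all with a changed direction. 18 calls were also listed as higher upon hnRNP L depletion, on the other side of the number that chance gives, and this overlap now passed (Fisher's exact test, p = 1.23e-05). With fry on median-centred values, the genes listed as higher upon hnRNP L depletion lay at -0.13, the genes listed as lower upon hnRNP L depletion lay at -0.0868, the mitochondrially encoded proteins lay at -0.55 and the ATF4 response lay at -0.35, none of which passed any longer.

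Leaving out each library in turn leaves 1 library in a group, so no test was run and only effect sizes are given. Across the 4 fits, the ranges were genes over 1.5-fold higher from 1084 to 2480; HNRNPLL from -2.01 to -1.79; HNRNPL from 0.46 to 0.67; SETD2 from 0.41 to 0.80; GAPDH from -0.34 to 0.14; MT-ATP8 from -0.36 to 0.22; SHMT2 from -0.12 to 0.0805; SARS1 from -0.11 to 0.0561; the genes listed as higher upon hnRNP L depletion from -0.18 to -0.0656; the genes listed as lower upon hnRNP L depletion from -0.14 to -0.0170; the mitochondrially encoded proteins from -0.74 to -0.34; the interferon response from -0.0838 to -0.0474; the replication-dependent histones from -0.0881 to 0.18. Without scramble siRNA replicate 3, 2480 genes were over 1.5-fold higher, and the median of the mitochondrially encoded proteins moved to -0.34. SETD2 lay at 0.80 without it and at 0.41 without scramble siRNA replicate 4, and GAPDH changed direction without replicate 4. Named genes other than HNRNPLL, HNRNPL and SETD2 that moved by over 1.5 times or changed direction were as follows. Without scramble siRNA replicate 3, BPTF lay at 0.23, GAPDH lay at -0.34, ATF4 lay at -0.21, COMMD3-BMI1 lay at 2.69, SNHG25 lay at -0.60, MT-ATP8 lay at 0.22, MT-CO2 lay at -0.0655, MT-CO1 lay at -0.0618, MT-CO3 lay at -0.23, MT-ATP6 lay at -0.0433, PHGDH lay at -0.10, SHMT2 lay at 0.0548, SARS1 lay at 0.0353, HSPA5 lay at 0.0123 and CANX lay at 0.60. Without scramble siRNA replicate 4, BPTF lay at 0.0190, GAPDH lay at 0.14, ATF4 lay at -0.0581, COMMD3-BMI1 lay at 0.74, AC004080.5 lay at 0.95, SNHG25 lay at -2.68, MT-ATP8 lay at -0.36, MT-CO2 lay at -0.53, MT-CO1 lay at -0.50, MT-CO3 lay at -0.81, MT-ATP6 lay at -0.44, SHMT2 lay at -0.0946, SARS1 lay at -0.0866, HSP90B1 lay at -0.11, HSPA5 lay at 0.22, PDIA3 lay at 0.0404 and CANX lay at 0.18. Without hnRNP LL siRNA replicate 2, GAPDH lay at -0.0271, ATF4 lay at -0.23, AC005832.4 lay at -1.10, PHGDH lay at -0.26, SHMT2 lay at -0.12 and SARS1 lay at -0.11. Without hnRNP LL siRNA replicate 3, GAPDH lay at -0.17, ATF4 lay at -0.0384, PHGDH lay at -0.0450, SHMT2 lay at 0.0805, SARS1 lay at 0.0561 and CALR lay at -0.0557.

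Among the other named genes, an alternative setting took a gene past the adjusted p-value threshold of limma in 12 cases and below it in 48; COMMD3-BMI1 and SNHG25 were the most frequent.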

Differences from the paper's values

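The paper reports 514 genes changed upon hnRNP LL depletion, against 1631 here; with no filter, with median-centring and with quantile normalization the count was within 1.5 times the paper's (681, 549 and 367), and it was not under the other alternatives set before the data were examined. The paper's 219 higher genes compare with 1578 here, and only quantile normalization came within 1.5 times (181). The paper's 295 lower genes compare with 53 here, and median-centring (418) and an FDR of 0.05 with no fold threshold (226) came within 1.5 times. Removal of the trend with length (436 genes, 229 higher and 207 lower) or with GC content (419, 194 and 225), both chosen after seeing the values, gave counts within 1.5 times of all 3.

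Of genes lower in both, the paper's lists share 6 between SETD2 and hnRNP LL, against 1 between the SETD2 list and the calls here; quantile normalization (5) came within 1.5 times, and the other alternatives did not, apart from removal of the length trend (6) and the GC trend (5), chosen after seeing the values. Between hnRNP L and hnRNP LL the paper's lists share 38 lower genes, against 8 here; median-centring (46) and quantile normalization (27) came within 1.5 times, as did removal of the length trend (29), chosen after seeing the values.

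For HNRNPLL the paper gives a log2 fold change of -2.848, against -1.90 here on the log2(TPM + 1) scale; a pseudocount of 0.1 gave -2.29 and median-centring -2.24, and none of the alternatives set before the data were examined closed the gap. For HNRNPL, Fig. 6a shows about 0.05, read by eye, against 0.57 here; the closest was 0.22 with median-centring, and none closed the gap. The paper's values for TMEM145 (1.116 against 1.66 here) and INA (0.696 against 0.89) were not reached under any alternative set before the data were examined, while quantile normalization reached that of SYP (1.31 against 1.53 here, 1.21 when quantile normalized). The paper's value for G0S2 (-2.231 against -1.90 here) was reached within the standard error with median-centring and quantile normalization (-2.24 and -2.18) and without scramble siRNA replicate 4 or hnRNP LL siRNA replicate 2, and that for MT-CO3 (-0.848 against -0.52 here) with median-centring (-0.86) and without scramble siRNA replicate 4.

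The paper states, citing an earlier study, a lower ratio of hnRNP L to hnRNP LL expression than the 21.6 found here for TPM in scramble siRNA-treated cells. The paper states that the transcript of hnRNP L was not altered by depletion of hnRNP LL, whereas HNRNPL passed the adjusted p-value threshold as deposited (0.57) and did not after median-centring (0.22). The paper also reports no significant change by qPCR, which was not examined here.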

Other observations

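Some of the tests here were set out before their own results were seen. These are the GC content and the splits for the shift of the medians, and both tests on alternatively spliced genes. For the SETD2 list they are length, GC content and shared scramble libraries. The other tests were chosen after. Removal of the trends with length and GC content was itself chosen after the data had been seen. Beyond the 53 and 1578 calls, the scale of the libraries itself differed. The median log2 fold change of all tested genes was 0.26. Leaving out the mitochondrially encoded genes and rescaling left 0.19, which argues against their share as the whole cause. Leaving out the 500 most abundant genes left 0.0594: these genes took 66.9% and 66.8% of TPM in the scramble libraries and 60.5% and 61.2% in the hnRNP LL libraries. The remaining genes were rescaled to the same total in every library, so most of the shift follows from these shares by construction. That is no test of a cause, and TPM cannot tell a fall of the most abundant genes from a rise of the others. The lowest median over the deciles was 0.206 for length and 0.193 for GC content, so neither trend alone produces the shift. The real grouping was 1 of 3 splits of the 4 libraries with so large a median (the others gave -0.04 and -0.01), and 3 splits are too few to judge chance.

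For the number of calls, 1 of the 3 splits of the 4 libraries, the real one, gave 1631 genes past both thresholds. The others gave 0 genes each, with 48 and 15 genes at an unadjusted p under 0.05. After median-centring the share of calls that were higher was 23.9% in place of 96.8%. Centring takes 0.34 off every change alike, so a lower share is built in and does not show what caused the excess of higher calls. Across the tested genes, 75.8% had libraries that did not overlap between the groups, against the 33.3% that chance gives for 2 against 2; the shift of the medians by itself separates many genes, and after median-centring the share was 66.5%.

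Genes that the authors list as higher upon SETD2 depletion rose upon hnRNP LL depletion, with a relative median of 0.33. The largest value in 100 simulations of unchanged groups sharing the scramble libraries was 0.25, and removing the trends with length and GC content left 0.30 and 0.36. These argue against shared libraries with independent noise, length and GC content as the whole cause. The simulated noise was independent between genes, so a shared deviation of many genes in the scramble libraries stays open, as does a common effect of siRNA treatment against a target. In the authors' own lists, 24 genes were higher in both, which the paper draws in Supplementary Fig. 4a; of the genes tested here 16 were shared, against 0.518 by chance (Fisher's exact test, two-sided, p = 1.65e-20). Of the authors' hnRNP L list, 20 of the tested genes were higher in both against 4.97 by chance, and 33 lower in both against 13.1 by chance, but 18 were higher upon hnRNP L depletion and lower upon hnRNP LL depletion, against 7.09 by chance (Fisher's exact test, p = 2.84e-04). The lower lists of SETD2 and hnRNP LL shared 5 of the tested genes, against 2.26 by chance, and did not pass (Fisher's exact test, p = 0.0760). Genes drawn at random do not account for shared controls, so these overlaps do not by themselves show a common regulation.

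AC022506.1 was at 17.2 and 15.0 TPM in the scramble libraries and is listed at 0 in the hnRNP LL libraries. It lies inside DDIT3 on the same strand of chromosome 12 (57517712 to 57520480, within 57516588 to 57521737). DDIT3, also an ATF4 response gene, lay at -1.04 after median-centring (43.6 and 49.4 TPM against 30.2 and 26.3 TPM). The median annotated transcript of AC022506.1 holds 105 nt. By annotated lengths, all of its reads would add about 1.84 TPM to DDIT3, a log2 rise of 0.0547 that is below the standard error of 0.11. The lengths that RSEM used are not known here, and the TPM of so short a transcript may rest on few reads. A loss of AC022506.1 and a move of its reads to DDIT3 therefore cannot be told apart.

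In the authors' table of alternative splicing events (Supplementary Data 2), 70 events are listed for both SETD2 and hnRNP LL depletion, and 31 of them change in the same direction. By type, 20 of 32 skipped exons and 5 of 23 retained introns agree in direction; for the latter the exact binomial test gave p = 0.0106 (0.0531 after Benjamini-Hochberg adjustment over 5 types). In that table 13.2% of the retained introns upon SETD2 depletion and 68.4% upon hnRNP LL depletion have a positive difference, so mostly opposite directions are also what the whole lists would give. These are the paper's values.

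Genes with listed events upon SETD2 and hnRNP LL depletion were compared with random sets drawn from the tested genes and matched on mean TPM and length. Of 1040 and 962 such genes for hnRNP LL and SETD2, 163 were shared, against a median of 78 (63 to 95 in the middle 95% of 10000 draws, two-sided permutation p = 2.0e-04, the smallest the draws can give). Expression and length as measured here do not account for the sharing by gene; the number of introns, the shared scramble libraries and a common regulation stay open. After median-centring, 4.13% of the hnRNP LL genes with events passed both thresholds, against 3.65% in matched sets (permutation p = 0.434). As deposited these were 14.4% and 11.9% (permutation p = 0.0152, adjusted p = 0.0304 over 4 comparisons). Whether the spliced genes more often change in expression therefore depends on the scaling.

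At the level of the whole gene, TJP1 was at 7.35 ± 1.02 TPM (SD, n = 2) in scramble siRNA-treated cells and at 12.4 ± 1.11 TPM (SD, n = 2) upon hnRNP LL depletion, a change of 0.68 as deposited, past both thresholds, and 0.34 after median-centring (adjusted p = 0.00648 and 0.0700 from limma). TJP1 overlaps 1 other annotated gene on the same strand. BPTF was at 28.1 ± 3.03 and 30.6 ± 0.820 TPM (SD, n = 2), a change of 0.13 as deposited and -0.22 after median-centring (adjusted p = 0.320 and 0.122 from limma). The authors' table lists 2 skipped-exon events in BPTF upon hnRNP LL depletion, at 67875556 to 67875744 and 67886128 to 67886316 of chromosome 17, outside the exon that the RT-PCR oligos for exon 18a match. SETD2 was at 10.6 ± 2.17 and 16.4 ± 0.247 TPM (SD, n = 2), a change of 0.60 as deposited, past both thresholds, and 0.26 after median-centring (adjusted p = 0.0115 and 0.158 from limma). MED23 rose by 0.55 as deposited and by 0.21 after median-centring (adjusted p = 0.00654 and 0.139 from limma).

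In Supplementary Data 1, 172 of the 514 genes listed for hnRNP LL are classed as lncRNA, of which 48, HNRNPLL among them, are protein-coding in GENCODE 44. Of the 420 listed genes that were tested here, log2 ratios of mean TPM exceeded the paper's log2 fold changes by a median of 0.31. After median-centring, 170 of 173 genes listed as higher and 247 of 247 listed as lower had the listed direction; the list was made from the same libraries, so this is not independent evidence.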
